# Disrupted control of origin activation compromises genome integrity upon destabilization of Polε and dysfunction of the TRP53-CDKN1A/P21 axis

**DOI:** 10.1016/j.celrep.2022.110871

**Published:** 2022-05-31

**Authors:** Valerie Borel, Stefan Boeing, Niek Van Wietmarschen, Sriram Sridharan, Bethany Rebekah Hill, Luigi Ombrato, Jimena Perez-Lloret, Deb Jackson, Robert Goldstone, Simon J. Boulton, Andre Nussenzweig, Roberto Bellelli

**Keywords:** Polε, TRP53, CDKN1A/P21, DNA replication, genome stability

## Abstract

The maintenance of genome stability relies on coordinated control of origin activation and replication fork progression. How the interplay between these processes influences human genetic disease and cancer remains incompletely characterized. Here we show that mouse cells featuring Polε instability exhibit impaired genome-wide activation of DNA replication origins, in an origin-location-independent manner. Strikingly, *Trp53* ablation in primary Polε hypomorphic cells increased Polε levels and origin activation and reduced DNA damage in a transcription-dependent manner. Transcriptome analysis of primary *Trp53* knockout cells revealed that the TRP53-CDKN1A/P21 axis maintains appropriate levels of replication factors and CDK activity during unchallenged S phase. Loss of this control mechanism deregulates origin activation and perturbs genome-wide replication fork progression. Thus, while our data support an impaired origin activation model for genetic diseases affecting CMG formation, we propose that loss of the TRP53-CDKN1A/P21 tumor suppressor axis induces inappropriate origin activation and deregulates genome-wide fork progression.

## Highlights

• Polε hypomorphic B cells show genome-wide impaired replication origin activation
• Loss of *Trp53* rescues Polε levels in *Pole4*^−/−^ cells due to increased *Pole* transcription
• TRP53-CDKN1A/P21 regulate origin activation in a CDK-inhibition-dependent manner

## Introduction

DNA replication in eukaryotes is performed by a multiprotein assembly, known as the replisome, which is activated in a spatiotemporally regulated manner (Fragkos et al., 2015). At the heart of this machinery is the processive replicative helicase CMG (CDC45/MCM2–7/GINS1–4), whose establishment is regulated along the cell cycle by DDK (Dbf4-Dependent Kinase)- and CDK (Cyclin-Dependent Kinase)-dependent phosphorylation (Burgers and Kunkel, 2017). Essential components of this machinery also include the replicative polymerases Polδ and Polε, which synthesize lagging and leading strands, respectively. Importantly, Polε is also an integral component of the CMG, being required for GINS loading and formation of the pre-IC (preinitiation complex) in budding yeast (Bell and Labib, 2016).

Dysfunctional DNA replication can severely affect mammalian development and is associated with a plethora of human genetic syndromes characterized by reduced growth as well as immune and endocrine dysfunction (Bellelli and Boulton, 2021). For instance, hypomorphic mutations of the catalytic subunit of Polε, *POLE*, have been described in patients affected by FILS (facial dysmorphism, immunodeficiency, livedo, short stature) syndrome and IMAGe (intrauterine growth restriction, metaphyseal dysplasia, adrenal hypoplasia congenita, and genital anomalies in males) syndrome in association with variable degrees of immunodeficiency (Pachlopnik Schmid et al., 2012; Logan et al., 2018). Similarly, mutations of the essential non-catalytic subunit of Polε, *POLE2*, have been associated with a severe combined immunodeficiency with facial dysmorphism and impaired growth (Frugoni et al., 2016).

In addition to this, perturbed DNA replication, or replication stress, caused by oncogene activation is considered to be a major driver of genetic instability in cancer (Macheret and Halazonetis, 2015; Técher et al., 2017). In particular, dysregulated control of origin activation has been proposed to underlie oncogene-induced genetic instability in the early stages of tumorigenesis. In accordance with this, Macheret and Halazonetis recently discovered that activation of oncogenes, such as CCNE1 (Cyclin E) and MYC, induces activation of a novel set of replication origins located within highly transcribed genes, which are normally suppressed by transcription during the G1 phase of the cell cycle. Precocious G1-S transition induced by oncogene activation drives activation of these ectopic replication origins, leading to transcription-replication conflicts and genetic instability (Macheret and Halazonetis, 2018). Whether a similar mechanism is responsible for replication stress induced by loss of tumor suppressors such as P53 (TRP53 in mice) and CDKN1A/P21 remains to be established. Indeed, while E2F hyperactivation has been robustly associated with replicative stress and DNA damage (for review see Fouad et al., 2021), the role of TRP53 and CDKN1A/P21 in unchallenged DNA replication remains controversial, due to discrepancies in experimental model systems (Hampp et al., 2016; Mansilla et al., 2016; Yeo et al., 2016; Datta et al., 2017; Klusmann et al., 2016; Singh et al., 2017; Maya-Mendoza et al., 2018; Roy et al., 2018).

We previously showed that loss of the POLE4 subunit of Polε leads to a complex developmental condition in mice characterized by reduced growth, craniofacial anomalies, and lymphopenia in association with increased lymphoma predisposition (Bellelli et al., 2018a). Loss of POLE4 in mouse cells is associated with reduced levels of the POLE1 and POLE2 subunits of Polε, which led us to propose that *Pole4*^−/−^ mice might represent a Polε hypomorphic mouse model. However, more recently, we and others have also shown that POLE4 is involved in histone H3-H4 chaperoning at the replication fork (Bellelli et al., 2018b; Li et al., 2020); the consequences of the loss of this activity *in vivo* remain unclear. In addition, POLE4, in concert with POLE3, is also a component of the acetyltransferase complex ATAC (Wang et al., 2008), and its deficiency has been recently shown to promote sensitivity to both ATR and PARP inhibitors (Hustedt et al., 2019; Su et al., 2020). While the mechanism behind this phenomenon remains unknown, insights into this process may lead to the identification of new markers of sensitivity to these compounds and novel vulnerabilities of cancer cells.

Here we show that Polε instability, caused by the loss of POLE4, drives reduced replication origin activation in primary B cells, independent of their genomic location. Surprisingly, the phenotypic consequences of Polε instability are rescued by TRP53 depletion in mice and cells. While the lack of POLE4 drives proteasomal-dependent degradation of Polε, loss of TRP53 in Polε hypomorphic cells restores “close to wild-type” levels of Polε, due to increased transcription of Polε subunits. Through the analysis of the transcriptome and replication dynamics of *Trp53* knockout cells, we then discovered that genetic deletion of *Trp53* leads to suppression of *Cdkn1a/p21* in primary mouse cells and a concomitant increase in E2F activity and replication origin activation, in association with an increased level of replication initiation factors. Hyperactivation of DNA replication origins upon dysregulation of the TRP53-CDKN1A/P21 axis depends on the CDK inhibitory domain of CDKN1A/P21 and leads to genome-wide perturbed replication fork progression. This mechanism has broad consequences for genetic instability caused by loss of the TRP53 and CDKN1A/P21 tumor suppressors and therapeutic targeting of cancer cells.

## Results

### Loss of *Pole4* leads to genome-wide reduced initiation of DNA replication in primary B cells

Genetic ablation of *Pole4* in mice leads to a multifaceted disorder characterized by reduced growth, developmental abnormalities, lymphopenia, and increased lymphomagenesis, which resembles IMAGe syndrome in patients affected by hypomorphic mutations of *POLE* (Logan et al., 2018; Bellelli et al., 2018a). Interestingly, both *Pole4*^−/−^ MEFs (mouse embryo fibroblasts) and *POLE* mutant patient-derived cells exhibit increased interorigin distance, suggestive of disrupted replication origin control. How replication origins are activated genome-wide in these pathological conditions had not been explored, but might reveal the mechanistic basis of diseases caused by mutation of CMG components (Bellelli and Boulton, 2021).

To map sites of replication initiation in *Pole4*^−/−^ mice, we conducted HU-EdU-seq (hydroxyurea-EdU sequencing) at high resolution in primary mouse cells (Tubbs et al., 2018). To this end, we isolated primary B cells from *Pole4*^+/+^ and *Pole4*^−/−^ mouse spleens and activated them with LPS/IL-4 (lipopolysaccharide/interleukin-4) to ensure synchronous cell-cycle entry. More specifically, cells were labeled with EdU (20 μM) in the presence of 10 mM HU, and nsDNA (nascent-strand DNA) was isolated by Click chemistry and subjected to high-throughput sequencing as previously described (Tubbs et al., 2018). In accordance with our previous findings, initiation zones were strongly enriched between transcribed genes in early replicating regions in both *Pole4*-deficient and proficient cells (Figure 1A and Tubbs et al., 2018). Strikingly, this analysis also revealed that replication initiation events were strongly reduced in *Pole4*^−/−^ cells compared with wild type (p < 2.2 × 10^−16^) (Figures 1A and 1B). Importantly, while the overall numbers of replication initiation events were strongly reduced in *Pole4*-deficient cells, the sites of initiation greatly overlapped between WT (wild-type) and KO (knockout) cells (Figure 1C), thus suggesting an overall reduced efficiency of initiation, independent of replication origin location in the genome.

**Figure 1:**
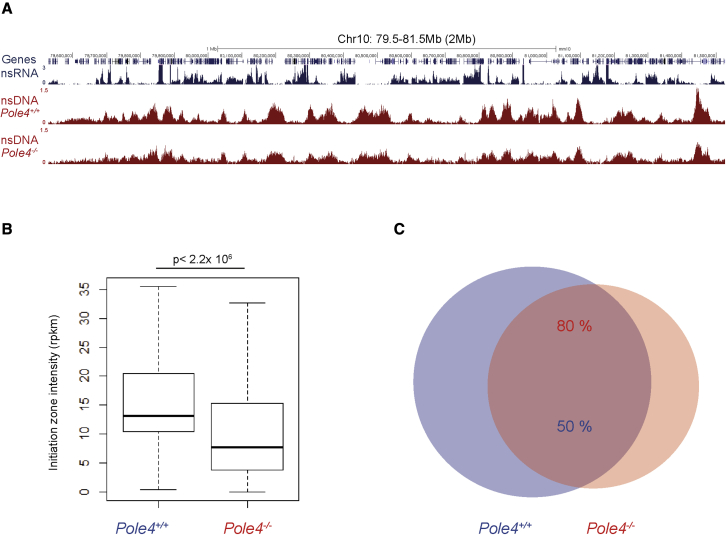
*Pole4*^−/−^ primary B cells show reduced genome-wide replication origin activation (A) Genome browser screenshot displaying nascent RNA-seq (blue) and HU-EdU-seq (red) profiles shown as normalized read density (reads per million, RPM) for *Pole4*^+/+^ and *Pole4*^−/−^ primary B cells upon 28 h stimulation by LPS/IL-4. (B) Quantification of HU-EdU-seq signal (reads per kilobase per million, RPKM) at replication initiation zones in *Pole4*^+/+^ (n = 10,299) and *Pole4*^−/−^ (n = 6,432) primary B cells. (C) Venn diagram showing overlap between initiation zones in *Pole4*^+/+^ (n = 10,299) and *Pole4*^−/−^ (n = 6,432) primary B cells.

### Genetic deletion of *Trp53* increases Polε subunit levels in *Pole4*^−/−^ mouse cells

The loss of both copies of the tumor suppressor *Trp53* rescued embryonal lethality and phenotypical anomalies observed in *Pole4*^−/−^ mice in the C57BL/6 genetic background (Bellelli et al., 2018a). Interestingly, C57BL/6 *Pole4*^−/−^ *Trp53*^+/−^ mice present with an intermediate phenotype with congenital anomalies similar to those observed in *Pole4*^−/−^ animals in a mixed genetic background. These observations prompted us to evaluate the interplay between POLE4 and TRP53 in the control of DNA replication and genome stability. To this end, we initially analyzed MEFs from *Pole4*^+/+^ and *Pole4*^−/−^ embryos in a *Trp53* WT or KO genetic background. As previously shown, *Pole4*^−/−^ primary mouse cells showed a strong reduction in the levels of the POLE1 and, to a lesser extent, POLE2 subunits of Polε, compared with WT cells (Figures S1A and S2A). However, to our surprise, we discovered that *Pole4*^−/−^ *Trp53*^−/−^ primary cells showed expression levels of Polε subunits close to those of WT, suggesting a rescue of Polε stability (Figures S1A and S2A). The presence of an intermediate phenotype in *Pole4*^−/−^ *Trp53*^+/−^ mice remained to be explained. Thus, we established MEFs from *Pole4* WT and KO animals in *Trp53*^+/+^, *Trp53*^+/−^, and *Trp53*^−/−^ backgrounds and observed that *Pole4*^+/+^ *Trp53*^+/−^ MEFs showed intermediate levels of POLE1 and POLE2 compared with WT and double-null cells, pointing to a dose-dependent control by TRP53 of Polε stability in *Pole4*-deficient cells (Figure 2A). A similar increase in Polε subunits levels was observed in large-T-immortalized MEFs from *Pole4*^−/−^ embryos, suggesting a TRP53-specific function in controlling Polε complex levels (Figure S1B). Intriguingly, increased overall expression levels of Polε subunits also led to increased chromatin levels of POLE1 and restored levels of PCNA on chromatin, suggesting a rescue of DNA replication origin activation (Figures 2B and S1C). Importantly, CDC7 kinase inhibition abolished chromatin binding of Polε and PCNA, pointing to a replication-initiation-dependent mechanism (Figure S1D). In addition to this, cell-cycle flow cytometry showed that the increased POLE1 signal in the absence of TRP53 was not a consequence of an increased percentage of S-phase cells (Figures S2A and S2B).

**Figure 2:**
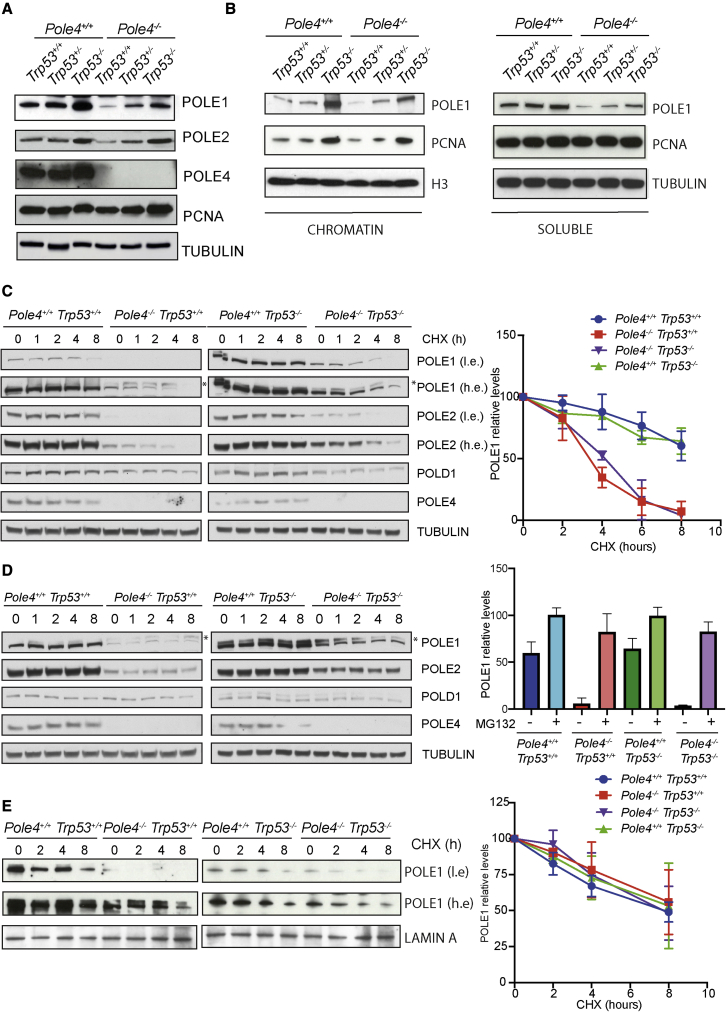
Genetic deletion of *Trp53* rescues Polε subunit levels in *Pole4*^−/−^ cells in a proteasome-independent manner (A) Western blot analysis of Polε subunits and PCNA from total extracts of *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in a *Trp53* WT, HET, or KO background. Tubulin was used for normalization. (B) Western blot analysis of POLE1 and PCNA in the soluble and chromatin fractions of the described MEF genotypes. Tubulin and histone H3 were used as loading controls. (C) Left: western blot analysis of Polε subunits and POLD1 from total extracts of *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in a *Trp53* WT (left blot) or KO (right blot) background, treated with CHX (cycloheximide) for the indicated time points (h). Tubulin was used for normalization. ^∗^Non-specific band in the POLE1 western blot (see also Figure S3C). Right: half-life curve of POLE1 protein levels in MEFs of the described genotypes, incubated with CHX for the indicated time points. Results are reported as the mean ± SD of triplicate experiments. The lower and specific band in the POLE1 western blot was used for quantification. (D) Left: western blot analysis of Polε subunits and POLD1 from total extracts of *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in a *Trp53* WT (left blot) or KO (right blot) background, treated with CHX and MG132 for the indicated time points. Tubulin was used for normalization. ^∗^Non-specific band in the POLE1 western blot (see also Figure S3C). Right: bar graph showing POLE1 relative levels in MEFs of the described genotype incubated for 8 h with CHX, in the presence or not of MG132. POLE1 levels were normalized to those of untreated cells and results are reported as the mean ± SD of triplicate experiments. The lower and specific band in the POLE1 western blot was used for quantification. (E) Left: western blot analysis of POLE1 levels in the chromatin fraction of *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in a *Trp53* WT (left blot) or KO (right blot) background, treated with CHX for the indicated time points (h). Lamin A was used for normalization. Right: half-life curve of POLE1 chromatin levels in MEFs of the described genotypes, incubated with CHX for the indicated time points. Results are reported as the mean ± SD of triplicate experiments.

### Loss of POLE4 leads to proteasome-dependent Polε degradation, which is not affected by depletion of TRP53

To investigate the mechanism responsible for reduced levels of Polε complex subunits upon loss of *Pole4* and its rescue upon ablation of *Trp53*, we incubated *Pole4*^+/+^ and *Pole4*^−/−^ MEFs with cycloheximide, an inhibitor of protein synthesis, and assessed the levels of POLE1 and POLE2 by western blotting. As shown in Figure 2C, in WT mouse cells, the half-life of POLE1 and POLE2 was 8 h or longer (Figure 2C, left and half-life curve). In contrast, in *Pole4*^−/−^ cells, the half-life of Polε complex subunits was reduced to less than 4 h, suggesting that interaction with POLE4 is required in mouse cells to maintain the stability of the whole Polε complex. The half-life of other DNA polymerase subunits, such as POLD1, the major and catalytic subunit of Polδ, was not affected, excluding a non-specific effect (Figure 2C, left). To investigate a possible role for TRP53 in regulating Polε complex stability, we then performed cycloheximide pulse labeling in *Pole4*^+/+^ *Trp53*^−/−^ and *Pole4*^−/−^ *Trp53*^−/−^ MEFs and analyzed the levels of POLE1 and POLE2 by western blotting. Despite the fact that *Trp53*^−/−^ cells showed increased levels of Polε complex subunits, a lack of *Trp53* did not affect the half-life of POLE1 and POLE2 in a *Pole4*^−/−^ background (Figure 2C, right and half-life curve). Importantly, degradation of POLE1 and POLE2 was inhibited upon treatment with the proteasome inhibitor MG132, which suggests that the POLE1-POLE2 subcomplex is targeted for proteasome-dependent degradation in the absence of POLE4, in a TRP53-independent manner (Figure 2D).

We considered the possibility that Polε degradation might occur before or after its engagement in DNA replication. Indeed, POLE3-POLE4, and their yeast ancestors, bind dsDNA *in vitro*, which suggests they might be required for efficient engagement of Polε with DNA at the replication fork (Bellelli et al., 2018b; Tsubota et al., 2006). To evaluate the stability of Polε in the chromatin compartment, we pulse labeled *Pole4*^+/+^ and *Pole4*^−/−^ MEFs, in a *Trp53* WT or KO background, with cycloheximide and performed western blotting analysis of POLE1 levels in the soluble and chromatin fractions. Strikingly, the half-lives of POLE1 on chromatin were similar between *Pole4*^+/+^ and *Pole4*^−/−^ MEFs, in the presence or absence of both *Trp53* copies (Figure 2E). In contrast, the levels of the catalytic subunit of Polε were significantly reduced in a *Pole4*-null background in the soluble fraction, which likely represents newly synthesized POLE1, not yet engaged in DNA replication (Figure S2C). Thus, once engaged with the CMG in chromatin DNA replication, Polε is sufficiently stable in the presence or absence of POLE4.

### Loss of TRP53 leads to increased expression levels of DNA replication genes

Having established that loss of TRP53 does not rescue Polε levels by promoting its stability, we next tested the effect of TRP53 loss on the transcriptional program of *Pole4*^+/+^ and *Pole4*^−/−^ cells. 

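RNA was taken from primary MEF cultures of 6 genotypes, with 3 libraries per genotype. The authors trimmed the reads with Trim Galore, aligned them to GRCm38 with STAR and counted them per gene with RSEM. The values used here are their expected counts for 51912 genes in 18 libraries, before any normalization. RSEM divides a read that matches several genes among them, and 6.14% of the values are not whole numbers; they were rounded before testing. The libraries held between 9535971 and 35319918 counts, with a median of 22781543. The median depth was 13507258 counts in *Pole4*-/- *Trp53*+/+, 24066114 in *Pole4*-/- *Trp53*+/-, 23478082 in *Pole4*-/- *Trp53*-/-, 18384541 in *Pole4*+/+ *Trp53*+/+, 17869991 in *Pole4*+/+ *Trp53*+/- and 25856820 in *Pole4*+/+ *Trp53*-/- MEFs. Ribosomal RNA genes took from 0.968% to 42.5% of a library. The 18 libraries were fitted together with edgeR's quasi-likelihood method after TMM (trimmed mean of M-values) scaling, with 1 mean per genotype. After edgeR's filter on low counts, 15710 genes were tested. A gene is called where its Benjamini-Hochberg adjusted p is under 0.05. Levels of single genes are given as TMM-scaled CPM, as the mean and SD of 3 libraries, and fold changes as log2 values with their SE. For a single gene, an exact two-sided permutation test of 3 libraries against 3 cannot give a p under 0.1; that smallest value is reached only where the libraries of both groups do not overlap. Where every library of a group holds 3 counts or fewer of a gene, the fold change is given as a lower bound.

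**Figure D1:**
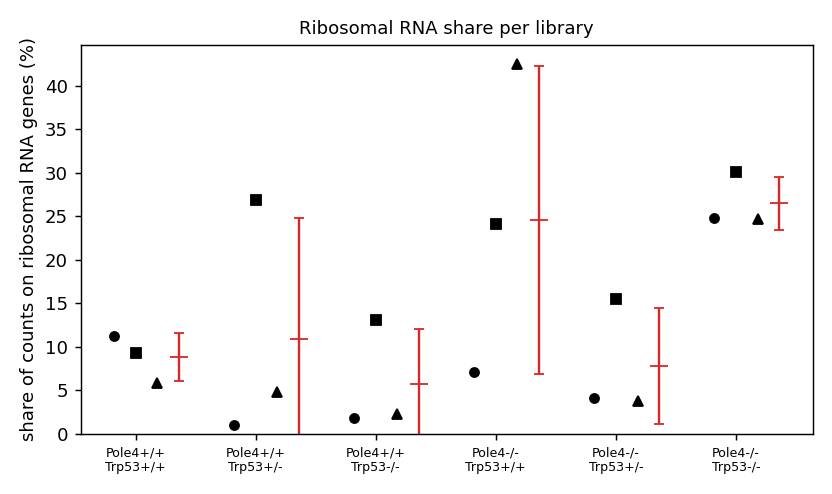
Share of each library's counts that fall on ribosomal RNA genes, by genotype; each symbol is 1 replicate.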

To evaluate the transcriptome of *Pole4*-proficient and -deficient cells, in the presence or absence of one or two copies of *Trp53*, we performed RNA-seq (RNA-sequencing) experiments from *Pole4*^+/+^ and *Pole4*^−/−^ MEFs that were *Trp53*^+/+^, *Trp53*^+/−^, or *Trp53*^−/−^*.* We then generated a volcano plot of fold expression change comparing *Pole4*^−/−^ *Trp53*^+/+^ versus *Pole4*^−/−^ *Trp53*^−/−^ MEFs. Interestingly, among the well-characterized TRP53 targets (highlighted in red in Figure 3A), only a few were significantly affected in primary mouse cells (Pfister and Prives, 2017; Fischer, 2017). 

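Between *Pole4*-/- *Trp53*-/- and *Pole4*-/- *Trp53*+/+ MEFs, 6699 of the 15710 genes tested were called, 3272 of them lower and 3427 higher in *Pole4*-/- *Trp53*-/- cells. An unadjusted p under 0.05 was found for 7856 genes, where 785.5 are expected by chance. Annotated TRP53 targets were taken from a list of 96 genes written from memory, which is not the list highlighted in Fig. 3A. Of its 91 genes that could be tested, 48 were called lower and 8 higher. Adjusted over the list alone, 54 were lower and 8 higher. Leaving out 1 library at a time gave from 41 to 48 lowered targets. The count moved most when a gene also had to change by at least 2 on the log2 scale at an adjusted p under 0.01, a pair of limits taken from the lines in Fig. 3A after the data had been seen. Under these limits, 12 targets were lower and 1 was higher.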

The most downregulated gene in *Pole4*^−/−^ *Trp53*^−/−^ cells was *Cdkn1a*/p21, a well-known TRP53 target and an inhibitor of G1-S and S-phase cyclin-CDK complexes (Abbas and Dutta, 2009). 

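*Cdkn1a* (ENSMUSG00000023067, chromosome 17, positions 29090976 to 29100727 of GRCm38) stood at 6.68 ± 1.89 CPM in *Pole4*-/- *Trp53*-/- and at 355 ± 11.3 CPM in *Pole4*-/- *Trp53*+/+ MEFs (n = 3 each). The log2 fold change was −5.72 (SE 0.26, adjusted p 1.47e-09). It lay between −5.97 and −5.57 when any 1 of the 6 libraries was left out. Of the alternatives that kept all libraries, upper-quartile scaling moved it most, to −5.82. Among the called genes, 21 had a lower log2 fold change than *Cdkn1a*.

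**Figure D2:**
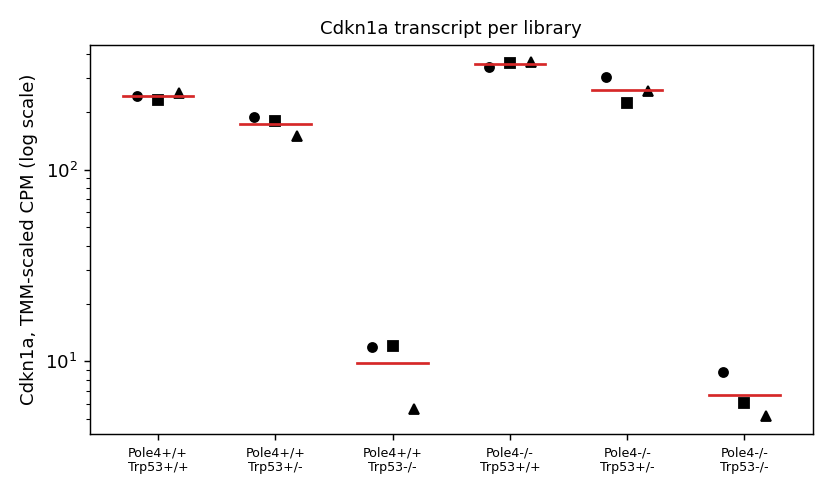
*Cdkn1a* transcript in each library, by genotype; each symbol is 1 replicate and the red line is the mean.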

Other previously identified TRP53 targets such as *Trp53inp1* and *Cyclin G1* were also strongly downregulated (Fischer, 2017, and Figure 3A). 

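*Trp53inp1* (ENSMUSG00000028211, chromosome 4, positions 11156431 to 11174379) fell from 152.9 ± 4.25 CPM in *Pole4*-/- *Trp53*+/+ to 3.71 ± 1.15 CPM in *Pole4*-/- *Trp53*-/- MEFs. Its log2 fold change was −5.34 (SE 0.65, adjusted p 4.25e-05), and between −5.49 and −5.12 without any 1 library. *Ccng1*, which encodes cyclin G1 (ENSMUSG00000020326, chromosome 11, positions 40748552 to 40755311), fell from 798 ± 68.3 to 77.4 ± 5.75 CPM. Its log2 fold change was −3.36 (SE 0.17, adjusted p 4.90e-09). For both genes, all 3 *Pole4*-/- *Trp53*-/- libraries lay below all 3 *Pole4*-/- *Trp53*+/+ libraries.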

Similar results were obtained by comparing expression changes of *Pole4*^+/+^ *Trp53*^+/+^ versus *Pole4*^+/+^ *Trp53*^−/−^ cells, with *Cdkn1a*/p21 again being the most affected gene (Figure 3B). Hence, the loss of TRP53 affects the expression levels of a core set of genes in primary MEFs in the presence or absence of *Pole4*.

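In *Pole4*+/+ MEFs, 723 genes were called between *Trp53*-/- and *Trp53*+/+ cells, 372 lower and 351 higher, and 2984 had an unadjusted p under 0.05. The count rests in part on the first *Pole4*+/+ *Trp53*-/- library: without it, 2700 genes were called, and without the third *Pole4*+/+ *Trp53*+/+ library, 325. *Cdkn1a* stood at 9.83 ± 3.61 CPM in *Pole4*+/+ *Trp53*-/- and 242 ± 9.88 CPM in *Pole4*+/+ *Trp53*+/+ cells, a log2 fold change of −4.59 (SE 0.24, adjusted p 1.06e-08). Leaving out 1 library at a time gave −4.75 to −4.36. Among the called genes, 10 had a lower log2 fold change. Of the 91 TRP53 targets tested, 33 were called lower and 0 higher; at an unadjusted p under 0.05, 45 were lower and 4 higher. Adjusted over the list alone, 43 were lower and 3 higher. Lowered targets numbered between 27 and 40 when 1 library was left out. When the model was fitted to only the libraries compared, 14 targets were called lower, and under the limits taken from the lines in Fig. 3A, 6.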

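The comparisons in *Pole4*-/- and *Pole4*+/+ MEFs share no library. They had 618 called genes in common, and 613 of these changed in the same direction: 334 were lower and 279 higher in *Trp53*-/- cells. If genes were independent, 154 such genes would be expected by chance (one-sided Fisher's exact test, p 9.43e-132, on calls in either direction). Genes that move together are not independent, so this p does not measure chance at the level of libraries. A split of the *Pole4*+/+ libraries that mixes the genotypes shared 1361 genes with the real *Pole4*-/- calls. The 613 genes are 84.8% of those called in *Pole4*+/+ cells. Across the fits that each left out 1 library, from 291 to 2522 genes were shared, the latter without the first *Pole4*+/+ *Trp53*-/- library. The difference between the responses of *Pole4*-/- and *Pole4*+/+ cells, tested as an interaction, was called for 52 genes, 24 with a lower and 28 with a higher log2 fold change in *Pole4*-/- cells. From the similar outcome with and without *Pole4*, the paper concludes that loss of TRP53 acts on a core set of genes in primary MEFs.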

**Figure 3:**
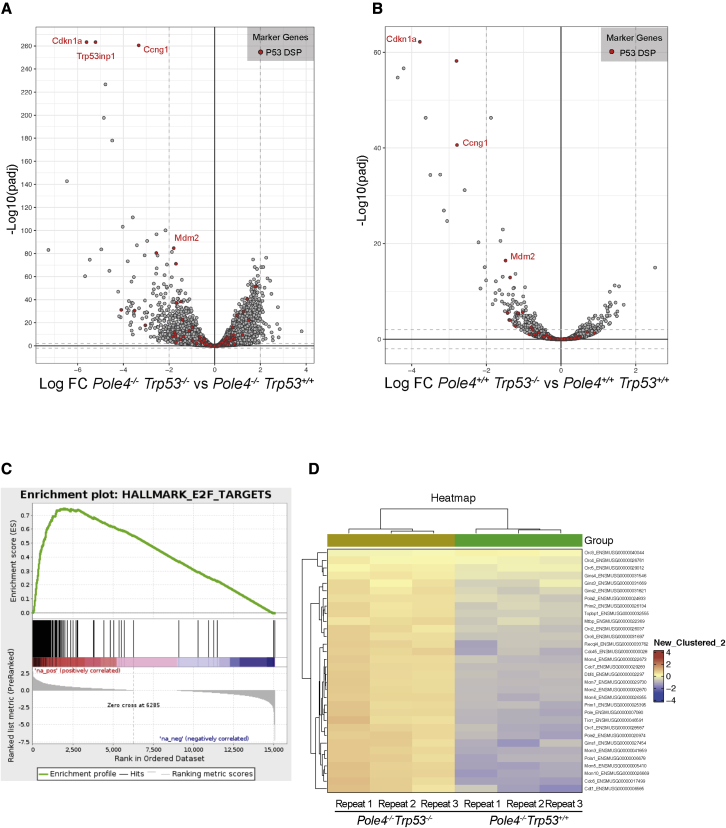
Transcriptomic analysis of *Pole4*^−/−^ cells in a *Trp53* WT and KO genetic background (A) Volcano plot of RNA-seq analysis displaying gene expression values for *Pole4*^−/−^*Trp53*^−/−^ relative to *Pole4*^−/−^*Trp53*^+/+^ MEFs. The x axis represents the log_2_ fold change, while the y axis represents the negative decade logarithm of the significance value change. Red dots indicate annotated *Trp53* downstream targets; *Cdkn1a/p21*, *Trp53inp1*, *Ccng1*, and *Mdm2* are indicated among those. (B) Volcano plot of RNA-seq analysis displaying gene expression values for *Pole4*^+/+^*Trp53*^−/−^ relative to *Pole4*^+/+^*Trp53*^+/+^ MEFs. The x axis represents the log_2_ fold change, while the y axis represents the negative decade logarithm of the significance value change. Red dots indicate annotated *Trp53* downstream targets. (C) GSEA (gene set enrichment analysis) plot of genes enriched in *Pole4*^−/−^*Trp53*^−/−^ versus *Pole4*^−/−^*Trp53*^+/+^. The green line indicates the enrichment score along the ranked gene set, while the dark lines indicate the positions of genes in the ranked gene list. (D) Heatmap of genes required for the initiation of DNA replication from triplicate RNA-seq of the indicated MEF genotypes.

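The *Trp53* transcript (ENSMUSG00000059552, chromosome 11, positions 69580359 to 69591873) stood at 69.1 ± 4.40 CPM in *Pole4*-/- *Trp53*+/+ and 90.8 ± 4.81 CPM in *Pole4*+/+ *Trp53*+/+ MEFs. In heterozygous cells it stood at 52.4 ± 3.67 CPM in *Pole4*-/- *Trp53*+/- and 58.1 ± 1.70 CPM in *Pole4*+/+ *Trp53*+/-. Libraries of *Trp53*-/- cells kept 11.4 ± 1.15 CPM in the *Pole4*-/- and 10.7 ± 1.83 CPM in the *Pole4*+/+ background. Against *Trp53*+/+ cells, the log2 fold change in heterozygous cells was −0.40 (SE 0.11, adjusted p 0.0461) for *Pole4*-/- and −0.65 (SE 0.11, adjusted p 0.0108) for *Pole4*+/+. Neither call held in every fit: in *Pole4*-/- cells the adjusted p was above 0.05 whichever library was left out, and in *Pole4*+/+ cells it reached 0.285 when libraries were scaled by their total counts alone. *Cdkn1a* was not called in heterozygous cells of either background. It stood at 261 ± 41.7 CPM in *Pole4*-/- *Trp53*+/- (log2 fold change −0.44, adjusted p 0.189) and 172 ± 20.4 CPM in *Pole4*+/+ *Trp53*+/- MEFs (log2 fold change −0.49, adjusted p 0.396), below every *Trp53*+/+ library of its background in 3 of 3 libraries each. With limma's voom and quality weights both changes were called, and so were both when only the libraries compared were fitted. Between *Pole4*-/- *Trp53*+/+ and *Pole4*+/+ *Trp53*+/+ cells, *Cdkn1a* was 0.56 higher on the log2 scale (adjusted p 0.115), with no call.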

Importantly, our RNA-seq experiments were performed in passage 1 primary MEFs grown in low oxygen concentrations, suggesting that low levels of TRP53 normally sustain regulated gene expression along an unperturbed cell cycle. Our analysis also suggested that CDKN1A/P21 might represent the main factor required for this control. Indeed, by controlling Cyclin-CDK activity at the G1-S transition and Cyclin A-CDK2 during S phase, CDKN1A/P21 might affect the E2F transcriptional program and DNA replication (Kent and Leone, 2019). Accordingly, most upregulated genes in *Pole4*^−/−^ *Trp53*^−/−^ as well as in *Pole4*^+/+^ *Trp53*^−/−^ MEFs are well-known E2F target genes, as visualized in the volcano plot and in a GSEA (gene set enrichment analysis) of E2F targets (Figures 3C, S3A, and S3B). 

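E2F targets were taken from a list of 200 genes written from memory of the hallmark set, all of which could be tested. For tests of a list as a whole, *Cdkn1a*, *Trp53* and *Pole4* were left out of it, so that the genes that define the comparisons do not count toward it; 197 genes were left here. Their median log2 fold change was 1.18 in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs (camera, adjusted p 1.46e-59 over 14 list tests), with 3 of 3 *Pole4*-/- *Trp53*-/- libraries above every *Pole4*-/- *Trp53*+/+ library. In *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ cells it was 0.44 (adjusted p 1.53e-25), with 2 of 3 *Pole4*+/+ *Trp53*-/- libraries above every *Pole4*+/+ *Trp53*+/+ library. The test used a preset correlation between genes of 0.01. Both calls hold under fry over the same 14 tests; over all 80 list tests that were run, fry's adjusted p in *Pole4*+/+ cells was 0.0509. With the correlation estimated from the data, neither call holds (adjusted p 0.124 and 0.243). The median in *Pole4*+/+ cells was 0.58 without the first and 0.30 without the third *Pole4*+/+ *Trp53*-/- library. The enrichment score of the list in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ cells was 0.785. Of the 3427 raised genes in *Pole4*-/- MEFs, 200 (5.84%) were on the E2F list or among the genes of Fig. 3D, which together hold 1.39% of the tested genes (two-sided Fisher's exact test, p 7.69e-111). In *Pole4*+/+ MEFs, 34 of 351 raised genes were (9.69%, p 2.72e-19). With 1 library left out, that share ran from 5.23% without the third to 12.3% without the first *Pole4*+/+ *Trp53*-/- library. Among genes raised by at least 1 on the log2 scale, the share was 14.4% in *Pole4*-/- and 0.855% in *Pole4*+/+ cells, the latter below the share among tested genes. The paper shows the genes of Fig. 3D as raised in these same libraries, so their part in these shares is not independent evidence. Fisher's test also treats genes as independent.

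**Figure D3:**
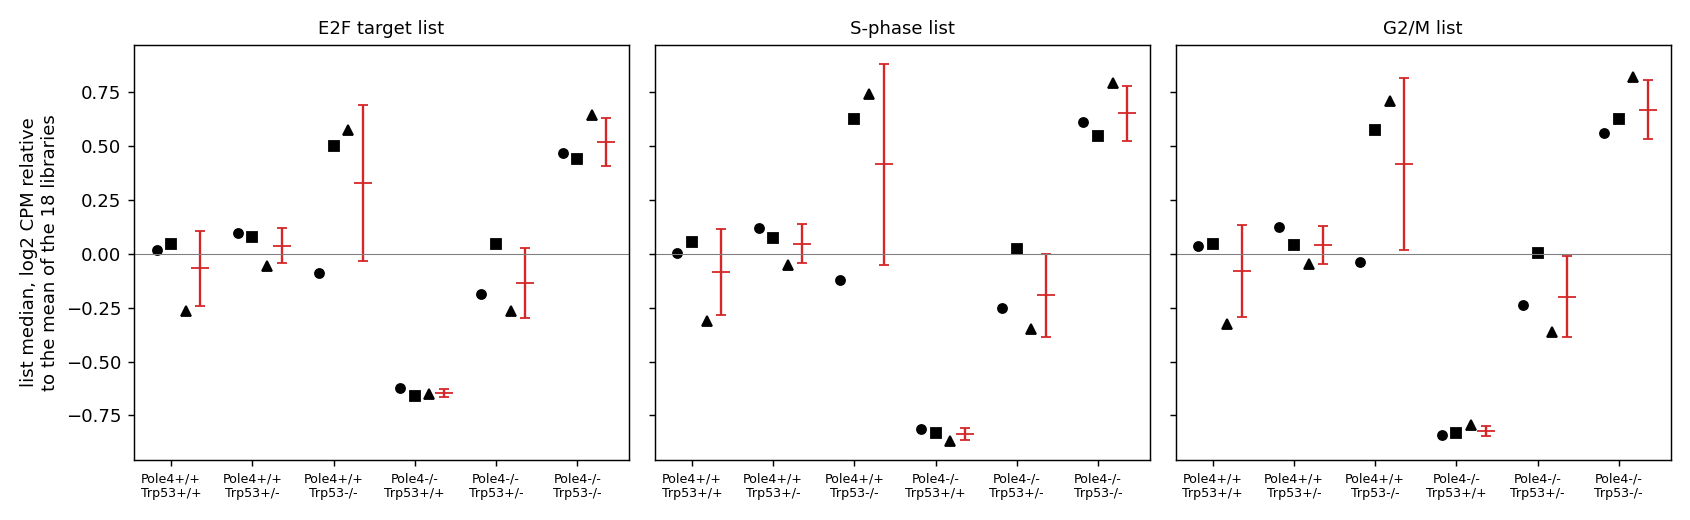
Median level of the E2F target, S-phase and G2/M lists in each library, on the log2 scale relative to the mean of all libraries. Each symbol is 1 replicate; the red bars give mean and SD.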

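Of the 32 genes listed in Fig. 3D, all were tested and 14 are also on the E2F list used here. The paper chose these 32 genes and shows them from the same libraries, so counts over them are not independent evidence. In *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs, 31 of the 32 were called higher; *Orc3* was not. Only 4 were called higher in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs: *Recql4*, *Cdc7*, *Prim1* and *Pola1*. At an unadjusted p under 0.05, 26 were higher in *Pole4*+/+ cells and 0 lower. Adjusted over the list alone, 31 were higher in *Pole4*-/- and 25 in *Pole4*+/+ cells. Their median log2 fold change was 1.52 in *Pole4*-/- and 0.56 in *Pole4*+/+ MEFs. The count in *Pole4*+/+ cells depends on the libraries used: it was 28 without the first *Pole4*+/+ *Trp53*-/- library and 1 without the third *Pole4*+/+ *Trp53*+/+ library. In *Pole4*-/- cells, it was 30 or 31 whichever library was left out.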

Importantly most of the genes upregulated in *Trp53*^−/−^ cells (previously annotated or not in the E2F signature) are involved in the control of DNA replication initiation (Figure 3D). Accordingly, both POLE1 and POLE3 subunits of Polε have been previously reported to be regulated by E2F-dependent promoters (Huang et al., 1999; Bolognese et al., 2006). Thus, increased expression levels of *Pole* are not a specific feature of *Trp53*-null cells and likely depend upon a common E2F signature downstream of deregulated *Cdkn1a/p21* levels. Accordingly, transient siRNA (small interfering RNA)-mediated knockdown of *Cdkn1a/p21* strongly increased POLE1 and POLE2 levels in both *Pole4*^+/+^ and *Pole4*^−/−^ cells (Figure S3C). Furthermore, a significant increase in POLE1 levels was also observed upon transient retroviral-mediated expression of E2F1 (Figure S3D).

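*Pole* (ENSMUSG00000007080, chromosome 5, positions 110286306 to 110337474) rose from 19.0 ± 1.46 CPM in *Pole4*-/- *Trp53*+/+ to 64.5 ± 7.39 CPM in *Pole4*-/- *Trp53*-/- MEFs, with a log2 fold change of 1.77 (SE 0.20, adjusted p 1.70e-05). All 3 *Pole4*-/- *Trp53*-/- libraries lay above all 3 *Pole4*-/- *Trp53*+/+ libraries. In *Pole4*+/+ MEFs it stood at 36.2 ± 6.09 CPM in *Trp53*+/+ and 56.5 ± 19.6 CPM in *Trp53*-/- cells, a log2 fold change of 0.63 (SE 0.19, adjusted p 0.0739) that was not called. The exact permutation p was 0.3, as 1 of the 3 *Pole4*+/+ *Trp53*-/- libraries lay among the *Pole4*+/+ *Trp53*+/+ ones. The change was called with DESeq2, with voom, and without the first *Pole4*+/+ *Trp53*-/- library (log2 fold change 0.83, adjusted p 0.00236). It was not called without any other single library, and the log2 fold change went down to 0.34 without the third *Pole4*+/+ *Trp53*-/- library.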

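The genes for cyclin A2 (*Ccna2*), cyclin E1 (*Ccne1*), cyclin E2 (*Ccne2*), *Cdk1*, *Cdk2* and *E2f1* were read out in both comparisons. *Ccna2* (chromosome 3, positions 36564865 to 36572150) rose from 52.0 ± 1.46 CPM in *Pole4*-/- *Trp53*+/+ to 193 ± 23.1 CPM in *Pole4*-/- *Trp53*-/- MEFs, with a log2 fold change of 1.89 (SE 0.22, adjusted p 1.68e-05). The log2 fold changes of *Cdk1* (1.64), *Ccne2* (1.43), *Cdk2* (0.90) and *Ccne1* (0.88) were also called in *Pole4*-/- cells, and for each of these genes the libraries of both genotypes did not overlap. *E2f1* was 0.23 higher (adjusted p 0.135) and not called, though it was called in 3 of 13 alternatives. In *Pole4*+/+ MEFs, *Ccna2* had a log2 fold change of 0.76 (SE 0.21, adjusted p 0.0481), a call that was lost in 6 of 13 alternatives and without any 1 of 5 of the 6 libraries. *Cdk1* (0.53), *Cdk2* (0.43), *E2f1* (0.33), *Ccne2* (0.28) and *Ccne1* (0.11) were not called there. Of 13 alternatives that kept all libraries, *Cdk2* was called in 4, and *Cdk1*, *E2f1* and *Ccne2* in 1 each. Without the first *Pole4*+/+ *Trp53*-/- library, *Cdk1*, *Cdk2* and *E2f1* were called. *Ccne1* went down to −0.21 without the third *Pole4*+/+ *Trp53*-/- library.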

All together, our data suggest that the absence of TRP53 leads to reduced basal expression levels of CDKN1A/P21 during an unperturbed S phase, which drives increased Cyclin-CDK activity and E2F-dependent expression of genes required for initiation of DNA replication.

### Loss of TRP53 leads to increased cell growth and reduced DNA damage in *Pole4*^−/−^ cells

To further understand the contribution of a loss of TRP53 and Polε instability to the phenotypes we observed in *Pole4*-null cells and mice, we proceeded to analyze growth rate and markers of DNA damage in *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in *Trp53*^+/+^, *Trp53*^+/−^, and *Trp53*^−/−^ backgrounds. *Pole4*^−/−^ primary cells grown in low oxygen concentrations showed reduced proliferation potential as shown by cumulative population-doubling analysis. This was particularly evident in the C57BL/6 background, in which the *Pole4*-null allele results in late embryonic lethality (Figure 4A and Bellelli et al., 2018a). Interestingly, in a heterozygous *Trp53* background, *Pole4*^−/−^ cells showed an increased replication potential compared with *Trp53* WT cells; however, the overall number of population doublings was still reduced compared with *Pole4*^+/+^ *Trp53*^+/−^ cells, which is suggestive of a partial rescue of proliferation rates (Figure 4A). These data are in accordance with the fact that *Pole4*^−/−^ *Trp53*^+/−^ mice show an intermediate phenotype in the C57BL/6 background (Bellelli et al., 2018a). In contrast, *Pole4*^−/−^ *Trp53*^−/−^ cells exhibited a strong proliferative growth and were indistinguishable from *Pole4*^+/+^ *Trp53*^−/−^ cells, which suggests a complete restoration of proliferation upon loss of both copies of *Trp53* (Figure 4A). In agreement with a CDKN1A/P21-dependent mechanism, transient siRNA-mediated knockdown of CDKN1A/P21 restored the proliferation rates of *Pole4*^−/−^ cells, as shown by population doubling accumulation (Figure S4A).

**Figure 4:**
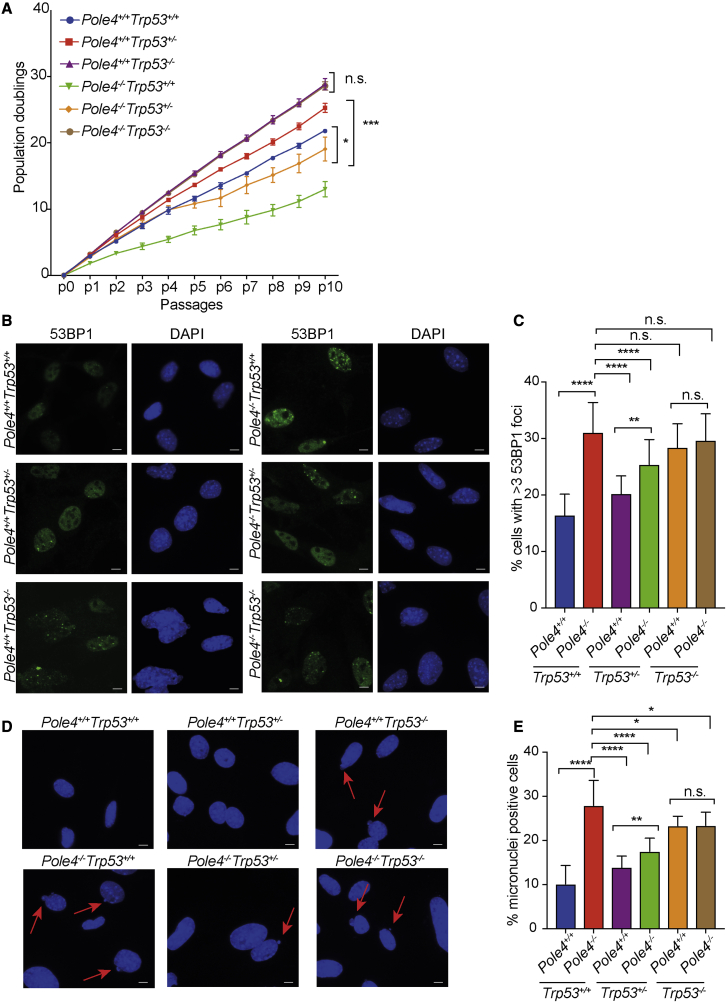
Loss of *Trp53* rescues growth rate and DNA damage accumulation in *Pole4*^−/−^ cells (A) Population doubling accumulation in primary MEFs from the indicated genotypes. Cells were cultured according to a standard 3T3 protocol; unpaired t test analysis: ^∗^p < 0.05; ^∗∗∗^p < 0.001; n.s., not significant. Results are reported as the mean ± SD of triplicate experiments. (B) Representative pictures from immunofluorescence staining for 53BP1 in primary MEFs of the indicated genotypes. (C) Bar graph showing the percentage of cells, in the indicated genotypes, with more than three 53BP1 foci; unpaired t test analysis: ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001. Results are reported as the mean ± SD of six different experiments (two different slides from three different biological replicates). (D) Representative pictures of micronuclei from cells of the indicated genotypes. (E) Bar graph showing the percentage of micronuclei-positive cells in the indicated genotypes; unpaired t test analysis: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001. Results are reported as the mean ± SD of six different experiments (two different slides from three different biological replicates). All scale bars represent 10 μm.

We initially hypothesized that a loss of TRP53 might rescue the phenotypical abnormalities of *Pole4*-null mice by allowing proliferation of genetically unstable cells (Bellelli et al., 2018a). However, the puzzling absence of increased tumorigenesis in *Pole4*^−/−^ *Trp53*^−/−^ mice remained unexplained. With this in mind, we stained primary MEFs in the different genetic backgrounds for markers of DNA damage, such as 53BP1, and analyzed the numbers of micronuclei per cell. In accordance with reduced growth rates being dependent on DNA damage accumulation, *Pole4*^−/−^ cells showed a strong increase in the percentage of 53BP1 and micronuclei-positive cells (Figures 4B, 4C, 4D, and 4E). Markers of DNA damage were reduced in a *Pole4*^−/−^ *Trp53*^+/−^ cells compared with *Pole4*^−/−^ *Trp53*^+/+^, but significantly increased compared with *Pole4*^+/+^ *Trp53*^+/−^ cells, again suggestive of a partial suppression of DNA damage and genome instability. In addition to this, while *Pole4*^+/+^ *Trp53*^−/−^ showed an increased accumulation of DNA damage compared with WT cells, as seen by both 53BP1 foci and micronuclei accumulation, this was not statistically different from *Pole4*^−/−^ *Trp53*^−/−^ (Figures 4B, 4C, 4D, and 4E).

Finally, to confirm that the phenotypic rescue observed in *Pole4*^−/−^ cells upon deletion of *Trp53* is caused by increased Polε levels, we infected primary MEFs with retroviral vectors expressing the catalytic subunit of Polε, POLE1 (Figure S4B). In accordance with this hypothesis, expression of POLE1 alone rescued the cellular proliferation of *Pole4*^−/−^ MEFs, as shown by population doubling accumulation (Figure S4C). Taken together, these data suggest that the loss of both copies of *Trp53* suppresses the accumulation of DNA damage caused by the absence of POLE4, thus rescuing the cellular proliferation of *Pole4*^−/−^ cells, in a Polε-level-dependent manner.

### DNA replication dynamics upon loss of POLE4 and TRP53

To understand the contribution of Polε instability and TRP53 to the control of origin activation and replication fork progression, we went on to investigate the dynamics of DNA replication in *Pole4*-proficient and -deficient cells, in the presence or absence of one or two copies of *Trp53*. We first analyzed the presence of asymmetric replication forks, as a marker of fork stalling events and replication stress (Técher et al., 2017). *Pole4*^−/−^ *Trp53*^+/+^ cells showed a remarkably high percentage of fork asymmetry (Figure 5A). Interestingly, *Pole4*^+/+^ *Trp53*^−/−^ cells also presented with increased fork asymmetry compared with WT cells, albeit to a lower extent than that observed in *Pole4*-deficient cells (Figure 5A). Strikingly, *Pole4*^−/−^ *Trp53*^−/−^ MEFs showed levels of fork asymmetry similar to those of *Pole4*^+/+^ *Trp53*^−/−^ cells, suggesting that the loss of TRP53 in a *Pole4*-null background is associated with a “relative” rescue of replication stress. We then analyzed the overall number of newly active replication origins. While *Pole4*-deficient cells showed a reduction in the number of replication initiation events, the percentage of newly activated replication forks was increased in both *Pole4*^+/+^ *Trp53*^−/−^ and *Pole4*^−/−^ *Trp53*^−/−^ cells compared with *Pole4*-proficient and -deficient cells in a *Trp53* WT background (Figures 5B and S5A). While pointing to increased origin activation in a *Trp53-null* genetic background, these data are consistent with a rescue of replication origin activation in *Pole4*^−/−^ cells upon loss of TRP53. Accordingly, *Pole4*^−/−^ *Trp53*^−/−^ and, to a larger extent, *Pole4*^+/+^ *Trp53*^−/−^ cells presented with reduced interorigin distances (Figure 5C). Moreover, and consistent with increased replication origin activation and replication factor consumption, both *Pole4*^+/+^ *Trp53*^−/−^ and *Pole4*^−/−^ *Trp53*^−/−^ MEFs showed reduced fork speed (Figure 5D). Finally, in agreement with a limiting role for POLE1 in origin activation, in *Pole4*^−/−^ cells, overexpression of POLE1 not only rescued cellular proliferation, but also rescued origin activation, as shown by the “normalization” of interorigin distance values (Figure S5B). Collectively these data suggest that loss of TRP53 increases origin activation and promotes a relative rescue of replication dynamics in *Pole4*^−/−^ cells.

**Figure 5:**
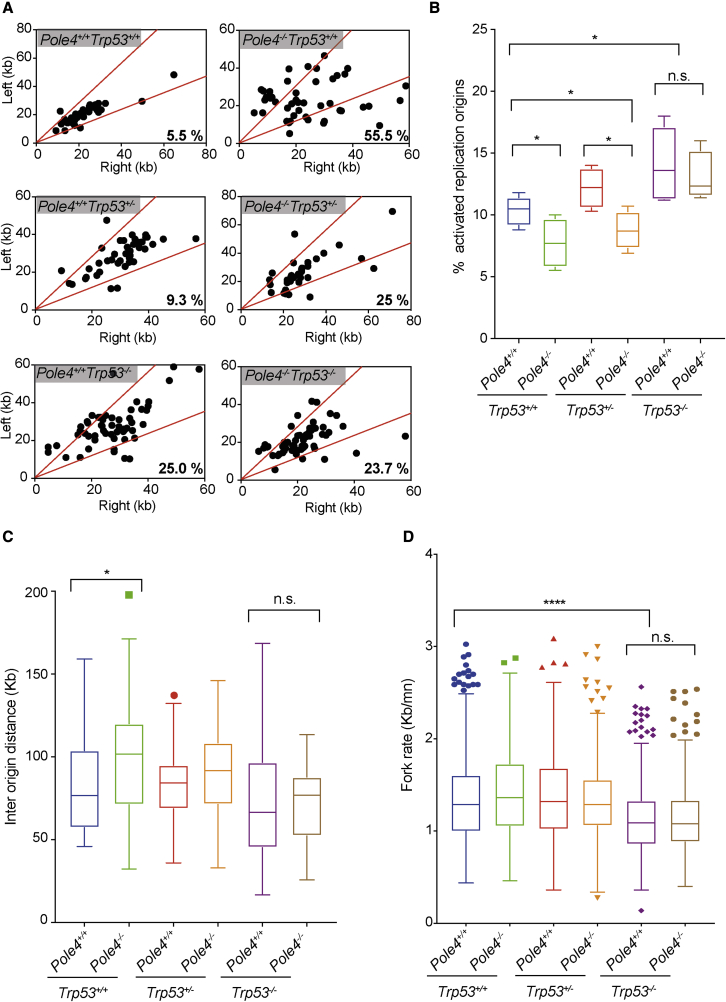
Analysis of replication fork dynamics in *Pole4*^+/+^ or ^−/−^ cells in a Trp53 WT, HET, or KO genetic background (A) Analysis of replication fork symmetry in *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in a *Trp53* WT, HET, or KO background, reported as left/right moving forks ratio. (B) Graph showing the percentage of newly activated replication forks in *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in a *Trp53* WT, HET, or KO genetic background; unpaired t test analysis: ^∗^p < 0.05; n.s., not significant. (C) Graph showing the mean interorigin distance in the described genetic backgrounds; unpaired t test analysis: ^∗^p < 0.05; n.s., not significant. (D) Graph showing replication fork elongation rate in *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in a *Trp53* WT, HET, or KO genetic background; unpaired t test analysis: ^∗∗∗∗^p < 0.0001; n.s., not significant. Fiber experiments were performed four times and results are reported as box-and-whiskers plots using the Tukey method.

### CDC7 inhibition rescues reduced fork speed in *Trp53*^−/−^ cells

We considered that the decreased fork speed and interorigin distance observed upon genetic ablation of *Trp53* might depend on a primary defect in replication fork progression or may represent a compensatory effect induced by excessive origin activation, similar to that observed upon oncogene activation *in vitro* (Técher et al., 2017). Previous work has shown that oncogene activation induces inappropriate origin activation, nucleotide depletion, and a compensatory decrease in fork speed (Bester et al., 2011). To distinguish between these possibilities, we transiently inhibited origin activation with a specific CDC7 inhibitor, PHA-767491, and analyzed fork speed under the previously described genetic conditions (Montagnoli et al., 2008). To this end, we treated *Pole4*^+/+^ and *Pole4*^−/−^ cells in a *Trp53*-proficient and -deficient background with 5 and 20 μM PHA-767491 for 4 h, and then labeled them with two consecutive pulses of CldU and IdU in the presence of the same drug concentration (Figure 6A). In accordance with previous data and PHA-767491 activity in our cells, CDC7 inhibition reduced phosphorylation of MCM2 on Ser53 in a *Trp53-* and *Pole4*-independent manner (Montagnoli et al., 2008; Figure 6B). We then analyzed fork speed under all the described genetic conditions and drug concentrations. As shown in Figure 6C, inhibition of CDC7 with 5 μM and, to a higher extent, 20 μM PHA-767491 caused a significative increase in fork speed in both *Trp53*-proficient and -deficient cells; thus, replication forks are capable of traveling fast in the absence of TRP53, consistent with origin activation being the principal step affected by TRP53 loss in the presence and absence of POLE4.

**Figure 6:**
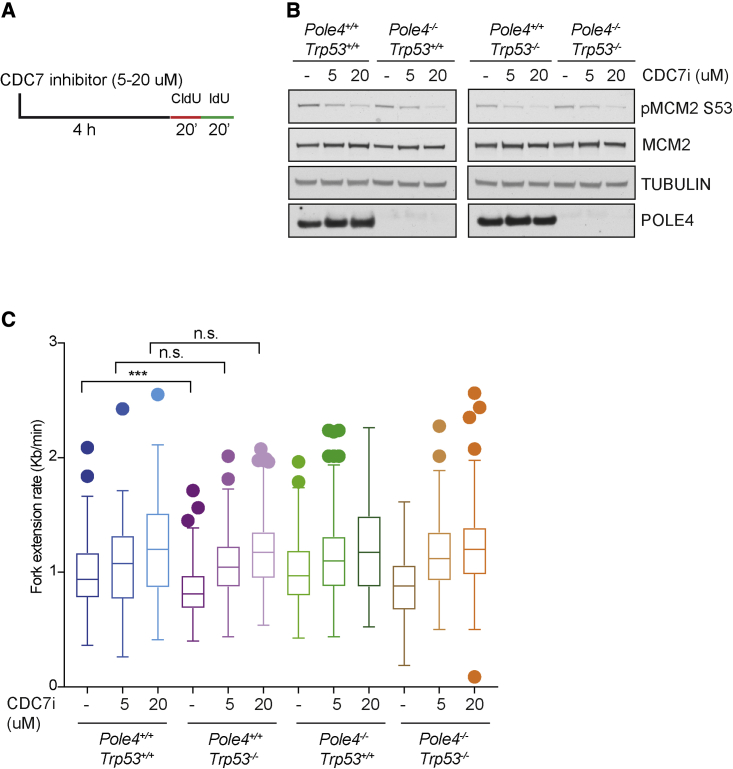
Analysis of replication fork dynamics upon CDC7 pharmacological inhibition (A) Scheme of the CDC7 inhibition and CldU/IdU labeling used for experiments shown in (B) and (C). (B) Western blot analysis of MCM2 phosphorylation levels on Ser53 in *Pole4*^+/+^ and MEFs, in a *Trp53* WT or KO background, treated with the indicated doses of the CDC7 inhibitor PHA-767491. (C) Graph showing replication fork elongation rates in *Pole4*^+/+^ and *Pole4*^−/−^ MEFs in a *Trp53* WT or KO genetic background upon treatment with the CDC7 inhibitor PHA-767491 at 5 or 20 μM; unpaired t test analysis: ^∗∗∗^p < 0.001; n.s., not significant. Fiber experiments were performed four times and results are reported as box-and-whisker plots using the Tukey method.

### Transient or genetic knockdown of *Cdkn1a/p21* reproduces replication dynamics of *Trp53*^−/−^ primary mouse cells

DNA fiber analysis in primary MEFs suggests that a loss of TRP53 might alter origin activation, secondarily causing dysfunctional genome-wide fork progression and genome instability. Our transcriptome analysis in *Trp53*^−/−^ cells points to the loss of *Cdkn1a/p21* expression as the strongest candidate to explain this phenomenon. Despite this, the loss of *Trp53* also causes a reduction in the levels of its negative regulator *Mdm2*, which has been identified as a potential modulator of DNA replication (Klusmann et al., 2016).

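Ordered by p, *Cdkn1a* stood 4th among all tested genes in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs and 6th in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs. In *Pole4*-/- cells, lower p were found for *Zmat3* (chromosome 3, positions 32334792 to 32366014; log2 fold change −2.18, adjusted p 9.76e-10), *Trp53* itself (−2.61) and *Eda2r* on chromosome X (positions 97333840 to 97377216; −6.90). In *Pole4*+/+ cells, *Trp53* (−3.08, adjusted p 3.46e-10), *Zmat3* (−1.96) and *Eda2r* (−6.10) also had the lowest p. *Dglucy* (chromosome 12, positions 100779057 to 100896981) had a log2 fold change of −5.28 in *Pole4*-/- and −4.39 in *Pole4*+/+ cells. Over the alternatives that kept all libraries, the place of *Cdkn1a* by p varied from 1st to 22nd in *Pole4*-/- and from 2nd to 13th in *Pole4*+/+ cells.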

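*Mdm2* (ENSMUSG00000020184, chromosome 10, positions 117688875 to 117710758) stood at 46.3 ± 1.82 CPM in *Pole4*-/- *Trp53*-/- and 152.9 ± 5.45 CPM in *Pole4*-/- *Trp53*+/+ MEFs, a log2 fold change of −1.72 (SE 0.11, adjusted p 7.86e-08). In *Pole4*+/+ MEFs it stood at 43.9 ± 6.55 CPM in *Trp53*-/- and 134 ± 12.1 CPM in *Trp53*+/+ cells, a log2 fold change of −1.62 (SE 0.11, adjusted p 2.04e-07). In both backgrounds, the 3 *Trp53*-/- libraries lay below the 3 *Trp53*+/+ libraries.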

To test the involvement of CDKN1A/P21 and MDM2 in this process, we initially transfected WT primary MEFs with siRNAs targeting *Cdkn1a/p21, Mdm2*, or a control sequence and monitored replication fork speed as a measure of replicative stress. Preliminarily, we were able to detect CDKN1A/P21 and MDM2 expression and their downregulation upon siRNA transfection in early passage (passage 1) primary MEFs, grown under low oxygen conditions (Figure S6A).

Strikingly, transient knockdown of *Cdkn1a/p21*, but not *Mdm2*, led to a strong decrease in fork speed, mimicking the phenotype observed in *Trp53*^−/−^ primary cells (Figure 7A). Similar results were obtained in primary MEFs harboring a genetic KO of *Cdkn1a/p21* (Figure 7B). Importantly, reduced fork speed was associated with increased fork asymmetry and shorter interorigin distances, suggestive of increased origin activation, upon both transient and stable genetic KO of *Cdkn1A/p21* (Figures 7C, 7D, and 7E).

**Figure 7:**
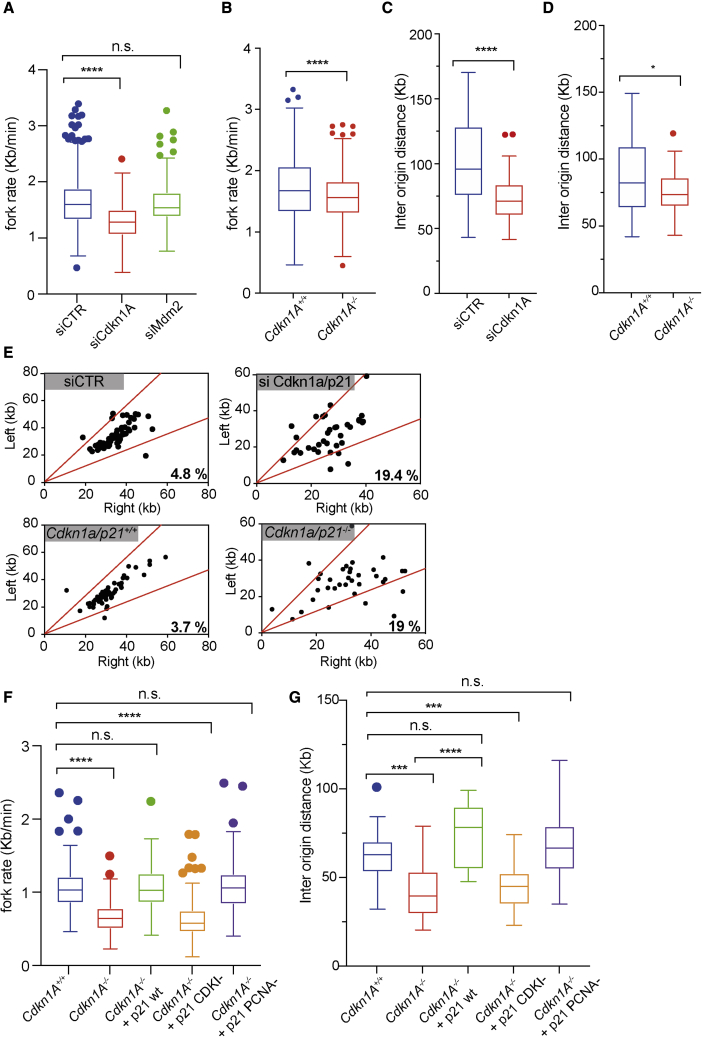
Analysis of replication fork dynamics upon loss of CDKN1A/P21 and its CDK inhibitory and PCNA binding domains (A) Graph showing replication fork elongation rates in primary MEFs transfected with siRNAs against *Cdkn1a/p21*, *Mdm2*, or control siRNA. (B) Graph showing replication fork elongation rates of primary MEFs from *Cdkn1a/p21*^+/+^ and *Cdkn1a/p21*^−/−^ mice. (C) Graph showing IOD (interorigin distance) values in primary MEFs transfected with siRNAs against *Cdkn1a/p21* or control siRNAs. (D) Graph showing IOD values in primary MEFs from *Cdkn1a/p21*^+/+^ or *Cdkn1a/p21*^−/−^ mice. (E) Analysis of replication fork symmetry in primary *Cdkn1a/p21*^+/+^ or *Cdkn1a/p21*^−/−^ MEFs or cells transfected with siRNAs against *Cdkn1a/p21* or control siRNA. Data are reported as left/right moving forks ratio. (F) Graphs showing replication fork elongation rates of primary *Cdkn1a/p21*^−/−^ MEFs infected with retroviruses expressing CDKN1A/P21 WT or mutants unable to inhibit CDKs (CDKI^−^) or bind PCNA (PCNA^−^). (G) Graph showing IOD values of primary MEFs infected with retroviruses expressing CDKN1A/P21 WT or mutants unable to inhibit CDKs (CDKI^−^) or bind PCNA (PCNA^−^); unpaired t test analysis: ^∗^p < 0.05; ^∗∗∗^p < 0.001; ^∗∗∗∗^p < 0.0001; n.s., not significant. Fiber experiments were performed four times and results are reported as box-and-whiskers plots using the Tukey method.

CDKN1A/P21 was initially discovered as a universal CDK inhibitor (Harper et al., 1993; Xiong et al., 1993). Subsequent studies identified a C-terminal PCNA-interacting protein domain (or PIP box) involved in DNA synthesis and repair transactions (Waga et al., 1994; Chen et al., 1995; for review see Cazzalini et al., 2010). To dissect the contributions of these separate activities, we infected primary *Cdkn1A/p21* KO MEFs with retroviral vectors expressing WT CDKN1A/P21 or mutants unable to bind or inhibit CDKs (CDKI^−^) or PCNA (PCNA^−^) (Figure S7B) (Cayrol et al., 1998; Abbas et al., 2008). Strikingly, expression of close to endogenous levels of CDKN1A/P21 WT, but not its CDKI^−^ mutant, rescued both fork speed and interorigin distance levels (Figures 7F and 7G). Importantly, similar to CDKN1A/P21 WT, complementation of *Cdkn1A/p21*-deficient cells with the PCNA binding mutant rescued both reduced fork speed and interorigin distance values (Figures 7F and 7G). Thus, loss of control of CDK activity during S phase is the primary mechanism that perturbs replication fork dynamics in primary mouse cells upon loss of CDKN1A/P21.

All together, our data strongly suggest that loss of the TRP53-CDKN1A/P21 axis disrupts the CDK-dependent control of origin activation, driving altered genome-wide fork progression in primary mammalian cells.

## Discussion

Here we show that Polε and TRP53 levels are crucial for the control of DNA replication origin activation and the maintenance of genome stability in mammals. Analysis of primary B cells revealed that lack of the POLE4 subunit of Polε impairs genome-wide activation of DNA replication origins due to destabilization and proteasome-dependent degradation of Polε, pointing to a hypomorphic mechanism. Unexpectedly, we found that loss of TRP53 in *Pole4*-deficient cells rescued replication origin activation and DNA damage accumulation by restoring Polε protein levels. Our data suggest that the TRP53-CDKN1A/P21 axis finely tunes replication factor levels and origin activation to ensure accurate and efficient genome duplication during the S phase of the cell cycle.

Disruption of *Pole4* in mice confers a Polε hypomorphic phenotype, which manifests as impaired replication origin activation *in vivo*. In budding yeast, Polε is required for GINS loading at replication origins and establishment of the CMG helicase; this is followed by recruitment of additional replication factors and origin firing (Bell and Labib, 2016). Our HU-EdU-seq, chromatin purification, and DNA fiber experiments clearly showed a reduction in origin activation in Polε hypomorphic cells. While we speculate that reduced levels of Polε might compromise formation of the CMG complex, it is possible that origin activation is affected at a later stage, such as activation of the helicase activity of the CMG. Consistent with a Polε hypomorphic mechanism, overexpression of POLE1, the catalytic subunit of Polε, rescued both origin activation and cellular proliferation in *Pole4*^−/−^ cells*.*

Importantly, this model recapitulates the recently described genetic conditions caused by mutations of *MCM4*, *GINS1*, and *POLE1/POLE2* in humans (Pachlopnik Schmid et al., 2012; Logan et al., 2018; Frugoni et al., 2016; Cottineau et al., 2017; Hughes et al., 2012; Gineau et al., 2012). Notably, patients with hypomorphic mutation of *POLE*, in FILS and IMAGe syndromes, and *POLE2* exhibit a characteristic reduction in the number of B lymphocytes and variable degrees of immunodeficiency (Pachlopnik Schmid et al., 2012; Logan et al., 2018; Frugoni et al., 2016). By performing HU-EdU-seq, we observed that *Pole4*-deficient lymphocytes presented inefficient replication origin activation, independent of their genomic location, pointing to impaired origin activation as the primary pathogenetic mechanism at the basis of these immunodeficiencies. Unbiased high-resolution mapping of origin activation suggests that limiting levels of pre-IC components stochastically affects replication origin activation in this group of genetic diseases. We speculate that the specific expression levels of pre-IC components and the requirement for an elevated number of activated replication origins may explain the developmental and specific immunological defects associated with defective CMG activation in human patients.

In budding yeast, and during the early embryonic divisions in *Xenopus*, four initiation factors, SLD2/RECQL4, SLD3/TRESLIN, DBF4, and DPB11/TOPBP1, are limiting for origin activation and the control of S-phase length (Mantiero et al., 2011; Collart et al., 2017). While this remains to be clarified in mammalian organisms, our data show that Polε can act as the limiting factor for origin activation under specific experimental conditions.

We previously reported that loss of TRP53 rescues the phenotypical abnormalities observed in *Pole4*-deficient mice (Bellelli et al., 2018a). We show here that deletion of TRP53 rescues proliferation and reduces DNA damage accumulation in *Pole4*^−/−^ cells, via an unanticipated increase in Polε subunit levels. Cycloheximide and MG132 experiments showed that loss of POLE4 leads to proteasome-dependent degradation of Polε in the soluble but not the chromatin fraction of *Pole4*^−/−^ cells. Hence, once engaged with the CMG, it is likely that Polε remains sufficiently stable on replicating DNA, even in the absence of its POLE4 subunit. 

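Among the genes for the smaller Polε subunits, *Pole2* (chromosome 12, positions 69201773 to 69228195) rose from 3.27 ± 0.457 CPM in *Pole4*-/- *Trp53*+/+ to 11.2 ± 0.887 CPM in *Pole4*-/- *Trp53*-/- MEFs (log2 fold change 1.79, SE 0.25, adjusted p 6.31e-05). *Pole3* (chromosome 4, positions 62522649 to 62525068) rose from 23.7 ± 1.19 to 37.3 ± 4.16 CPM (log2 fold change 0.66, SE 0.16, adjusted p 0.00357). Counts on the *Pole4* gene (chromosome 6, positions 82618992 to 82705365) did not differ detectably, with 11.5 ± 0.466 CPM in *Pole4*-/- *Trp53*-/- and 10.3 ± 0.986 CPM in *Pole4*-/- *Trp53*+/+ cells (adjusted p 0.598). In *Pole4*+/+ MEFs none of these 3 genes was called: the log2 fold change was 0.53 for *Pole2* (adjusted p 0.212), 0.37 for *Pole3* (adjusted p 0.191) and 0.13 for *Pole4* (adjusted p 0.788). *Pole2* and *Pole3* were called there with voom, and without the first *Pole4*+/+ *Trp53*-/- library (adjusted p 0.00794 and 0.0130). *Pole4* stood at 22.0 ± 6.76 CPM in *Pole4*+/+ *Trp53*-/- and 20.0 ± 3.41 CPM in *Pole4*+/+ *Trp53*+/+ cells. Its direction turned in 3 of the 6 fits that left out 1 library. The lowest log2 fold change, −0.04, was found without the third *Pole4*+/+ *Trp53*-/- library.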

Loss of TRP53 in *Pole4*-deficient cells had no impact on the half-life of Polε, but instead sustained increased transcription levels of Polε subunits as revealed by RNA expression analysis. In particular, RNA-seq analysis in *Pole4*^+/+^ *Trp53*^−/−^ and *Pole4*^−/−^ *Trp53*^−/−^ cells supports a model where, under unchallenged conditions, loss of TRP53 dysregulates CDKN1A/P21 expression, leading to uncontrolled Cyclin-CDK activity, enhanced E2F-dependent transcription, and inappropriate origin activation. This phenomenon might be particularly important at the G1/S transition and in early S phase, where highly transcribed regions of the genome have to be replicated. Accordingly, work from several laboratories have established an important role for regulated CDKN1A/P21 degradation at S-phase onset (Abbas et al., 2008; Coleman et al., 2015).

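Lists of S-phase genes (43, of which 20 are also E2F targets) and G2/M genes (54, of which 26 are) rose along with the E2F targets. In *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs, the median log2 fold change was 1.52 for the S-phase and 1.55 for the G2/M list, with 3 of 3 *Pole4*-/- *Trp53*-/- libraries above every *Pole4*-/- *Trp53*+/+ library in each. In *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs, the medians were 0.53 and 0.54, with 2 of 3 *Pole4*+/+ *Trp53*-/- libraries above. Individually, 51 of the 54 G2/M genes were called higher in *Pole4*-/- and 17 in *Pole4*+/+ cells. Adjusted over the list alone, 51 were higher in *Pole4*-/- and 44 in *Pole4*+/+ cells. The G2/M genes outside the E2F list, 28 in number, had a median of 1.54 in *Pole4*-/- and 0.53 in *Pole4*+/+ cells.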

P53 and P21 have been previously involved in several DNA metabolic transactions (for review see Sengupta and Harris, 2005; Cazzalini et al., 2010). Indeed, P53 can directly bind to RPA and RAD51 and suppress homologous recombination, while P21 can modulate translesional DNA synthesis by interacting with the polymerase processivity factor PCNA (Sengupta and Harris, 2005; Cazzalini et al., 2010). In addition to this, evidence has suggested a role for P53 and P21 in the control of replication origin activation or fork elongation in cancer cell lines. For instance, expression of P53 oncogenic variants has been recently reported to increase replication origin activation by controlling Cyclin A or CDC7 levels (Singh et al., 2017; Datta et al., 2017). Our findings in a genetic KO system clearly show that loss of TRP53 transcriptional activity itself promotes deregulated CDK activity and inappropriate origin activation. 

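Genes that fell further than *Cdkn1a* include some with few reads. In *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs, the lowest fitted log2 fold changes were those of *Ano3* (at least 241-fold lower), *1700007K13Rik* (at least 12.2-fold), *Klhdc7a* (at least 41.4-fold), *Wdr72* (at least 8.95-fold) and *Hp* (at least 6.81-fold), all at 3 counts or fewer in every *Pole4*-/- *Trp53*-/- library. *Ano3* (chromosome 2, positions 110655201 to 110950923) stood at 39.6 ± 3.51 CPM in *Pole4*-/- *Trp53*+/+ cells, *Hp* at 1.12 ± 0.578 CPM. In *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs, *Ano3* (at least 123-fold), *Gm13067* (at least 4.41-fold) and *Klhdc7a* (at least 8.65-fold) were at this floor. *Cd80* (chromosome 16, positions 38455561 to 38496335) fell from 8.93 ± 1.71 to 0.100 ± 0.113 CPM, a log2 fold change of −6.04 (adjusted p 1.87e-07). Over the alternatives that kept all libraries, the place of *Cdkn1a* among called genes by log2 fold change varied from 6th to 36th in *Pole4*-/- and from 7th to 15th in *Pole4*+/+ cells.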

Our transcriptome analysis pointed to *Cdkn1A/p21* as the gene by far more downregulated upon genetic deletion of *Trp53*. In addition to this, the fact that transient or stable KO of CDKN1A/P21 recapitulates the altered replication dynamics of *Trp53*-deficient cells strongly suggests that loss of CDKN1A/P21 plays a major role in this phenomenon. While we cannot exclude that the functions reported for P53 and P21 in replication fork repair and restart might play additional roles in specific genomic contexts and/or in the presence of replication stressing agents or oncogenic stimuli, the rescue of replication fork rates by chemical inhibition of CDC7 suggests a major contribution of dysregulated origin activation in primary mammalian cells (Klusmann et al., 2016; Mansilla et al., 2016; Yeo et al., 2016; Maya-Mendoza et al., 2018; Roy et al., 2018). In line with this hypothesis, expression of a mutant of CDKN1A/P21 unable to inhibit CDKs (Chen et al., 1995; Cayrol et al., 1998) failed to restore replication fork rates as well as interorigin distance in primary *Cdkn1A/p21* KO cells. In contrast, expression of the PCNA binding mutant of P21 restored normal replication dynamics, similar to the WT counterpart (Chen et al., 1995; Abbas et al., 2008). Consistent with this, previous work had suggested that disruption of the PCNA binding domain of P21 has no major effect on the S phase of the cell cycle even in human cancer cells, in contrast to its N-terminal CDK inhibitory one (Nakanishi et al., 1995; Ogryzko et al., 1997).

Both *Trp53* and *Cdkn1A/p21* primary KO cells showed prominent signs of fork asymmetry, indicating the occurrence of transient and/or permanent fork stalling events. While we cannot completely exclude other possibilities, we speculate that increased origin activation and the consequent consumption of nucleotides and replication factors might represent the main mechanism to explain this phenomenon, in line with what was reported upon oncogene overexpression *in vitro* (Bester et al., 2011; Macheret and Halazonetis, 2015; Técher et al., 2017).

Finally, increased replication origin activation upon loss of TRP53-CDKN1A/P21 represents a therapeutic vulnerability for cancer cells. For instance, chemical ATR inhibition dysregulates origin activation and is particularly effective upon loss of P53 (Toledo et al., 2011). Accordingly, loss of TRP53 results in embryonic lethality in an ATR hypomorphic mouse model (Murga et al., 2009), which suggests that combined dysregulation of replication origin activation might be particularly toxic in this context.

In conclusion, our work provides a mechanistic explanation for a group of human genetic diseases affecting CMG activation and also establishes dysfunctional replication origin activation as a prominent mechanism inducing genome instability upon loss of the TRP53 and CDKN1A/P21 tumor suppressors.

### Limitations of the study

This work has been performed in primary murine cells grown under low oxygen conditions. While we took advantage of clean genetic KO systems, we cannot exclude that the expression of mutant forms of p53 in cancer cells might compromise DNA replication in additional manners.

Our HU-EdU-seq experiments show a strong reduction of origin activation in Polε hypomorphic cells. This technique detects origin activation in large replication initiation zones, in cell populations. Thus, it is possible that differential effects on initiation at individual origins are not significantly detected.

Furthermore, while our data showed a reduction in origin activation in Polε hypomorphic cells, exactly which step of origin activation is affected remains to be identified. Indeed, while studies in budding yeast have shown that loss of Polε compromises CMG formation (Bell and Labib, 2016), we cannot exclude that in mammalian cells origin activation is affected at a later stage (e.g., at the CMG activation step). In addition to this, while Polε levels are clearly limiting for replication origin activation in Polε hypomorphic cells, whether Polε acts as a limiting factor for origin activation in primary WT cells remains to be investigated.

Finally, by using CSK-Triton extraction methods, we observed destabilization of Polε in the soluble but not the chromatin fraction of *Pole4*^−/−^ cells. Since the soluble fraction is constituted by both cytoplasm and nucleoplasm, we cannot completely exclude that, in the absence of POLE4, Polε is degraded in the nucleoplasm upon unstable binding to chromatin.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Goat Anti-Rat IgG (H + L) Antibody, Alexa Fluor 594 Conjugated	Thermo Fisher	Cat#A-11007; RRID: AB_141374
Rabbit Anti-Mouse IgG (H + L) Antibody, Alexa Fluor488 Conjugated	Thermo Fisher	Cat#A-11059; RRID: AB_142495
Goat Anti-Rabbit IgG (H + L) Antibody, Alexa Fluor488 Conjugated	Thermo Fisher	Cat#A-11034
Peroxidase-conjugated Goat anti-Mouse IgG (H+L)	Thermo Fisher Scientific	Cat#G-21040; RRID: AB_2536527
Peroxidase-conjugated Goat anti-Rabbit IgG (H+L)	Thermo Fisher Scientific	Cat#G-21234; RRID: AB_2536530
Rabbit polyclonal anti-53BP1	Novus Biologicals	Cat#NB100-304; RRID: AB_10003037
Rabbit polyclonal anti-POLE4	This study	N/A
Mouse Monoclonal Anti-POLE2	Abcam	Cat#ab57298; RRID: AB_2166739
Rabbit polyclonal Anti POLE	Genetex	Cat#GTX132100
Rabbit polyclonal anti-POLD1	Bethyl	Cat#A304-007A; RRID: AB_2620355
Mouse monoclonal anti-MCM2	BD Biosciences	Cat#610701; RRID: AB_398024
Mouse monoclonal anti-Histone H1	Millipore	Cat#05-457
Rabbit polyclonal anti Mcm2 pS53	abcam	abcam Cat#ab109133
Mouse Monoclonal anti-PCNA	Santa Cruz Biotechnology	Cat# sc-56; RRID: AB_628110
Mouse Monoclonal anti-p21	BD Biosciences	Cat#556430
Mouse Monoclonal anti-Tubulin	Sigma-Aldrich	Cat#T6074; RRID: AB_477582
Rat monoclonal anti-BrdU	AbD Serotec	Cat#OBT0030
Mouse monoclonal anti-BrdU	Becton Dickinson	Cat#347580
Mouse Anti-Lamin A/C	Santa Cruz Biotechnology	Cat# sc-376248
Mouse Anti E2F1	Santa Cruz Biotechnology	Cat# sc-251

**Chemicals, peptides, and recombinant proteins**		

PhosSTOP phosphatase inhibitor cocktail	Roche	Cat#PHOSS-RO
EDTA-free Complete protease inhibitor cocktail	Roche	Cat#COEDTAF-RO
CldU	Sigma-Aldrich	Cat#C6891
EdU	Thermo Fisher Scientific	Cat#A10044
Biotin-Azide	Thermo Fisher Scientific	Cat#B10184
CuSO4	SIGMA	Cat#PHR1477
Sodium L-Ascorbate	SIGMA	Cat#A7631
Benzonase	Novagen	Cat#71206-3
DAPI	SIGMA	Cat#10236276001
Hydroxyurea	SIGMA	Cat#H8627
T4 Polynucleotide Kinase	(NEB)	Cat#M0201
T4 DNA polymerase (NEB)	NEB	Cat#M0203
Klenow fragment exo-	NEB	Cat#M0212
NEBNext dA-Tailing reaction buffer	(NEB)	Cat#B6059
KAPA HiFi HotStart ReadyMix (2X)	KAPA Biosystems	Cat# KK2600
MyOne Streptavidin C1 Beads	ThermoFisher	Cat #650-01
Quick Ligase	NEB	Cat #M2200L
Anti-CD43 (Ly-48) MicroBeads	Miltenyi Biotech	Cat# 130-049-80

**Critical commercial assays**		

Lipofectamine RNAiMAX	Thermo Fisher	Cat#13778150
QIAprep Spin Miniprep Kit	QIAGEN	Cat#27106
RNeasy Mini Kit	QIAGEN	Cat#74106
KAPA Library Quantification Kit	Kapa Biosystems	Cat# KK4824
QIA-quick Gel Extraction Kit	QIAGEN	Cat#28706
Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit	Invitrogen	Cat# C10424
Q5® Site-Directed Mutagenesis Kit	New England Biolabs	E0554S

**Deposited data**		

RNA-Seq dataset	This paper	GSE200475
HU-EdU-Seq datasets	This paper	GSE200331

**Experimental models: Cell lines**		

Mouse Embryonic Fibroblasts *Pole4*^*+/+*^*Trp53*^*+/+*^	This study	N/A
Mouse Embryonic Fibroblasts *Pole4*^*+/+*^*Trp53*^*+/-*^	This study	N/A
Mouse Embryonic Fibroblasts *Pole4*^*+/+*^*Trp53*^*-/-*^	This study	N/A
Mouse Embryonic Fibroblasts *Pole4*^*-/-*^*Trp53*^*+/+*^	This study	N/A
Mouse Embryonic Fibroblasts *Pole4*^*-/-*^*Trp53*^*+/-*^	This study	N/A
Mouse Embryonic Fibroblasts *Pole4*^*-/-*^*Trp53*^*-/-*^	This study	N/A
Mouse Embryonic Fibroblasts *Cdkn1a*^*+/+*^	Jackson Laboratory	Cat#016565
Mouse Embryonic Fibroblasts *Cdkn1a*^*-/-*^	Jackson Laboratory	Cat#016565

**Experimental models: Organisms/strains**		

*Pole4*^*tm1(KOMP)Vlcg*^	Bellelli et al. (2018a)	N/A
*Trp53*^*tm1Brd*^	Donehower et al. (1992)	N/A

**Oligonucleotides**		

ON-TARGETplus Non-targeting Control Pool	Dharmacon	Cat#D-001810-10
ON-TARGETplus Mouse Cdkn1a siRNA	Dharmacon	Cat#L-058636-00-0005
ON-TARGETplus Mouse Mdm2 siRNA	Dharmacon	Cat#L-041098-00-0005

**Software and algorithms**		

Adobe Photoshop CC	Adobe	http://www.adobe.com/es/products/photoshop.html
ImageJ	NIH	https://imagej.nih.gov/ij/
Volocity 6.3	PerkinElmer	http://cellularimaging.perkinelmer.com/downloads/detail.php?id=14
GraphPad Prism 7	GraphPad	https://www.graphpad.com/
R	R core team	https://www.r-project.org/
FlowJo (10.1)	FlowJo	https://www.flowjo.com/solutions/flowjo/
FastQC	Babraham Bioinformatics	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
DESeq2	Love et al. (2014)	http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html
RSEM	Li and Dewey (2011)	http://deweylab.biostat.wisc.edu/rsem
Trim Galore!	Babraham Bioinformatics	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/

### Resource availability

#### Lead contact

Further information and requests for reagents should be directed to and will be fulfilled by the Lead Contact, Roberto Bellelli ().

#### Materials availability

Mouse cell lines generated in this study are available upon request to the Lead Contact, Roberto Bellelli ().

### Experimental model and subject details

#### Mouse strains and cell lines

Mouse strains and cell lines used in the study are listed in key resource table. Mouse Embryonic Fibroblasts were produced at embryonic day 13.5 from timed breeding between 8-12 weeks old *Pole4*^*+/−-*^ *Trp53*^*+/-*^ males and females mice in C57BL/6 background. All animal experimentations were undertaken in compliance with UK Home Office legislation (project license number 70/8527) under the Animals (Scientific Procedures) Act 1986. Primary *Pole4*^*+/+*^ and *Pole4*^*-/-*^ MEFs in a *Trp53*^*+/+ , +/-*^ *and* ^*-/-*^ background were cultured at 37°C/ 5% CO_2_/ 5% O_2_ in Dulbecco's modified Eagle's medium (DMEM) (Invitrogen) supplemented with 15% fetal bovine serum (FBS) (Sigma) and 1% penicillin-streptomycin (Invitrogen). Primary splenocytes from 6-12 week old *Pole4*^*+/+*^ and *Pole4*^*-/-*^ sex-matched male and female mice were purified as previously described (18). Resting B cells were isolated from wild-type and *Pole4* KO mouse spleens with anti-CD43 MicroBeads (Miltenyi Biotech) and cultured in RPMI with 10% FBS. *Cdkn1a*^+/+^ and ^-/-^ primary MEFs were kindly provided by Valery krizhanovsky, Weizmann Institute of Science, Israel.

### Method details

#### Mouse embryonic fibroblasts (MEFs) isolation and culture

*Pole4*^*+/-*^*Trp53*^*+/-*^ male and female mice in C57BL/6 background were mated. Pregnant females at 13.5 days gestation were subjected to euthanasia under anaesthesia, followed by uterine dissection to isolate individual embryos. Each embryo was washed in PBS followed by removal of head (used for genotyping) and internal organs (heart and liver). The embryo body was minced with sterile razor blades and incubated in trypsin at 37°C for 20 min, followed by gentle pipetting of the trypsin digest. Cell suspension was pelleted, resuspended and plated in 10 cm dishes (now considered passage 0) in DMEM (Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 15% FBS (SIGMA) and 50μg/mL penicillin-streptomycin, 2mM L-glutamine. Once subconfluent, a standard 3T3 protocol was followed: every 3 days cells were trypsinized, counted using cellometer Auto 2000 (Nexcelom Bioscience) to determine the number of Population doublings (PD) and then replated at a fixed density (8x10^5^ cells per 100-mm dish). The accumulation of population doubling level (PDL) was calculated using the formula ΔPDL = log(nh/ni)/log2, where ni is the initial number of cells and nh is the cell number at each passage.

#### Nascent DNA sequencing (HU-EdU-seq)

Nascent DNA sequencing (HU-EdU-Seq) was essentially performed as described in Tubbs et al. (2018). Briefly, resting B cells from *Pole4*^*+/+*^ and ^-/-^ spleens were activated with LPS (25 mg/mL; Sigma), IL-4 (5 ng/mL; Sigma) and RP105 (0.5 mg/mL; Sigma) and incubated with 20 μM EdU for 28 h in the presence of 10 mM hydroxyurea (HU). Pelleted cells were fixed in 90% methanol for 15 min on ice, washed with PBS, permeabilized with 0.2% Triton X-100, for 10 min on ice, and processed for Click-IT biotin-labeling in 10 μM Biotin Azide (ThermoFisher), 200 μM CuSO4 (Sigma), and 10 mM sodium ascorbate (Sigma), for 2 h, at R.T. in the dark. DNA was then recovered using Phenol:Chloroform:Isoamyl Alcohol (25:24:1, v/v) (Invitrogen), according to manufacturer’s instructions and sheared to 150-200 bp fragments using the Covaris S220 sonicator. Biotin-EdU labeled DNA fragments were purified using MyOne Streptavidin C1 Beads. Beads were washed in 1x Binding and Wash Buffer (1xBWB) (10 mM Tris-HCl pH8.0, 1 mM EDTA, 1 M NaCl, 0.1% Tween 20) and recovered using a DynaMag-2 magnetic separator (12321D, Invitrogen). Washed beads were resuspended in 130 μL 2xBWB (10 mM Tris-HCl pH8.0, 2 mM EDTA, 2 M NaCl) combined with the 130 μL of sonicated DNA and incubated at 24°C for 30 min in a ThermoMixer C at 400 rpm. Bead bound biotinylated DNA was then washed in 1xBWB, EB buffer, T4 ligase reaction buffer (NEB) and finally resuspended in 50 μL of end-repair reaction mix (0.4 mM of dNTPs, 2.7 U of T4 DNA polymerase (NEB), 9 U of T4 Polynucleotide Kinase (NEB) and 1 U of Klenow fragment (NEB)) and incubated at 24°C for 30 min in a ThermoMixer C at 400 rpm. Separated beads were washed again with 1xBWB, EB buffer and NEBNext dA-Tailing reaction buffer (NEB) and finally resuspended in 50 μL of A-tailing reaction with NEBNext dA-Tailing reaction buffer (NEB) and 20 U of Klenow fragment exo- (NEB) and incubated at 37°C for 30 min in a ThermoMixer C at 400 rpm. The supernatant was removed using a magnetic separator, beads were washed with NEBuffer 2, resuspended in 115 μL of Ligation reaction with Quick Ligase buffer (NEB), 6,000 U of Quick Ligase (NEB) and 5 nM annealed adaptor (Truseq truncated adaptor) and incubated at 25°C for 30 min in a ThermoMixer C at 400 rpm. Ligation was stopped by adding 50 mM of EDTA, and beads were washed with 1xBWB and EB. PCR amplification was performed in 50 μL reaction with 10 mM primers 5′-CAAGCAGAAGACGGCATACGAGATXXXXXXGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC∗T-3′ and 5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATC∗T-3′, and 2X Kapa HiFi HotStart Ready mix (Kapa Biosciences) where ∗ represents a phosphothioratebond and NNNNNN a Truseq index sequence. PCR reactions were cleaned with AMPure XP beads, and 200-500 bp fragments were isolated on 2% agarose gel. Libraries were purified using QIA-quick Gel Extraction Kit (QIAGEN) and concentration was determined with KAPA Library Quantification Kit for Illumina Platforms (Kapa Biosystems). Sequencing was finally performed on the Illumina NextSeq 550 (75bp single end reads).

#### Western blot analysis of mouse tissues and cells

Mouse testis were snap-frozen in liquid nitrogen and subsequently lysed in RIPA buffer (150 mM NaCl, 100 mM Tri pH 7.5, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycolate) containing protease and phosphatase inhibitors (ROCHE) using the precellys 24 tissue disruptor (Berlin technologies). Similarly, primary fibroblasts from *Pole4*^*+/+*^ and *Pole4*^*-/-*^ embryos (MEFs) in a *Trp53*^*+/+*^, ^*+/-*^ or ^*-/-*^ background were lysed in RIPA containing protease and phosphatase inhibitors. Lysates were clarified by centrifugation (12.300 rpm 30 min at 4°C) and protein concentration was estimated by BRADFORD assay (SIGMA). Equal amounts of proteins were loaded on NuPAGE 4-12% Bis-Tris gels and transferred onto nitrocellulose membrane (Amersham). Membranes were blocked in 5% milk in PBST (PBS-Tween 0.1%) and incubated with primary antibodies and HRP-conjugated secondary antibodies.

#### Cycloheximide chase and treatment with MG-132

Primary MEFs were seeded in 6 cm dishes, grown to 70-80% confluency and then treated with 50 μg/mL cycloheximide (Sigma) in the presence or not of 20 μM MG-132 (Sigma) for the indicated time points. Cells were then lysed in RIPA buffer or chromatin was isolated using CSK-Triton extraction as described.

#### siRNA transfection

Passage 1 primary MEFs were grown to 40-50 % confluency and transfected with 20 μM siRNAs against mouse *Cdkn1a, Mdm2* or a negative control (ON TARGETplus SMARTpool, Dharmacon) using Lipofectamine RNAiMAX (Thermo Fisher) according to manufacturer instructions. siRNAs and Lipofectamine were initially diluted in Opti-MEM Medium and mixed after 5 min incubation. After an additional 15 min, the transfection mix was directly added to the cells. 48 h later, cells were lysed for Western blot or incubated with CldU and IdU for fiber stretching assay.

#### Chromatin fractionation

Chromatin fractionation experiments were performed as described in Bellelli et al., 2018a). Briefly, primary MEFs in mid-esponential phase of growth were washed once in ice-cold 1X phosphate-buffered saline (PBS) and lysed in ice-cold CSK (10 mM PIPES, pH 6.8, 100mM NaCl, 300 mM sucrose, 1mM MgCl2, 1 mM EGTA, 1mM DTT) buffer containing 0.5% Triton X-100 (Pierce Biotechnology) and protease and phosphatase inhibitors (ROCHE) for 10 min on ice. Chromatin-bound and un-bound proteins were separated by low speed centrifugation (3,000 rpm, 3 min at 4°C). The pellett (chromatin fraction) was washed once in CSK 0.5% Triton and resuspended in Laemmli buffer 1X. Total fraction was obtained by direct cell lysis in 1X Laemmli buffer. For each fraction, protein amounts deriving from comparable number of cells were analyzsed by SDS-PAGE and Western blotting.

#### Immunofluorescence staining

For indirect immunofluorescence staining, cells were seeded on coverslips and fixed in 4% paraformaldehyde. After permeabilization with 0.5% Triton X-100 (5 min on ice), coverslips were blocked in 1% BSA/PBS and incubated with anti-53BP1 (Novus Biologicals, NB100-304) primary antibody in 0.5% BSA/PBS for 1h at room temperature. Coverslips were then washed 3 times in PBS and incubated with Alexa Fluor 488 goat anti-rabbit antibodies (Invitrogen) for 45 min at room temperature. After DAPI counterstaining, coverslips were mounted in Glycerol/PBS (1:1) and observed with Axio Imager.M2 (ZEISS) using the Volocity 6.3 software.

#### Retroviral transduction of primary MEFs

Retroviral particles were generated by transient transfection of Phoenix ECO with: pBABE PURO and pBABE PURO CDKN1A/P21 WT, CDK- and PCNA- mutants; pBABE BLAST and pBABE E2F1 BLAST; pDEST-LTR-FLAG-HA and pDEST-LTR- FLAG-HA-POLE1. Sovranatants were harvested 48 and 72 h after transfection, spinned down, filtered and used to infect passage 1 primary MEFs in a 1:1 ratio with fresh media and in the presence of 8μg/mL polybrene. After 48 h infected cells were selected with puromycin (2 μg/mL) for 48 h or Blasticidin (5 μg/mL) for 4-5 days.

#### Generation of pBABE Cdkn1A/p21 mutants

pBABE PURO Cdkn1A/p21 was obtained by Addgene (cat#78783). Mutations in the PCNA and CDK interation domains (Cayrol et al., 1998; Abbas et al., 2008) were generated using the Q5® Site-Directed Mutagenesis Kit (New England Biolabs, E0554S) according to manufacturer’s instruction and verified by sequencing.

#### Cell cycle analysis

Cell cycle analysis was performed in passage 2 primary MEFs. Briefly, cells were harvested and fixed in 70% ice-cold methanol. After washing in PBS 1X, cells were resuspended in a buffer containing 0.1% NP40, 50 mg/mL propidium iodide (PI) and 100 mg/mL RNase A for at least 30 min in the dark. Data were collected with a BD LSR Fortessa and analysed using FlowJo V.10 software.

#### Fiber stretching assay

DNA fiber assay was essentially performed as described in Bellelli et al., 2018a). Briefly, MEFs of the indicated genotypes were pulse labelled with 20 μM CldU for 20 min and subsequently pulse labelled with 200 μM IdU for 20 min. Cells were trypsinized, washed in PBS, counted and resuspended at a concentration of 5 × 10^5^ in PBS. 2.5 μL of cell suspension were spotted on clean glass slides and lysed with 7.5 μL of 0.5% SDS in 200 mM Tris-HCL, pH 7.4, 50 mM EDTA (10 min, R.T.). Slides were tilted (15° to horizontal), allowing a stream of DNA to run slowly down the slide, air dried and then fixed in methanol/acetic acid (3:1) for 15 min at R.T. Acid-treated slides (45 min R.T.) were blocked in 1% BSA/PBS for 45 min at R.T. and incubated with rat anti-BrdU monoclonal antibody (1:1,000 over night; AbD Serotec) and mouse anti-BrdU monoclonal antibody (1:500 1h R.T.; Becton Dickinson). After 3 washes in PBS, slides were incubated with a mixture of Alexa Fluor 488 rabbit anti-mouse and Alexa Fluor 594 goat anti-rat antibodies (1:500 R.T.; Invitrogen) for 45 min at room temperature and mounted in PBS/Glycerol 1:1. Fibers were then examined using Axio Imager.M2 (ZEISS) with 60x oil immersion objective and the Volocity 6.3 software. For quantification at least 500 replication structures were counted per experiment.

#### RNA extraction and bulk RNA-Seq

RNA extraction from mouse embryonic fibroblasts was performed using the RNeasy Kit (Quiagen) according to manufacturer instructions. Sequencing was performed on a Illumina HiSeq 4,000 machine. The ‘Trim Galore!’ utility version 0.4.2 was used to remove sequencing adaptors and to quality trim individual reads with the q-parameter set to 20 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Sequencing reads were then aligned to the mouse genome and transcriptome (Ensembl GRCm38 release-89) using RSEM version 1.3.0 (Li and Dewey, 2011) in conjunction with the STAR aligner version 2.5.2 (Dobin et al., 2012). Sequencing quality of individual samples was assessed using FASTQC version 0.11.5 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and RNA-SeQC version 1.1.8 (DeLuca et al., 2012). Differential gene expression was determined using the R-bioconductor package DESeq2 version 1.24.0 (Love et al., 2014; R Development Core Team, 2008). Gene set enrichment analysis (GSEA) was conducted as described in Subramanian et al. (2005).

### Quantification and statistical analysis

Statistics, including statistical tests used, number of events quantified, standard deviation, standard error of the mean, and statistical significance are reported in the figures and in the figure legends. Statistical analysis has been performed using GraphPad Prism7 software (GraphPad) and statistical significance is determined by the value of p < 0.05.

## Data Availability

• The accession numbers for the datasets reported in this paper are GSE200331 for the HU-EdU-Seq and GSE200475 for the RNA-Seq. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the Lead Contact upon request.

# Supplementary material for: Disrupted control of origin activation compromises genome integrity upon destabilization of Polε and dysfunction of the TRP53-CDKN1A/P21 axis
**Source:** Cell Rep. 2022 May 31;39(9):110871. doi: 10.1016/j.celrep.2022.110871
**Supplement:** Document S1. Figures S1–S6

**Supplemental information**

**Disrupted control of origin activation compromises  
genome integrity upon destabilization of Pol $\epsilon$   
and dysfunction of the TRP53-CDKN1A/P21 axis**

**Valerie Borel, Stefan Boeing, Niek Van Wietmarschen, Sriram Sridharan, Bethany Rebekah Hill, Luigi Ombrato, Jimena Perez-Lloret, Deb Jackson, Robert Goldstone, Simon J. Boulton, Andre Nussenzweig, and Roberto Bellelli**

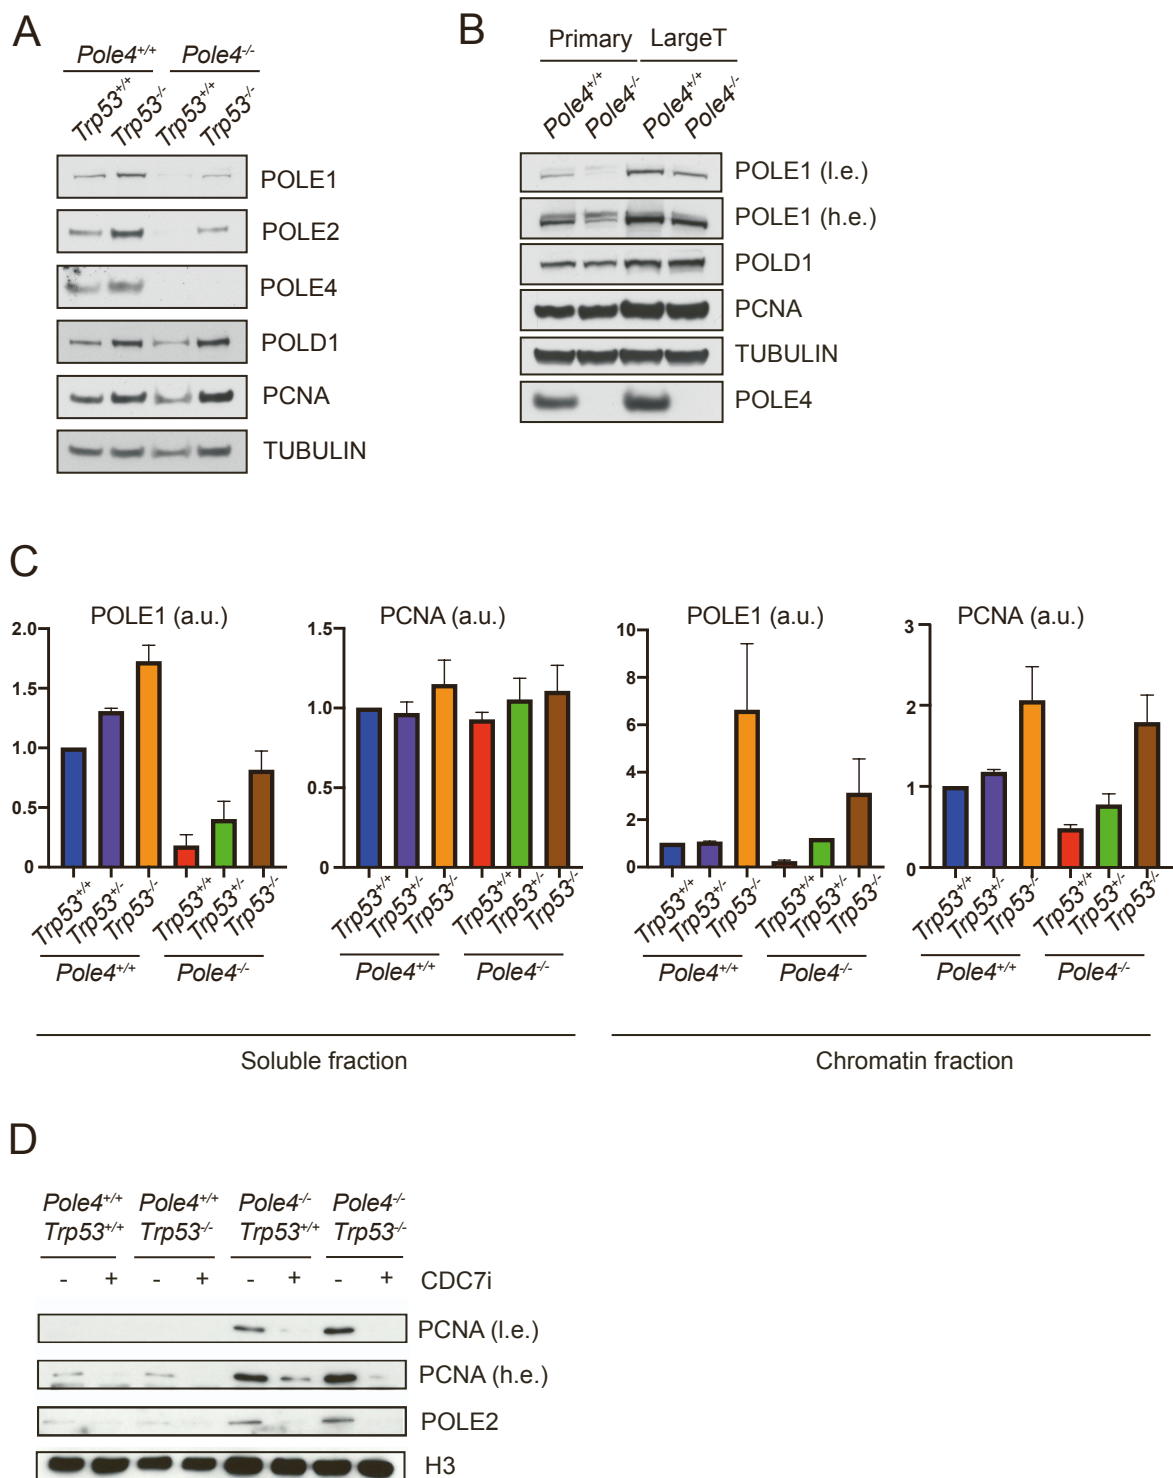

Figure S1

**Figure S1 (related to Figure 2). Depletion of TRP53 rescues Polε subunits levels on total and chromatin fractions of *Pole4*<sup>-/-</sup> cells.** (A) Western blot analysis of Polε subunits and replisome components from total extracts of *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs in a *Trp53* WT or KO background. Tubulin was used for normalization. (B) Western blot analysis of Polε subunits and replisome components from total extracts of *Pole4*<sup>+/+</sup> and <sup>-/-</sup> primary or Large T-immortalized MEFs. Tubulin was used for normalization. (C) Bar graphs showing relative intensity values of POLE1 and PCNA western blots from soluble and chromatin extracts of the described MEFs genotype. Results were normalized to *Pole4*<sup>+/+</sup> *Trp53*<sup>+/+</sup> MEFs and are reported as mean +/- SD of triplicate experiments. (D) Western blot analysis of POLE2 and PCNA levels from chromatin extracts of *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs in a *Trp53* WT or KO background treated or not with 5 μM CDC7i. Histone H3 was used for normalization.

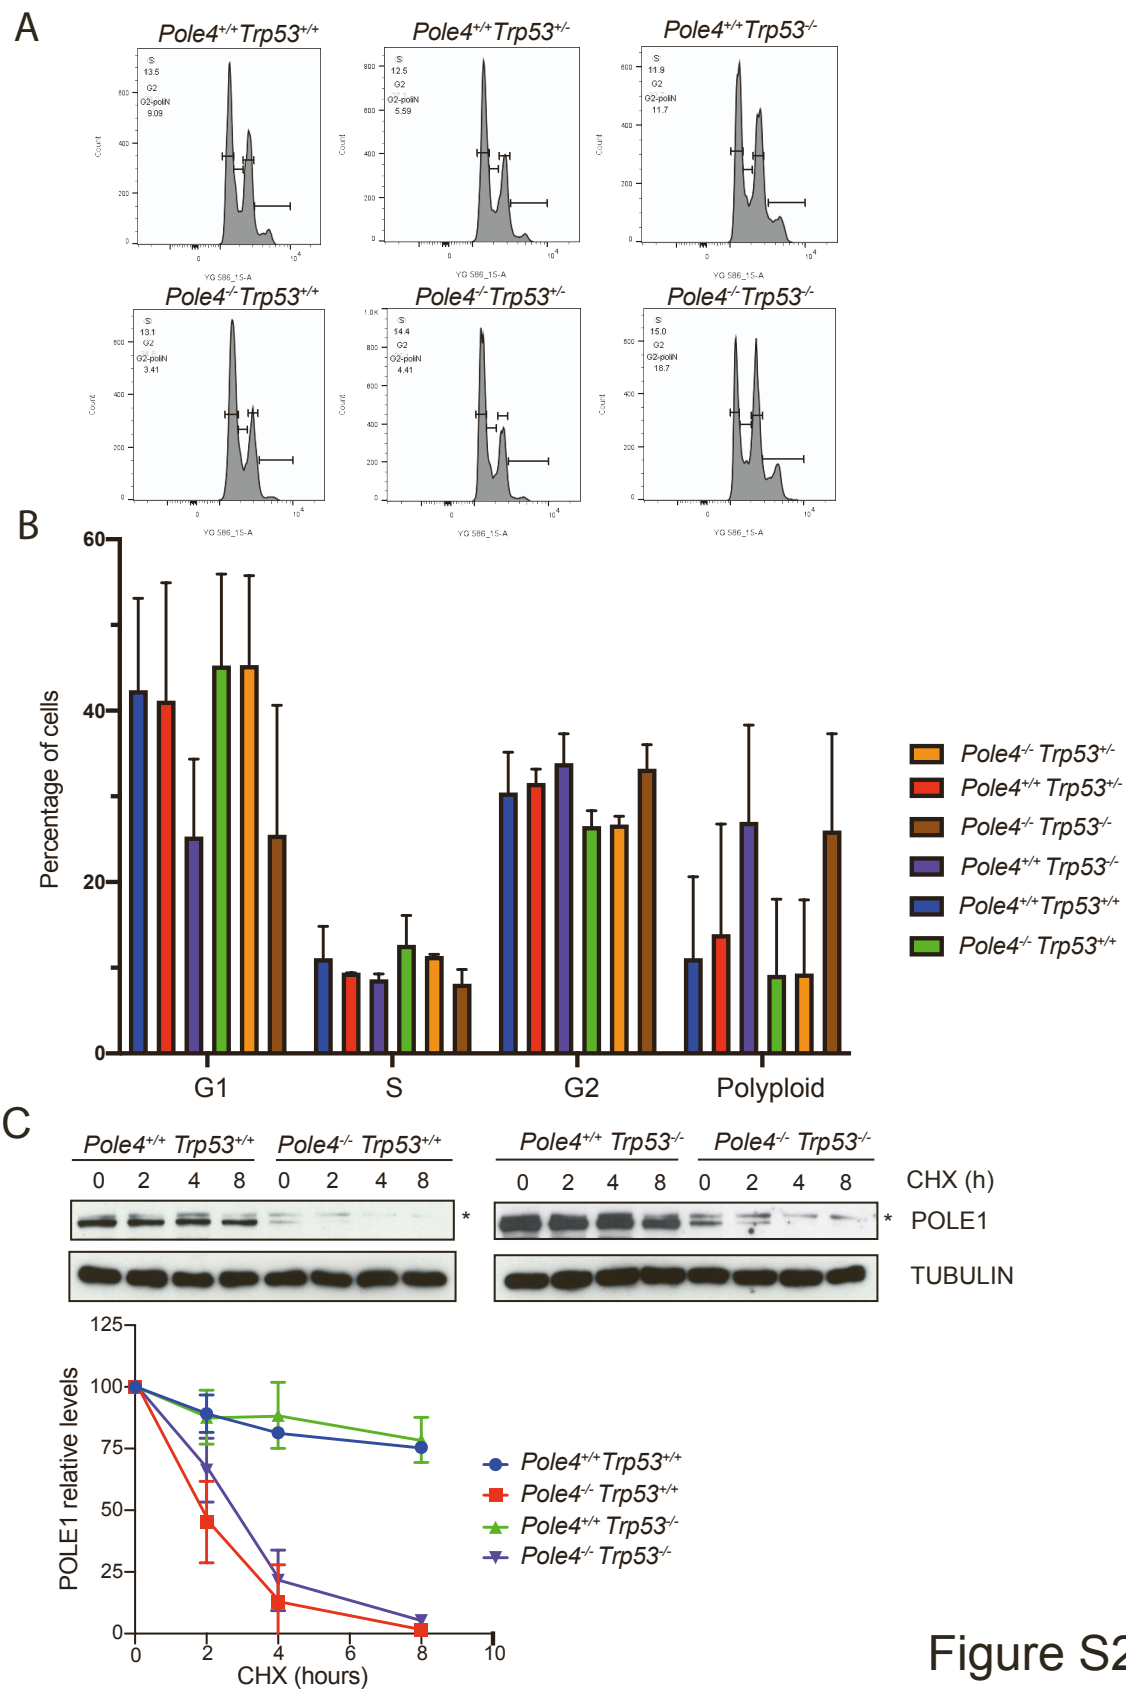

Figure S2

**Figure S2 (related to Figure 2). Deletion of *Trp53* rescues *Pole* subunits levels in a cell cycle-independent manner.** (A) representative histogram plots showing propidium iodide incorporation (x axis) and cell count (y axis) for the indicated cell lines, analysed by flow cytometry. (B) Bar graphs showing the percentage of cells in G1, S, G2/M and polyploid (>4N) from the described genotypes. Results are reported as mean +/- SD of triplicate experiments. (C) Upper part: Western blot analysis of POLE1 levels in the soluble fraction of *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs in a *Trp53* WT (left panel) or KO (right panel) background, treated with CHX (Cycloheximide) for the indicated time points (h). Tubulin was used for normalization. The asterisk (\*) in the POLE1 western blot indicates a non specific band. Lower part: half-life curve of POLE1 soluble levels in MEFs of the described genotypes, incubated with CHX for the indicated time points. Results are reported as mean +/- SD of triplicate experiments.

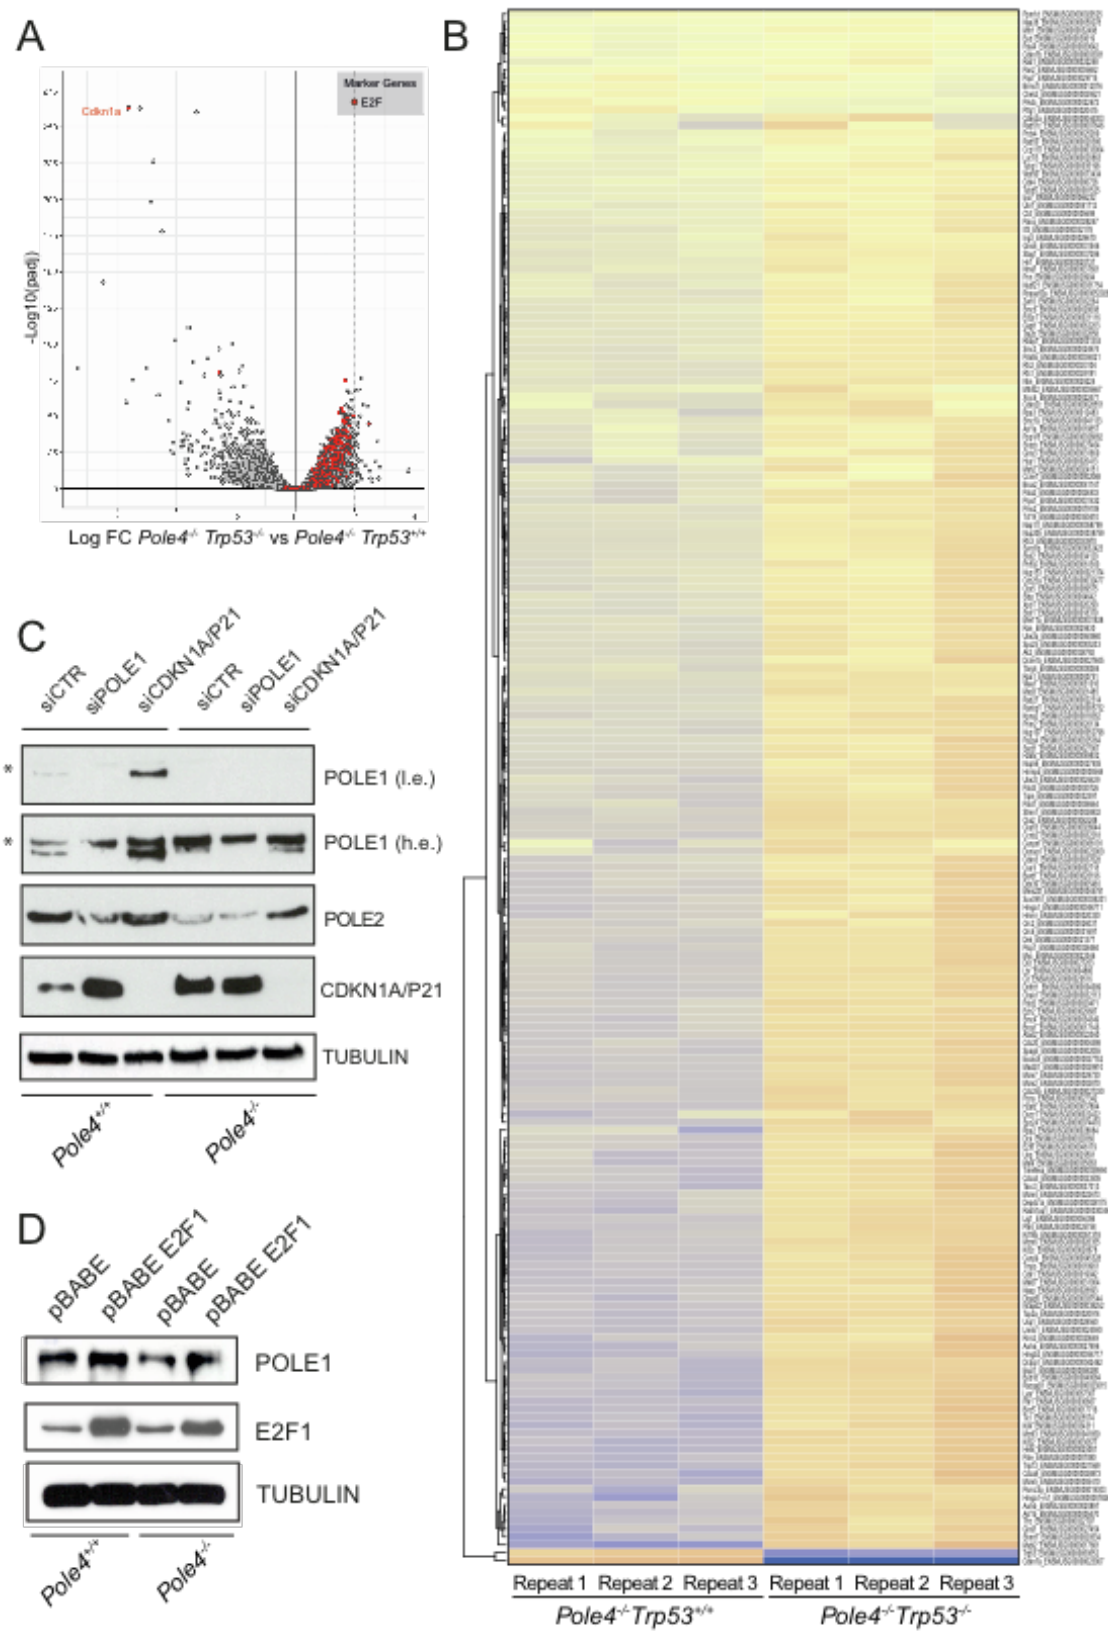

**Figure S3 (related to Figure 3). Transcriptomic analysis of *Pole4*<sup>-/-</sup> cells in a *Trp53* WT and KO background reveals a E2F-dependent mechanism for increased Polε subunits levels.** (A) Volcano Plot of RNA-Seq analysis displaying gene expression values for *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> relative to *Pole4*<sup>+/+</sup> *Trp53*<sup>+/+</sup> MEFs. x axis represents the Log<sub>2</sub> fold change while the y axis represents the negative decade logarithm of the significance value change. Red dots indicate annotated *Trp53* downstream targets. *Cdkn1a/p21*, *Ccng1* and *Mdm2* are indicated. (B) Heatmaps of hallmark of E2F target genes from triplicate RNA-Seq of the indicated MEFs genotypes. (C) Western blot analysis of total cell extracts from *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs transfected with the indicated siRNAs. The asterisk (\*) indicates a non specific band in the POLE1 western blot. Tubulin was used for normalization. (D) Western blot analysis of total cell extracts from *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs infected with retroviral vectors expressing E2F1 or a control. Tubulin was used for normalization.

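*Ccng1*, compared between *Pole4*+/+ *Trp53*-/- and *Pole4*+/+ *Trp53*+/+ MEFs, stood at 72.6 ± 18.7 and 682 ± 95.3 CPM, a log2 fold change of −3.23 (SE 0.17, adjusted p 1.06e-08). *Trp53inp1* stood at 7.02 ± 8.12 and 85.8 ± 27.5 CPM, a log2 fold change of −3.51 (SE 0.58, adjusted p 0.00362). It was −5.08 without the first and −3.10 without the third *Pole4*+/+ *Trp53*-/- library, the lowest and highest values when 1 library was left out. When only the libraries compared were fitted, *Trp53inp1* was not called (adjusted p 0.165). Both genes were lower in 3 of 3 *Pole4*+/+ *Trp53*-/- libraries than in every *Pole4*+/+ *Trp53*+/+ library.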

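Of the 200 E2F targets tested, 183 were called higher and 3 lower in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs, and 30 higher and 2 lower in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs. Adjusted over the list alone, 184 were higher in *Pole4*-/- and 104 in *Pole4*+/+ cells. The median of the list differed between replicates of a genotype with a pooled SD of 0.186 on the log2 scale. The difference between the responses in *Pole4*-/- and *Pole4*+/+ cells had a median of 0.76 over the list (adjusted p 1.25e-43; with the correlation estimated, 0.153). Individually, this difference was called for 4 of the 200 genes: *Brca1*, *Bub1b*, *Top2a* and *Trip13*.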

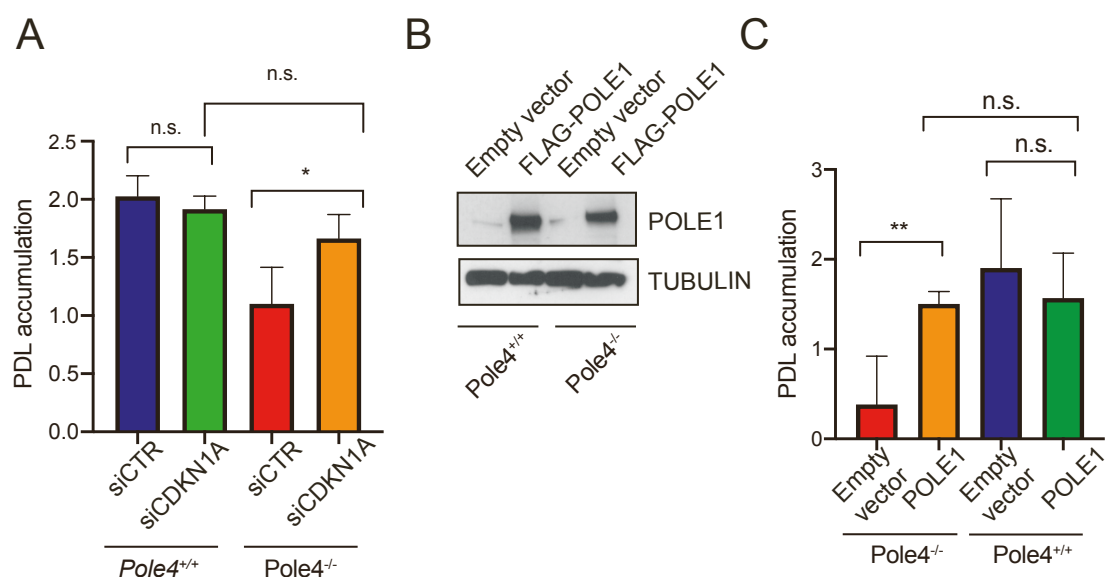

**Figure S4**

**Figure S4 (related to Figure 4). Knock-down of CDKN1A/P21 and over-expression of POLE1 rescue growth rate in *Pole4*<sup>-/-</sup> cells** (A) Bar graphs showing PDL (Population Doubling Level) accumulation of *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs transfected with siRNAs against *Cdkn1a/p21* or control siRNAs. Cells were transfected with siRNAs and, after 48 hours, seeded for population doubling counting. Results are reported as mean +/- SD of triplicate experiments; unpaired t- test analysis \* p< 0.05, n.s. not significant. (B) Western blot analysis of total cell extracts from *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs infected with a retroviral vector expressing POLE1 or a control. Tubulin was used for normalization. (C) Bar graphs showing PDL (Population Doubling Level) accumulation of *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs infected with a retroviral vector expressing POLE1 or a control. Cells were infected with retroviral particles, selected with Blasticidin for 4-5 days and seeded for population doubling counting. unpaired t- test analysis \*\* p< 0.01, n.s. not significant. Results are reported as mean +/- SD of triplicate experiments.

A

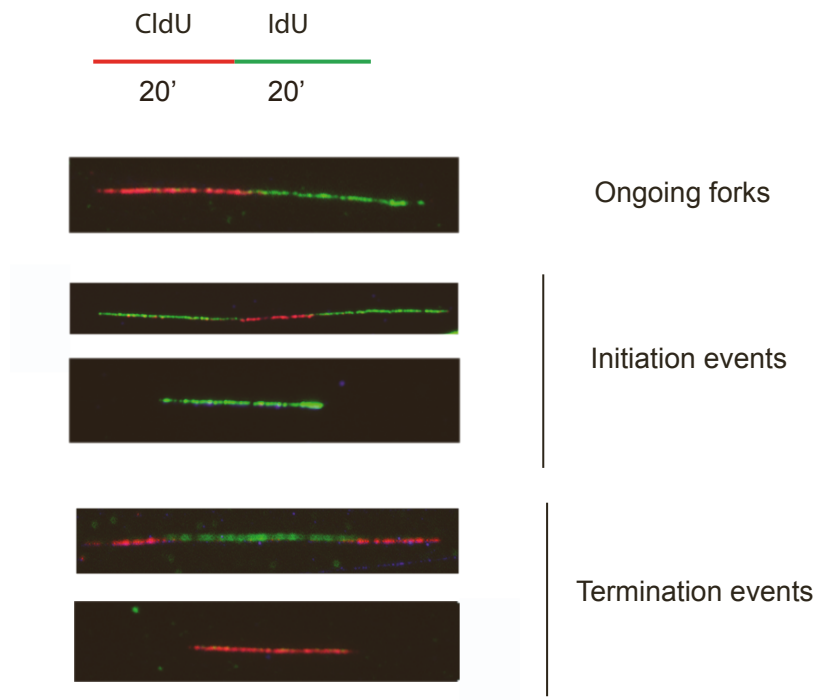

B

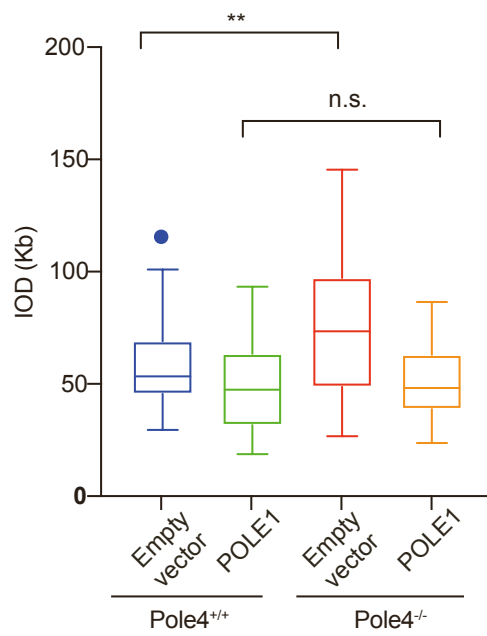

Figure S5

**Figure S5 (related to Figure 5). Replication structures observed upon labelling of cells with consecutive pulses of CldU and IdU and rescue of IOD upon over-expression of POLE1 in *Pole4*<sup>-/-</sup> cells.** (A) Upper part: Scheme of the nucleotides pulse strategy used for the fiber stretching assay. Lower part: representative pictures of the replication fork structures analysed: ongoing replication forks, initiation events and termination events. (B) Bar graphs showing inter origin distance values from *Pole4*<sup>+/+</sup> and <sup>-/-</sup> MEFs infected with a retroviral vector expressing POLE1 or a control vector. unpaired t- test analysis \*\* p< 0.01, n.s. not significant. Fiber experiments have been performed four times and results are reported as box and whiskers plots using the tukey method.

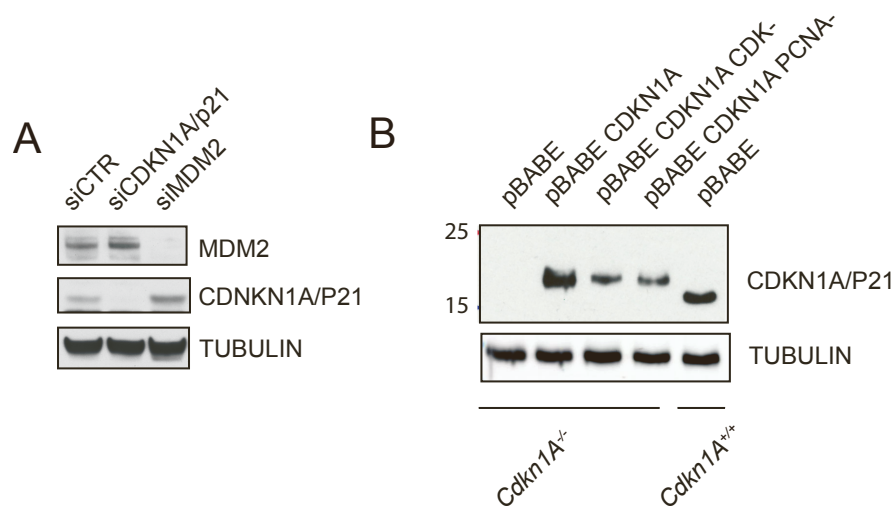

Figure S6

**Figure S6 (related to Figure 7). Analysis of MDM2 and CDKN1A/p21 levels in primary cells transfected with the indicated siRNAs or expressing the indicated CDKN1A/p21 vectors.** (A) Western blot analysis of total cell extracts from primary MEFs transfected with siRNAs against *Cdkn1a/p21*, *Mdm2* or control. Tubulin was used for normalization. (B) Western blot analysis of total cell extracts from primary *Cdkn1a/p21*<sup>+/+</sup> and <sup>-/-</sup> MEFs infected with the indicated retroviral vectors. Tubulin was used for normalization.

# Supplementary material for: Disrupted control of origin activation compromises genome integrity upon destabilization of Polε and dysfunction of the TRP53-CDKN1A/P21 axis
**Source:** Cell Rep. 2022 May 31;39(9):110871. doi: 10.1016/j.celrep.2022.110871
**Supplement:** Document S. Article plus supplemental informaion

# Disrupted control of origin activation compromises genome integrity upon destabilization of Pol $\epsilon$ and dysfunction of the TRP53-CDKN1A/P21 axis

## Graphical abstract

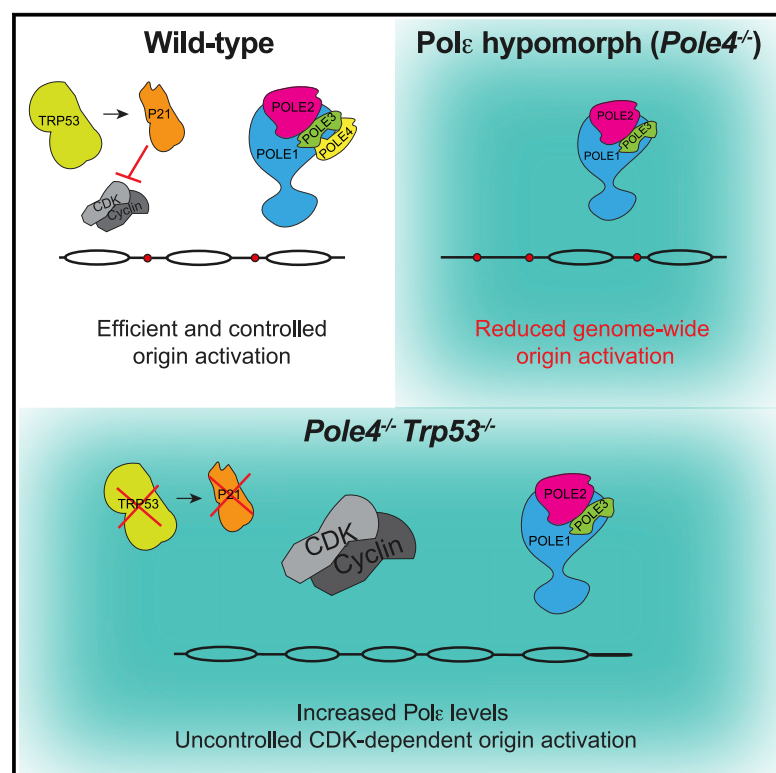

## Authors

Valerie Borel, Stefan Boeing, Niek Van Wietmarschen, ..., Simon J. Boulton, Andre Nussenzweig, Roberto Bellelli

## In brief

Borel et al. report that Pol $\epsilon$  hypomorphic cells have reduced genome-wide activation of DNA replication origins. This phenotype is rescued by the loss of TRP53 via a transcription-dependent mechanism. Furthermore, the authors found that, in primary mouse cells, the loss of TRP53/P21 induces excessive activation of DNA replication origins and replication stress.

## Highlights

- Pol $\epsilon$  hypomorphic B cells show genome-wide impaired replication origin activation
- Loss of *Trp53* rescues Pol $\epsilon$  levels in *Pole4*<sup>-/-</sup> cells due to increased *Pole* transcription
- TRP53-CDKN1A/P21 regulate origin activation in a CDK-inhibition-dependent manner

## Article

# Disrupted control of origin activation compromises genome integrity upon destabilization of Pol $\epsilon$ and dysfunction of the TRP53-CDKN1A/P21 axis

Valerie Borel,<sup>1</sup> Stefan Boeing,<sup>1</sup> Niek Van Wietmarschen,<sup>2</sup> Sriram Sridharan,<sup>2</sup> Bethany Rebekah Hill,<sup>3</sup> Luigi Ombrato,<sup>4</sup> Jimena Perez-Lloret,<sup>1</sup> Deb Jackson,<sup>1</sup> Robert Goldstone,<sup>1</sup> Simon J. Boulton,<sup>1</sup> Andre Nussenzweig,<sup>2</sup> and Roberto Bellelli<sup>3,5,\*</sup>

<https://doi.org/10.1016/j.celrep.2022.110871>

## SUMMARY

The maintenance of genome stability relies on coordinated control of origin activation and replication fork progression. How the interplay between these processes influences human genetic disease and cancer remains incompletely characterized. Here we show that mouse cells featuring Pol $\epsilon$  instability exhibit impaired genome-wide activation of DNA replication origins, in an origin-location-independent manner. Strikingly, *Trp53* ablation in primary Pol $\epsilon$  hypomorphic cells increased Pol $\epsilon$  levels and origin activation and reduced DNA damage in a transcription-dependent manner. Transcriptome analysis of primary *Trp53* knockout cells revealed that the TRP53-CDKN1A/P21 axis maintains appropriate levels of replication factors and CDK activity during unchallenged S phase. Loss of this control mechanism deregulates origin activation and perturbs genome-wide replication fork progression. Thus, while our data support an impaired origin activation model for genetic diseases affecting CMG formation, we propose that loss of the TRP53-CDKN1A/P21 tumor suppressor axis induces inappropriate origin activation and deregulates genome-wide fork progression.

## INTRODUCTION

DNA replication in eukaryotes is performed by a multiprotein assembly, known as the replisome, which is activated in a spatio-temporally regulated manner (Fragkos et al., 2015). At the heart of this machinery is the processive replicative helicase CMG (CDC45/MCM2–7/GINS1–4), whose establishment is regulated along the cell cycle by DDK (Dbf4-Dependent Kinase)- and CDK (Cyclin-Dependent Kinase)-dependent phosphorylation (Burgers and Kunkel, 2017). Essential components of this machinery also include the replicative polymerases Pol $\delta$  and Pol $\epsilon$ , which synthesize lagging and leading strands, respectively. Importantly, Pol $\epsilon$  is also an integral component of the CMG, being required for GINS loading and formation of the pre-IC (preinitiation complex) in budding yeast (Bell and Labib, 2016).

Dysfunctional DNA replication can severely affect mammalian development and is associated with a plethora of human genetic syndromes characterized by reduced growth as well as immune and endocrine dysfunction (Bellelli and Boulton, 2021). For instance, hypomorphic mutations of the catalytic subunit of Pol $\epsilon$ , *POLE*, have been described in patients affected by FILS (facial dysmorphism, immunodeficiency, livedo, short stature)

syndrome and IMAGe (intrauterine growth restriction, metaphyseal dysplasia, adrenal hypoplasia congenita, and genital anomalies in males) syndrome in association with variable degrees of immunodeficiency (Pachlopnik Schmid et al., 2012; Logan et al., 2018). Similarly, mutations of the essential non-catalytic subunit of Pol $\epsilon$ , *POLE2*, have been associated with a severe combined immunodeficiency with facial dysmorphism and impaired growth (Frugoni et al., 2016).

In addition to this, perturbed DNA replication, or replication stress, caused by oncogene activation is considered to be a major driver of genetic instability in cancer (Macheret and Halazonetis, 2015; Técher et al., 2017). In particular, dysregulated control of origin activation has been proposed to underlie oncogene-induced genetic instability in the early stages of tumorigenesis. In accordance with this, Macheret and Halazonetis recently discovered that activation of oncogenes, such as CCNE1 (Cyclin E) and MYC, induces activation of a novel set of replication origins located within highly transcribed genes, which are normally suppressed by transcription during the G1 phase of the cell cycle. Precocious G1-S transition induced by oncogene activation drives activation of these ectopic replication origins, leading to transcription-replication conflicts and genetic instability

(Macheret and Halazonetis, 2018). Whether a similar mechanism is responsible for replication stress induced by loss of tumor suppressors such as P53 (TRP53 in mice) and CDKN1A/P21 remains to be established. Indeed, while E2F hyperactivation has been robustly associated with replicative stress and DNA damage (for review see Fouad et al., 2021), the role of TRP53 and CDKN1A/P21 in unchallenged DNA replication remains controversial, due to discrepancies in experimental model systems (Hampp et al., 2016; Mansilla et al., 2016; Yeo et al., 2016; Datta et al., 2017; Klusmann et al., 2016; Singh et al., 2017; Maya-Men- doza et al., 2018; Roy et al., 2018).

We previously showed that loss of the POLE4 subunit of Pol $\epsilon$  leads to a complex developmental condition in mice characterized by reduced growth, craniofacial anomalies, and lymphopenia in association with increased lymphoma predisposition (Bellelli et al., 2018a). Loss of POLE4 in mouse cells is associated with reduced levels of the POLE1 and POLE2 subunits of Pol $\epsilon$ , which led us to propose that *Pole4*<sup>−/−</sup> mice might represent a Pol $\epsilon$  hypomorphic mouse model. However, more recently, we and others have also shown that POLE4 is involved in histone H3-H4 chaperoning at the replication fork (Bellelli et al., 2018b; Li et al., 2020); the consequences of the loss of this activity *in vivo* remain unclear. In addition, POLE4, in concert with POLE3, is also a component of the acetyltransferase complex ATAC (Wang et al., 2008), and its deficiency has been recently shown to promote sensitivity to both ATR and PARP inhibitors (Hustedt et al., 2019; Su et al., 2020). While the mechanism behind this phenomenon remains unknown, insights into this process may lead to the identification of new markers of sensitivity to these compounds and novel vulnerabilities of cancer cells.

Here we show that Pol $\epsilon$  instability, caused by the loss of POLE4, drives reduced replication origin activation in primary B cells, independent of their genomic location. Surprisingly, the phenotypic consequences of Pol $\epsilon$  instability are rescued by TRP53 depletion in mice and cells. While the lack of POLE4 drives proteasomal-dependent degradation of Pol $\epsilon$ , loss of TRP53 in Pol $\epsilon$  hypomorphic cells restores “close to wild-type” levels of Pol $\epsilon$ , due to increased transcription of Pol $\epsilon$  subunits. Through the analysis of the transcriptome and replication dynamics of *Trp53* knockout cells, we then discovered that genetic deletion of *Trp53* leads to suppression of *Cdkn1a/p21* in primary mouse cells and a concomitant increase in E2F activity and replication origin activation, in association with an increased level of replication initiation factors. Hyperactivation of DNA replication origins upon dysregulation of the TRP53-CDKN1A/P21 axis depends on the CDK inhibitory domain of CDKN1A/P21 and leads to genome-wide perturbed replication fork progression. This mechanism has broad consequences for genetic instability caused by loss of the TRP53 and CDKN1A/P21 tumor suppressors and therapeutic targeting of cancer cells.

## RESULTS

### Loss of *Pole4* leads to genome-wide reduced initiation of DNA replication in primary B cells

Genetic ablation of *Pole4* in mice leads to a multifaceted disorder characterized by reduced growth, developmental abnormalities, lymphopenia, and increased lymphomagenesis,

which resembles IMAGE syndrome in patients affected by hypomorphic mutations of *POLE* (Logan et al., 2018; Bellelli et al., 2018a). Interestingly, both *Pole4*<sup>−/−</sup> MEFs (mouse embryo fibroblasts) and *POLE* mutant patient-derived cells exhibit increased interorigin distance, suggestive of disrupted replication origin control. How replication origins are activated genome-wide in these pathological conditions had not been explored, but might reveal the mechanistic basis of diseases caused by mutation of CMG components (Bellelli and Boulton, 2021).

To map sites of replication initiation in *Pole4*<sup>−/−</sup> mice, we conducted HU-EdU-seq (hydroxyurea-EdU sequencing) at high resolution in primary mouse cells (Tubbs et al., 2018). To this end, we isolated primary B cells from *Pole4*<sup>+/+</sup> and *Pole4*<sup>−/−</sup> mouse spleens and activated them with LPS/IL-4 (lipopolysaccharide/interleukin-4) to ensure synchronous cell-cycle entry. More specifically, cells were labeled with EdU (20  $\mu$ M) in the presence of 10 mM HU, and nsDNA (nascent-strand DNA) was isolated by Click chemistry and subjected to high-throughput sequencing as previously described (Tubbs et al., 2018). In accordance with our previous findings, initiation zones were strongly enriched between transcribed genes in early replicating regions in both *Pole4*-deficient and proficient cells (Figure 1A and Tubbs et al., 2018). Strikingly, this analysis also revealed that replication initiation events were strongly reduced in *Pole4*<sup>−/−</sup> cells compared with wild type ( $p < 2.2 \times 10^{-16}$ ) (Figures 1A and 1B). Importantly, while the overall numbers of replication initiation events were strongly reduced in *Pole4*-deficient cells, the sites of initiation greatly overlapped between WT (wild-type) and KO (knockout) cells (Figure 1C), thus suggesting an overall reduced efficiency of initiation, independent of replication origin location in the genome.

### Genetic deletion of *Trp53* increases Pol $\epsilon$ subunit levels in *Pole4*<sup>−/−</sup> mouse cells

The loss of both copies of the tumor suppressor *Trp53* rescued embryonal lethality and phenotypical anomalies observed in *Pole4*<sup>−/−</sup> mice in the C57BL/6 genetic background (Bellelli et al., 2018a). Interestingly, C57BL/6 *Pole4*<sup>−/−</sup> *Trp53*<sup>+/−</sup> mice present with an intermediate phenotype with congenital anomalies similar to those observed in *Pole4*<sup>−/−</sup> animals in a mixed genetic background. These observations prompted us to evaluate the interplay between POLE4 and TRP53 in the control of DNA replication and genome stability. To this end, we initially analyzed MEFs from *Pole4*<sup>+/+</sup> and *Pole4*<sup>−/−</sup> embryos in a *Trp53* WT or KO genetic background. As previously shown, *Pole4*<sup>−/−</sup> primary mouse cells showed a strong reduction in the levels of the POLE1 and, to a lesser extent, POLE2 subunits of Pol $\epsilon$ , compared with WT cells (Figures S1A and S2A). However, to our surprise, we discovered that *Pole4*<sup>−/−</sup> *Trp53*<sup>+/−</sup> primary cells showed expression levels of Pol $\epsilon$  subunits close to those of WT, suggesting a rescue of Pol $\epsilon$  stability (Figures S1A and S2A). The presence of an intermediate phenotype in *Pole4*<sup>−/−</sup> *Trp53*<sup>+/−</sup> mice remained to be explained. Thus, we established MEFs from *Pole4* WT and KO animals in *Trp53*<sup>+/+</sup>, *Trp53*<sup>+/−</sup>, and *Trp53*<sup>−/−</sup> backgrounds and observed that *Pole4*<sup>+/+</sup> *Trp53*<sup>+/−</sup> MEFs showed intermediate levels of POLE1 and POLE2 compared with WT and double-null cells, pointing to a dose-dependent control by TRP53 of Pol $\epsilon$  stability in *Pole4*-deficient

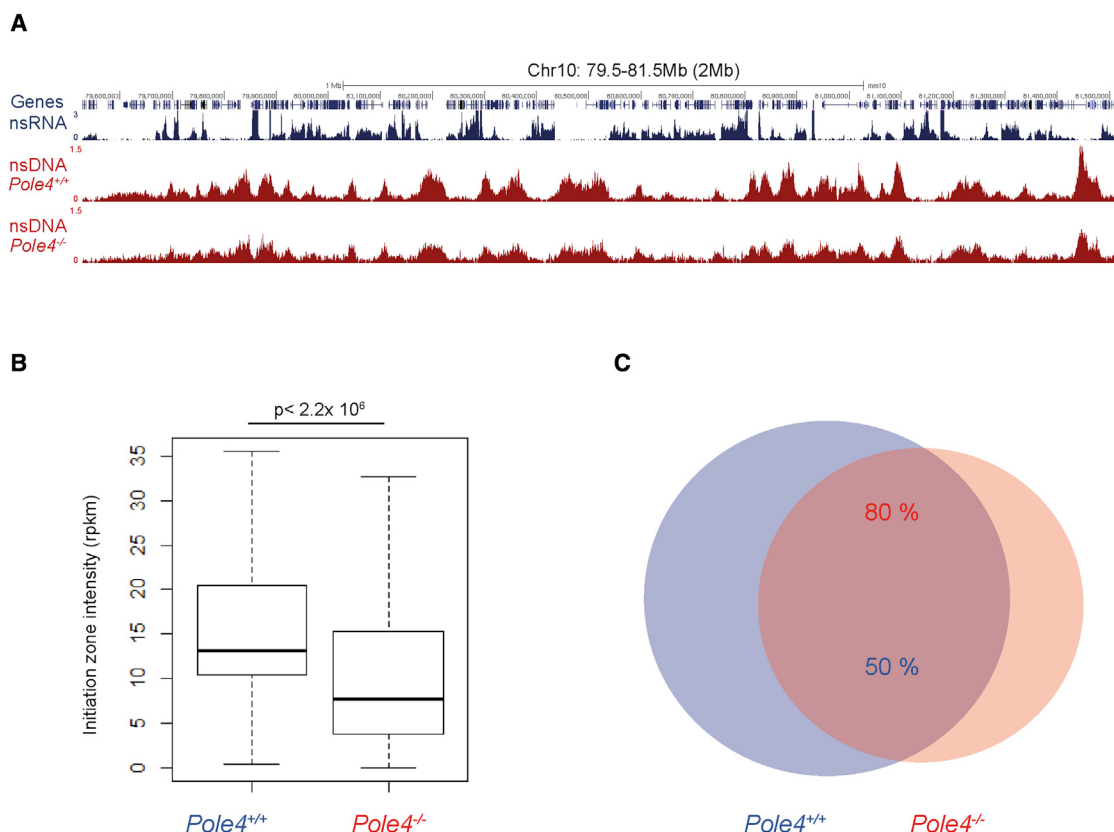

**Figure 1. *Pole4*<sup>-/-</sup> primary B cells show reduced genome-wide replication origin activation**

(A) Genome browser screenshot displaying nascent RNA-seq (blue) and HU-EdU-seq (red) profiles shown as normalized read density (reads per million, RPM) for *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> primary B cells upon 28 h stimulation by LPS/IL-4.

(B) Quantification of HU-EdU-seq signal (reads per kilobase per million, RPKM) at replication initiation zones in *Pole4*<sup>+/+</sup> (n = 10,299) and *Pole4*<sup>-/-</sup> (n = 6,432) primary B cells.

(C) Venn diagram showing overlap between initiation zones in *Pole4*<sup>+/+</sup> (n = 10,299) and *Pole4*<sup>-/-</sup> (n = 6,432) primary B cells.

cells (Figure 2A). A similar increase in Polε subunits levels was observed in large-T-immortalized MEFs from *Pole4*<sup>-/-</sup> embryos, suggesting a TRP53-specific function in controlling Polε complex levels (Figure S1B). Intriguingly, increased overall expression levels of Polε subunits also led to increased chromatin levels of POLE1 and restored levels of PCNA on chromatin, suggesting a rescue of DNA replication origin activation (Figures 2B and S1C). Importantly, CDC7 kinase inhibition abolished chromatin binding of Polε and PCNA, pointing to a replication-initiation-dependent mechanism (Figure S1D). In addition to this, cell-cycle flow cytometry showed that the increased POLE1 signal in the absence of TRP53 was not a consequence of an increased percentage of S-phase cells (Figures S2A and S2B).

### Loss of POLE4 leads to proteasome-dependent Polε degradation, which is not affected by depletion of TRP53

To investigate the mechanism responsible for reduced levels of Polε complex subunits upon loss of *Pole4* and its rescue upon ablation of *Trp53*, we incubated *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs with cycloheximide, an inhibitor of protein synthesis, and assessed the levels of POLE1 and POLE2 by western blotting. As shown in Figure 2C, in WT mouse cells, the half-life of POLE1

and POLE2 was 8 h or longer (Figure 2C, left and half-life curve). In contrast, in *Pole4*<sup>-/-</sup> cells, the half-life of Polε complex subunits was reduced to less than 4 h, suggesting that interaction with POLE4 is required in mouse cells to maintain the stability of the whole Polε complex. The half-life of other DNA polymerase subunits, such as POLD1, the major and catalytic subunit of Polδ, was not affected, excluding a non-specific effect (Figure 2C, left). To investigate a possible role for TRP53 in regulating Polε complex stability, we then performed cycloheximide pulse labeling in *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> and *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> MEFs and analyzed the levels of POLE1 and POLE2 by western blotting. Despite the fact that *Trp53*<sup>-/-</sup> cells showed increased levels of Polε complex subunits, a lack of *Trp53* did not affect the half-life of POLE1 and POLE2 in a *Pole4*<sup>-/-</sup> background (Figure 2C, right and half-life curve). Importantly, degradation of POLE1 and POLE2 was inhibited upon treatment with the proteasome inhibitor MG132, which suggests that the POLE1-POLE2 subcomplex is targeted for proteasome-dependent degradation in the absence of POLE4, in a TRP53-independent manner (Figure 2D).

We considered the possibility that Polε degradation might occur before or after its engagement in DNA replication. Indeed,

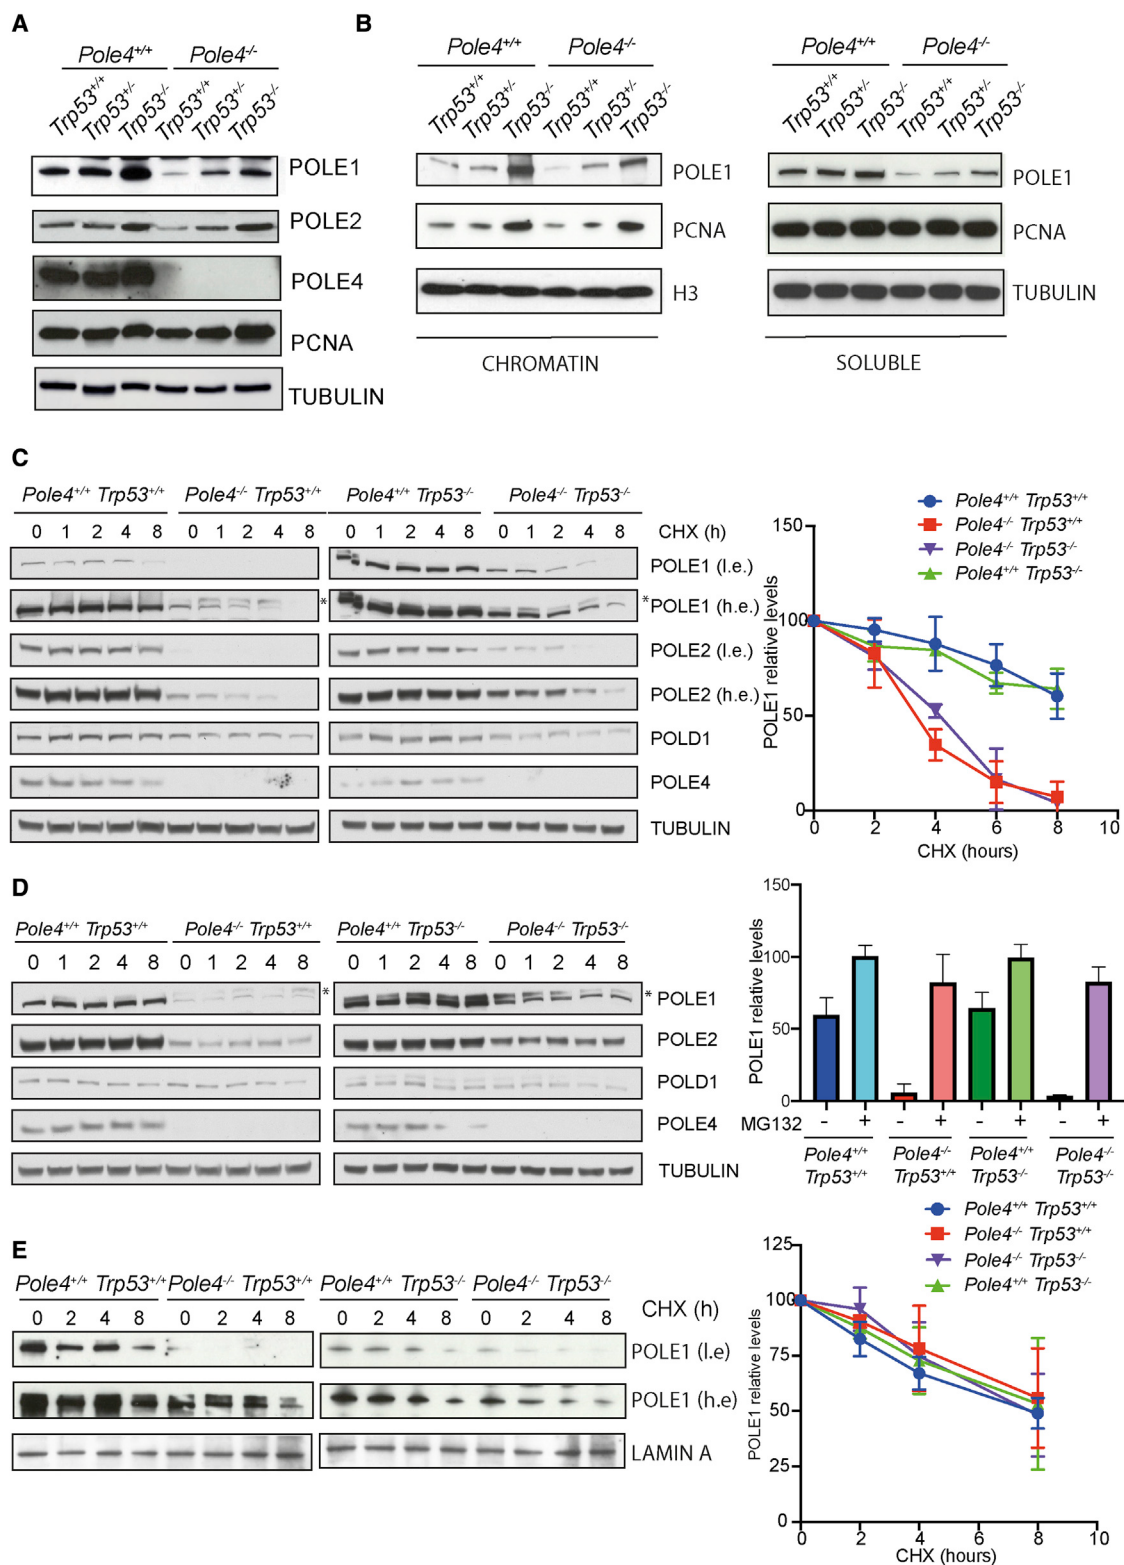

**Figure 2. Genetic deletion of *Trp53* rescues *Pole* subunit levels in *Pole4*<sup>-/-</sup> cells in a proteasome-independent manner**

(A) Western blot analysis of *Pole* subunits and PCNA from total extracts of *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in a *Trp53* WT, HET, or KO background. Tubulin was used for normalization.

(legend continued on next page)

POLE3-POLE4, and their yeast ancestors, bind dsDNA *in vitro*, which suggests they might be required for efficient engagement of Pol $\epsilon$  with DNA at the replication fork (Bellelli et al., 2018b; Tsubota et al., 2006). To evaluate the stability of Pol $\epsilon$  in the chromatin compartment, we pulse labeled *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs, in a *Trp53* WT or KO background, with cycloheximide and performed western blotting analysis of POLE1 levels in the soluble and chromatin fractions. Strikingly, the half-lives of POLE1 on chromatin were similar between *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs, in the presence or absence of both *Trp53* copies (Figure 2E). In contrast, the levels of the catalytic subunit of Pol $\epsilon$  were significantly reduced in a *Pole4*-null background in the soluble fraction, which likely represents newly synthesized POLE1, not yet engaged in DNA replication (Figure S2C). Thus, once engaged with the CMG in chromatin DNA replication, Pol $\epsilon$  is sufficiently stable in the presence or absence of POLE4.

### Loss of TRP53 leads to increased expression levels of DNA replication genes

Having established that loss of TRP53 does not rescue Pol $\epsilon$  levels by promoting its stability, we next tested the effect of TRP53 loss on the transcriptional program of *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> cells. To evaluate the transcriptome of *Pole4*-proficient and -deficient cells, in the presence or absence of one or two copies of *Trp53*, we performed RNA-seq (RNA-sequencing) experiments from *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs that were *Trp53*<sup>+/+</sup>, *Trp53*<sup>+/-</sup>, or *Trp53*<sup>-/-</sup>. We then generated a volcano plot of fold expression change comparing *Pole4*<sup>-/-</sup> *Trp53*<sup>+/+</sup> versus *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> MEFs. Interestingly, among the well-characterized TRP53 targets (highlighted in red in Figure 3A), only a few were significantly affected in primary mouse cells (Pfister and Prives, 2017; Fischer, 2017). The most downregulated gene in *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> cells was *Cdkn1a/p21*, a well-known TRP53 target and an inhibitor of G1-S and S-phase cyclin-CDK complexes (Abbas and Dutta, 2009). Other previously identified TRP53 targets such as *Trp53inp1* and *Cyclin G1* were also strongly downregulated (Fischer, 2017, and Figure 3A). Similar results were obtained by comparing expression changes of *Pole4*<sup>+/+</sup> *Trp53*<sup>+/+</sup> versus *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> cells, with *Cdkn1a/p21* again being the most affected gene (Figure 3B). Hence, the loss of TRP53 affects the expression levels of a core set of genes in primary MEFs in the presence or absence of *Pole4*.

Importantly, our RNA-seq experiments were performed in passage 1 primary MEFs grown in low oxygen concentrations,

suggesting that low levels of TRP53 normally sustain regulated gene expression along an unperturbed cell cycle. Our analysis also suggested that CDKN1A/P21 might represent the main factor required for this control. Indeed, by controlling Cyclin-CDK activity at the G1-S transition and Cyclin A-CDK2 during S phase, CDKN1A/P21 might affect the E2F transcriptional program and DNA replication (Kent and Leone, 2019). Accordingly, most upregulated genes in *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> as well as in *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> MEFs are well-known E2F target genes, as visualized in the volcano plot and in a GSEA (gene set enrichment analysis) of E2F targets (Figures 3C, S3A, and S3B). Importantly most of the genes upregulated in *Trp53*<sup>-/-</sup> cells (previously annotated or not in the E2F signature) are involved in the control of DNA replication initiation (Figure 3D). Accordingly, both POLE1 and POLE3 subunits of Pol $\epsilon$  have been previously reported to be regulated by E2F-dependent promoters (Huang et al., 1999; Bolognese et al., 2006). Thus, increased expression levels of *Pole* are not a specific feature of *Trp53*-null cells and likely depend upon a common E2F signature downstream of deregulated *Cdkn1a/p21* levels. Accordingly, transient siRNA (small interfering RNA)-mediated knockdown of *Cdkn1a/p21* strongly increased POLE1 and POLE2 levels in both *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> cells (Figure S3C). Furthermore, a significant increase in POLE1 levels was also observed upon transient retroviral-mediated expression of E2F1 (Figure S3D).

All together, our data suggest that the absence of TRP53 leads to reduced basal expression levels of CDKN1A/P21 during an unperturbed S phase, which drives increased Cyclin-CDK activity and E2F-dependent expression of genes required for initiation of DNA replication.

### Loss of TRP53 leads to increased cell growth and reduced DNA damage in *Pole4*<sup>-/-</sup> cells

To further understand the contribution of a loss of TRP53 and Pol $\epsilon$  instability to the phenotypes we observed in *Pole4*-null cells and mice, we proceeded to analyze growth rate and markers of DNA damage in *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in *Trp53*<sup>+/+</sup>, *Trp53*<sup>+/-</sup>, and *Trp53*<sup>-/-</sup> backgrounds. *Pole4*<sup>-/-</sup> primary cells grown in low oxygen concentrations showed reduced proliferation potential as shown by cumulative population-doubling analysis. This was particularly evident in the C57BL/6 background, in which the *Pole4*-null allele results in late embryonic lethality (Figure 4A and Bellelli et al., 2018a). Interestingly, in a heterozygous *Trp53* background, *Pole4*<sup>-/-</sup> cells showed an

(B) Western blot analysis of POLE1 and PCNA in the soluble and chromatin fractions of the described MEF genotypes. Tubulin and histone H3 were used as loading controls.

(C) Left: western blot analysis of Pol $\epsilon$  subunits and POLD1 from total extracts of *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in a *Trp53* WT (left blot) or KO (right blot) background, treated with CHX (cycloheximide) for the indicated time points (h). Tubulin was used for normalization. \*Non-specific band in the POLE1 western blot (see also Figure S3C). Right: half-life curve of POLE1 protein levels in MEFs of the described genotypes, incubated with CHX for the indicated time points. Results are reported as the mean  $\pm$  SD of triplicate experiments. The lower and specific band in the POLE1 western blot was used for quantification.

(D) Left: western blot analysis of Pol $\epsilon$  subunits and POLD1 from total extracts of *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in a *Trp53* WT (left blot) or KO (right blot) background, treated with CHX and MG132 for the indicated time points. Tubulin was used for normalization. \*Non-specific band in the POLE1 western blot (see also Figure S3C). Right: bar graph showing POLE1 relative levels in MEFs of the described genotype incubated for 8 h with CHX, in the presence or not of MG132. POLE1 levels were normalized to those of untreated cells and results are reported as the mean  $\pm$  SD of triplicate experiments. The lower and specific band in the POLE1 western blot was used for quantification.

(E) Left: western blot analysis of POLE1 levels in the chromatin fraction of *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in a *Trp53* WT (left blot) or KO (right blot) background, treated with CHX for the indicated time points (h). Lamin A was used for normalization. Right: half-life curve of POLE1 chromatin levels in MEFs of the described genotypes, incubated with CHX for the indicated time points. Results are reported as the mean  $\pm$  SD of triplicate experiments.

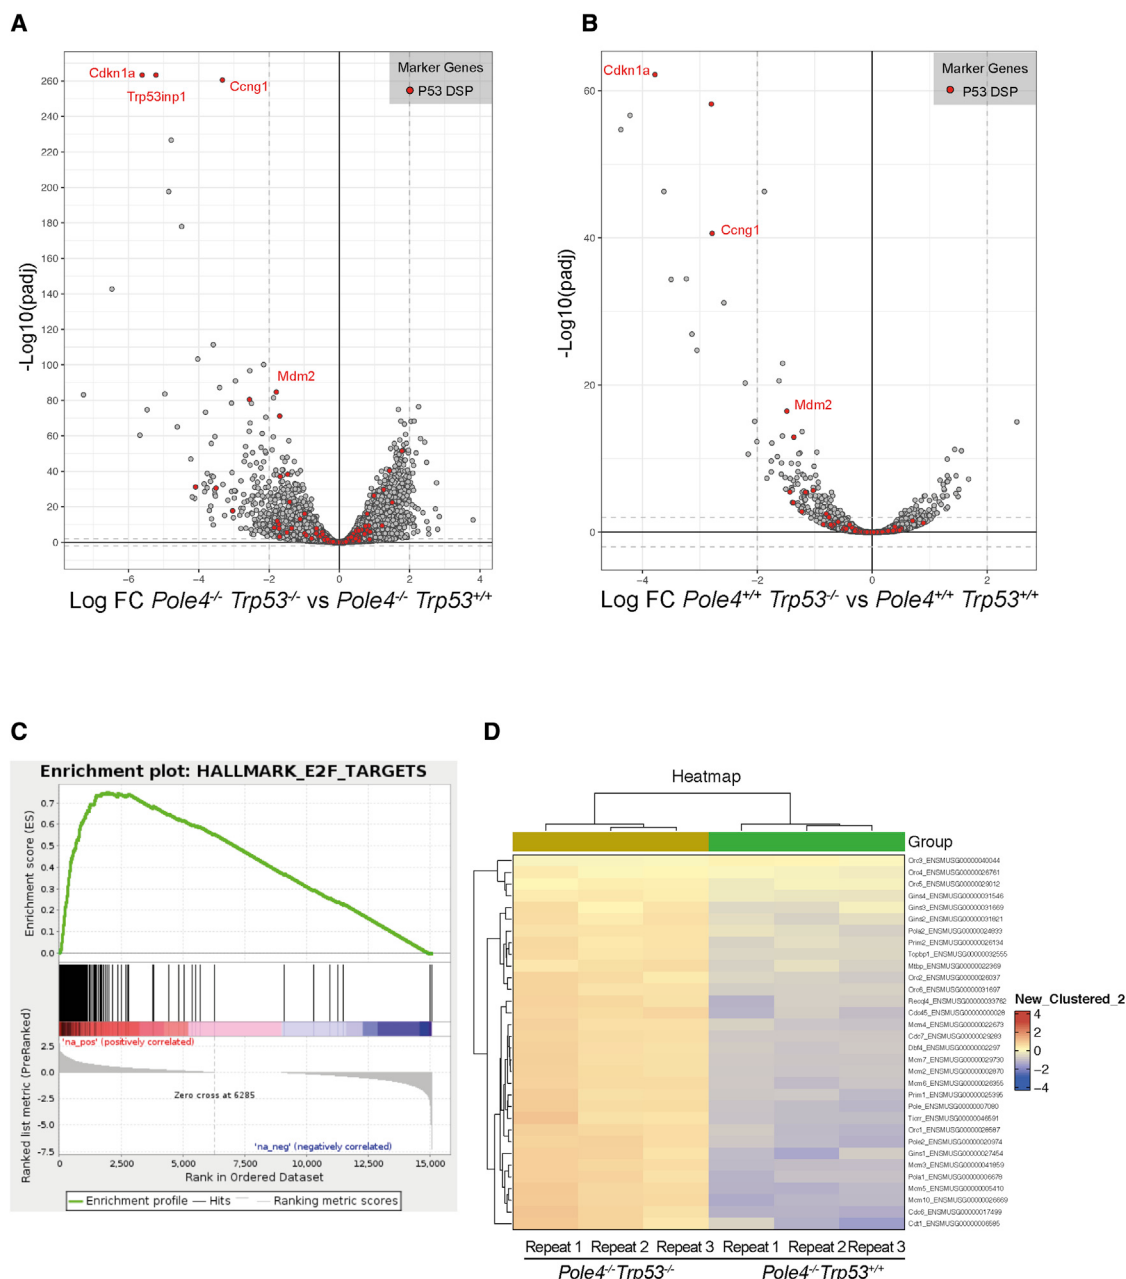

**Figure 3. Transcriptomic analysis of *Pole4*<sup>-/-</sup> cells in a *Trp53* WT and KO genetic background**

(A) Volcano plot of RNA-seq analysis displaying gene expression values for *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> relative to *Pole4*<sup>-/-</sup> *Trp53*<sup>+/+</sup> MEFs. The x axis represents the log<sub>2</sub> fold change, while the y axis represents the negative decade logarithm of the significance value change. Red dots indicate annotated *Trp53* downstream targets; *Cdkn1a*/p21, *Trp53inp1*, *Ccng1*, and *Mdm2* are indicated among those.

(B) Volcano plot of RNA-seq analysis displaying gene expression values for *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> relative to *Pole4*<sup>+/+</sup> *Trp53*<sup>+/+</sup> MEFs. The x axis represents the log<sub>2</sub> fold change, while the y axis represents the negative decade logarithm of the significance value change. Red dots indicate annotated *Trp53* downstream targets.

(C) GSEA (gene set enrichment analysis) plot of genes enriched in *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> versus *Pole4*<sup>-/-</sup> *Trp53*<sup>+/+</sup>. The green line indicates the enrichment score along the ranked gene set, while the dark lines indicate the positions of genes in the ranked gene list.

(D) Heatmap of genes required for the initiation of DNA replication from triplicate RNA-seq of the indicated MEF genotypes.

increased replication potential compared with *Trp53* WT cells; however, the overall number of population doublings was still reduced compared with *Pole4*<sup>+/+</sup> *Trp53*<sup>+/+</sup> cells, which is suggestive of a partial rescue of proliferation rates (Figure 4A). These

data are in accordance with the fact that *Pole4*<sup>-/-</sup> *Trp53*<sup>+/+</sup> mice show an intermediate phenotype in the C57BL/6 background (Bellelli et al., 2018a). In contrast, *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> cells exhibited a strong proliferative growth and were indistinguishable

from *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> cells, which suggests a complete restoration of proliferation upon loss of both copies of *Trp53* (Figure 4A). In agreement with a CDKN1A/P21-dependent mechanism, transient siRNA-mediated knockdown of CDKN1A/P21 restored the proliferation rates of *Pole4*<sup>-/-</sup> cells, as shown by population doubling accumulation (Figure S4A).

We initially hypothesized that a loss of TRP53 might rescue the phenotypical abnormalities of *Pole4*-null mice by allowing proliferation of genetically unstable cells (Bellelli et al., 2018a). However, the puzzling absence of increased tumorigenesis in *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> mice remained unexplained. With this in mind, we stained primary MEFs in the different genetic backgrounds for markers of DNA damage, such as 53BP1, and analyzed the numbers of micronuclei per cell. In accordance with reduced growth rates being dependent on DNA damage accumulation, *Pole4*<sup>-/-</sup> cells showed a strong increase in the percentage of 53BP1 and micronuclei-positive cells (Figures 4B, 4C, 4D, and 4E). Markers of DNA damage were reduced in a *Pole4*<sup>-/-</sup> *Trp53*<sup>+/+</sup> cells compared with *Pole4*<sup>-/-</sup> *Trp53*<sup>+/+</sup>, but significantly increased compared with *Pole4*<sup>+/+</sup> *Trp53*<sup>+/+</sup> cells, again suggestive of a partial suppression of DNA damage and genome instability. In addition to this, while *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> showed an increased accumulation of DNA damage compared with WT cells, as seen by both 53BP1 foci and micronuclei accumulation, this was not statistically different from *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> (Figures 4B, 4C, 4D, and 4E).

Finally, to confirm that the phenotypic rescue observed in *Pole4*<sup>-/-</sup> cells upon deletion of *Trp53* is caused by increased Pole levels, we infected primary MEFs with retroviral vectors expressing the catalytic subunit of Pole, POLE1 (Figure S4B). In accordance with this hypothesis, expression of POLE1 alone rescued the cellular proliferation of *Pole4*<sup>-/-</sup> MEFs, as shown by population doubling accumulation (Figure S4C). Taken together, these data suggest that the loss of both copies of *Trp53* suppresses the accumulation of DNA damage caused by the absence of POLE4, thus rescuing the cellular proliferation of *Pole4*<sup>-/-</sup> cells, in a Pole-level-dependent manner.

### DNA replication dynamics upon loss of POLE4 and TRP53

To understand the contribution of Pole instability and TRP53 to the control of origin activation and replication fork progression, we went on to investigate the dynamics of DNA replication in *Pole4*-proficient and -deficient cells, in the presence or absence of one or two copies of *Trp53*. We first analyzed the presence of asymmetric replication forks, as a marker of fork stalling events and replication stress (Técher et al., 2017). *Pole4*<sup>-/-</sup> *Trp53*<sup>+/+</sup> cells showed a remarkably high percentage of fork asymmetry (Figure 5A). Interestingly, *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> cells also presented with increased fork asymmetry compared with WT cells, albeit to a lower extent than that observed in *Pole4*-deficient cells (Figure 5A). Strikingly, *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> MEFs showed levels of

fork asymmetry similar to those of *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> cells, suggesting that the loss of TRP53 in a *Pole4*-null background is associated with a “relative” rescue of replication stress. We then analyzed the overall number of newly active replication origins. While *Pole4*-deficient cells showed a reduction in the number of replication initiation events, the percentage of newly activated replication forks was increased in both *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> and *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> cells compared with *Pole4*-proficient and -deficient cells in a *Trp53* WT background (Figures 5B and S5A). While pointing to increased origin activation in a *Trp53*-null genetic background, these data are consistent with a rescue of replication origin activation in *Pole4*<sup>-/-</sup> cells upon loss of TRP53. Accordingly, *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> and, to a larger extent, *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> cells presented with reduced interorigin distances (Figure 5C). Moreover, and consistent with increased replication origin activation and replication factor consumption, both *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> and *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> MEFs showed reduced fork speed (Figure 5D). Finally, in agreement with a limiting role for POLE1 in origin activation, in *Pole4*<sup>-/-</sup> cells, overexpression of POLE1 not only rescued cellular proliferation, but also rescued origin activation, as shown by the “normalization” of interorigin distance values (Figure S5B). Collectively these data suggest that loss of TRP53 increases origin activation and promotes a relative rescue of replication dynamics in *Pole4*<sup>-/-</sup> cells.

### CDC7 inhibition rescues reduced fork speed in *Trp53*<sup>-/-</sup> cells

We considered that the decreased fork speed and interorigin distance observed upon genetic ablation of *Trp53* might depend on a primary defect in replication fork progression or may represent a compensatory effect induced by excessive origin activation, similar to that observed upon oncogene activation *in vitro* (Técher et al., 2017). Previous work has shown that oncogene activation induces inappropriate origin activation, nucleotide depletion, and a compensatory decrease in fork speed (Bester et al., 2011). To distinguish between these possibilities, we transiently inhibited origin activation with a specific CDC7 inhibitor, PHA-767491, and analyzed fork speed under the previously described genetic conditions (Montagnoli et al., 2008). To this end, we treated *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> cells in a *Trp53*-proficient and -deficient background with 5 and 20  $\mu$ M PHA-767491 for 4 h, and then labeled them with two consecutive pulses of CldU and IdU in the presence of the same drug concentration (Figure 6A). In accordance with previous data and PHA-767491 activity in our cells, CDC7 inhibition reduced phosphorylation of MCM2 on Ser53 in a *Trp53*- and *Pole4*-independent manner (Montagnoli et al., 2008; Figure 6B). We then analyzed fork speed under all the described genetic conditions and drug concentrations. As shown in Figure 6C, inhibition of CDC7 with 5  $\mu$ M and, to a higher extent, 20  $\mu$ M PHA-767491 caused a significative increase in fork speed in both *Trp53*-proficient and -deficient cells; thus,

(C) Bar graph showing the percentage of cells, in the indicated genotypes, with more than three 53BP1 foci; unpaired t test analysis: \*\*p < 0.01, \*\*\*\*p < 0.0001. Results are reported as the mean  $\pm$  SD of six different experiments (two different slides from three different biological replicates).

(D) Representative pictures of micronuclei from cells of the indicated genotypes.

(E) Bar graph showing the percentage of micronuclei-positive cells in the indicated genotypes; unpaired t test analysis: \*p < 0.05, \*\*p < 0.01, \*\*\*\*p < 0.0001. Results are reported as the mean  $\pm$  SD of six different experiments (two different slides from three different biological replicates). All scale bars represent 10  $\mu$ m.

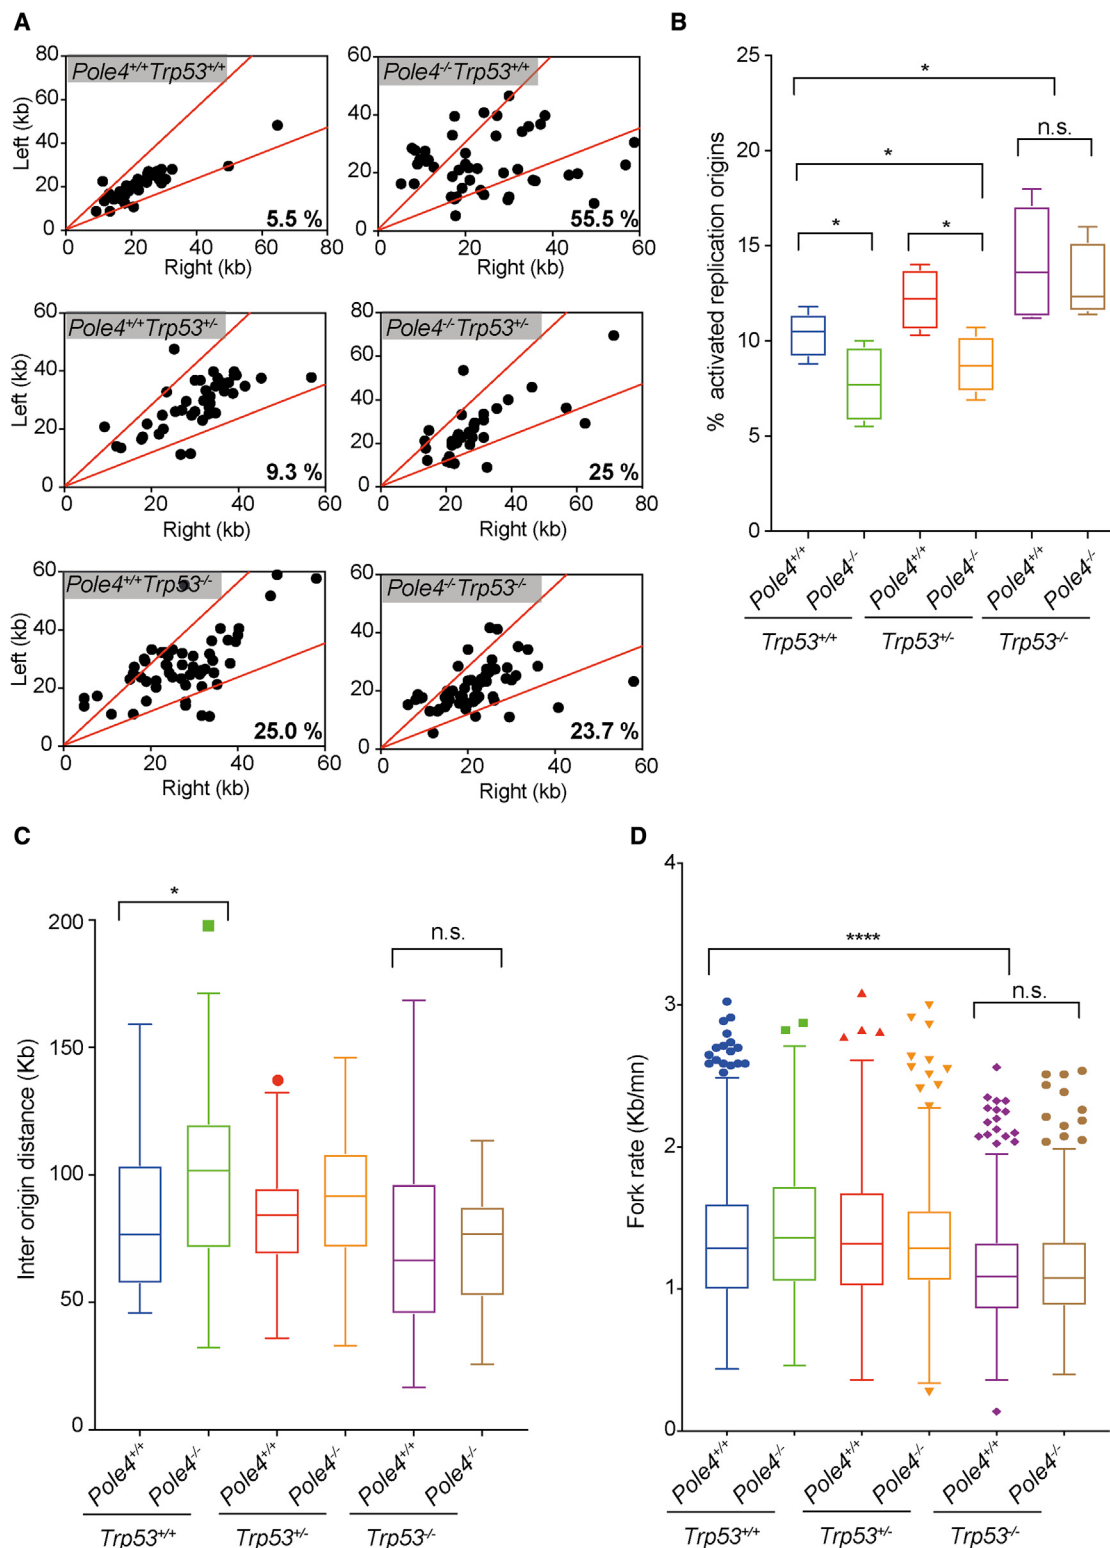

**Figure 5. Analysis of replication fork dynamics in *Pole4*<sup>+/+</sup> or <sup>-/-</sup> cells in a *Trp53* WT, HET, or KO genetic background**

(A) Analysis of replication fork symmetry in *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in a *Trp53* WT, HET, or KO background, reported as left/right moving forks ratio.

(B) Graph showing the percentage of newly activated replication forks in *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in a *Trp53* WT, HET, or KO genetic background; unpaired t test analysis: \*p < 0.05; n.s., not significant.

(legend continued on next page)

replication forks are capable of traveling fast in the absence of TRP53, consistent with origin activation being the principal step affected by TRP53 loss in the presence and absence of POLE4.

### Transient or genetic knockdown of *Cdkn1a/p21* reproduces replication dynamics of *Trp53*<sup>-/-</sup> primary mouse cells

DNA fiber analysis in primary MEFs suggests that a loss of TRP53 might alter origin activation, secondarily causing dysfunctional genome-wide fork progression and genome instability. Our transcriptome analysis in *Trp53*<sup>-/-</sup> cells points to the loss of *Cdkn1a/p21* expression as the strongest candidate to explain this phenomenon. Despite this, the loss of *Trp53* also causes a reduction in the levels of its negative regulator *Mdm2*, which has been identified as a potential modulator of DNA replication (Klusmann et al., 2016).

To test the involvement of CDKN1A/P21 and MDM2 in this process, we initially transfected WT primary MEFs with siRNAs targeting *Cdkn1a/p21*, *Mdm2*, or a control sequence and monitored replication fork speed as a measure of replicative stress. Preliminarily, we were able to detect CDKN1A/P21 and MDM2 expression and their downregulation upon siRNA transfection in early passage (passage 1) primary MEFs, grown under low oxygen conditions (Figure S6A).

Strikingly, transient knockdown of *Cdkn1a/p21*, but not *Mdm2*, led to a strong decrease in fork speed, mimicking the phenotype observed in *Trp53*<sup>-/-</sup> primary cells (Figure 7A). Similar results were obtained in primary MEFs harboring a genetic KO of *Cdkn1a/p21* (Figure 7B). Importantly, reduced fork speed was associated with increased fork asymmetry and shorter interorigin distances, suggestive of increased origin activation, upon both transient and stable genetic KO of *Cdkn1a/p21* (Figures 7C, 7D, and 7E).

CDKN1A/P21 was initially discovered as a universal CDK inhibitor (Harper et al., 1993; Xiong et al., 1993). Subsequent studies identified a C-terminal PCNA-interacting protein domain (or PIP box) involved in DNA synthesis and repair transactions (Waga et al., 1994; Chen et al., 1995; for review see Cazzalini et al., 2010). To dissect the contributions of these separate activities, we infected primary *Cdkn1a/p21* KO MEFs with retroviral vectors expressing WT CDKN1A/P21 or mutants unable to bind or inhibit CDKs (CDKI<sup>-</sup>) or PCNA (PCNA<sup>-</sup>) (Figure S7B) (Cayrol et al., 1998; Abbas et al., 2008). Strikingly, expression of close to endogenous levels of CDKN1A/P21 WT, but not its CDKI<sup>-</sup> mutant, rescued both fork speed and interorigin distance levels (Figures 7F and 7G). Importantly, similar to CDKN1A/P21 WT, complementation of *Cdkn1a/p21*-deficient cells with the PCNA binding mutant rescued both reduced fork speed and interorigin distance values (Figures 7F and 7G). Thus, loss of control of CDK activity during S phase is the primary mechanism that perturbs replication fork dynamics in primary mouse cells upon loss of CDKN1A/P21.

All together, our data strongly suggest that loss of the TRP53-CDKN1A/P21 axis disrupts the CDK-dependent control of origin activation, driving altered genome-wide fork progression in primary mammalian cells.

### DISCUSSION

Here we show that Pole and TRP53 levels are crucial for the control of DNA replication origin activation and the maintenance of genome stability in mammals. Analysis of primary B cells revealed that lack of the POLE4 subunit of Pole impairs genome-wide activation of DNA replication origins due to destabilization and proteasome-dependent degradation of Pole, pointing to a hypomorphic mechanism. Unexpectedly, we found that loss of TRP53 in *Pole4*-deficient cells rescued replication origin activation and DNA damage accumulation by restoring Pole protein levels. Our data suggest that the TRP53-CDKN1A/P21 axis finely tunes replication factor levels and origin activation to ensure accurate and efficient genome duplication during the S phase of the cell cycle.

Disruption of *Pole4* in mice confers a Pole hypomorphic phenotype, which manifests as impaired replication origin activation *in vivo*. In budding yeast, Pole is required for GINS loading at replication origins and establishment of the CMG helicase; this is followed by recruitment of additional replication factors and origin firing (Bell and Labib, 2016). Our HU-EdU-seq, chromatin purification, and DNA fiber experiments clearly showed a reduction in origin activation in Pole hypomorphic cells. While we speculate that reduced levels of Pole might compromise formation of the CMG complex, it is possible that origin activation is affected at a later stage, such as activation of the helicase activity of the CMG. Consistent with a Pole hypomorphic mechanism, overexpression of POLE1, the catalytic subunit of Pole, rescued both origin activation and cellular proliferation in *Pole4*<sup>-/-</sup> cells.

Importantly, this model recapitulates the recently described genetic conditions caused by mutations of *MCM4*, *GINS1*, and *POLE1/POLE2* in humans (Pachlopnik Schmid et al., 2012; Logan et al., 2018; Frugoni et al., 2016; Cottineau et al., 2017; Hughes et al., 2012; Gineau et al., 2012). Notably, patients with hypomorphic mutation of *POLE*, in FILS and IMAGE syndromes, and *POLE2* exhibit a characteristic reduction in the number of B lymphocytes and variable degrees of immunodeficiency (Pachlopnik Schmid et al., 2012; Logan et al., 2018; Frugoni et al., 2016). By performing HU-EdU-seq, we observed that *Pole4*-deficient lymphocytes presented inefficient replication origin activation, independent of their genomic location, pointing to impaired origin activation as the primary pathogenetic mechanism at the basis of these immunodeficiencies. Unbiased high-resolution mapping of origin activation suggests that limiting levels of pre-IC components stochastically affects replication origin activation in this group of genetic diseases.

(C) Graph showing the mean interorigin distance in the described genetic backgrounds; unpaired t test analysis: \*p < 0.05; n.s., not significant.

(D) Graph showing replication fork elongation rate in *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in a *Trp53* WT, HET, or KO genetic background; unpaired t test analysis: \*\*\*\*p < 0.0001; n.s., not significant. Fiber experiments were performed four times and results are reported as box-and-whiskers plots using the Tukey method.

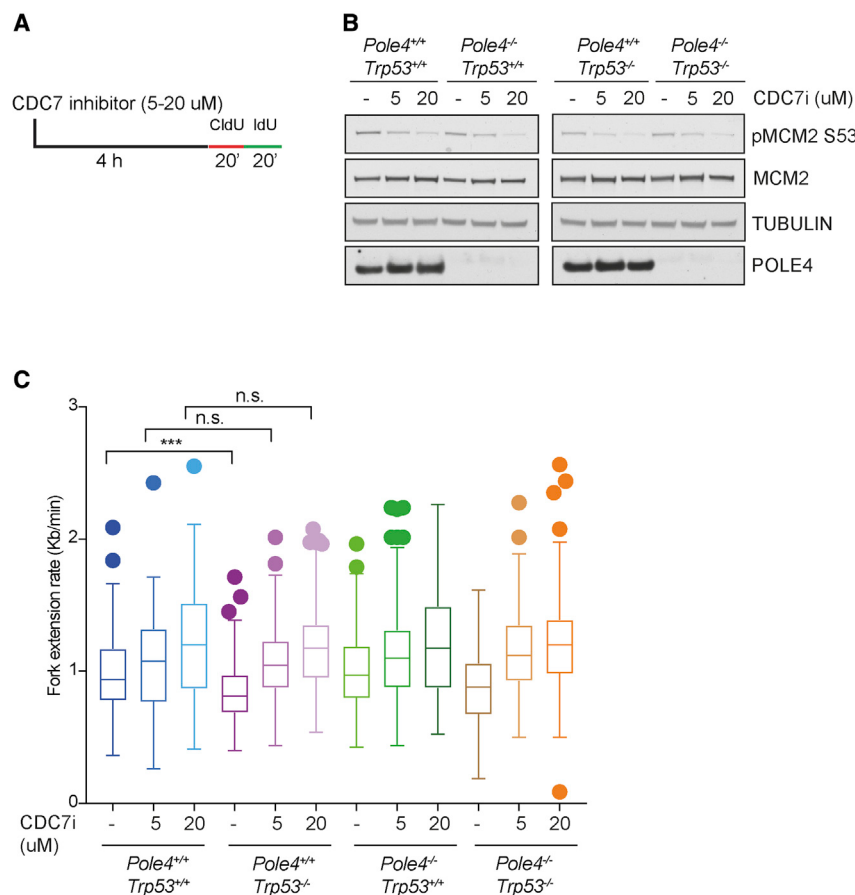

**Figure 6. Analysis of replication fork dynamics upon CDC7 pharmacological inhibition**

(A) Scheme of the CDC7 inhibition and CldU/Idu labeling used for experiments shown in (B) and (C).

(B) Western blot analysis of MCM2 phosphorylation levels on Ser53 in *Pole4*<sup>+/+</sup> and MEFs, in a *Trp53* WT or KO background, treated with the indicated doses of the CDC7 inhibitor PHA-767491.

(C) Graph showing replication fork elongation rates in *Pole4*<sup>+/+</sup> and *Pole4*<sup>-/-</sup> MEFs in a *Trp53* WT or KO genetic background upon treatment with the CDC7 inhibitor PHA-767491 at 5 or 20  $\mu$ M; unpaired t test analysis: \*\*\*p < 0.001; n.s., not significant. Fiber experiments were performed four times and results are reported as box-and-whisker plots using the Tukey method.

We speculate that the specific expression levels of pre-IC components and the requirement for an elevated number of activated replication origins may explain the developmental and specific immunological defects associated with defective CMG activation in human patients.

In budding yeast, and during the early embryonic divisions in *Xenopus*, four initiation factors, SLD2/RECQL4, SLD3/TRESLIN, DBF4, and DPB11/TOPBP1, are limiting for origin activation and the control of S-phase length (Mantiero et al., 2011; Collart et al., 2017). While this remains to be clarified in mammalian organisms, our data show that Pole can act as the limiting factor for origin activation under specific experimental conditions.

We previously reported that loss of TRP53 rescues the phenotypical abnormalities observed in *Pole4*-deficient mice (Bellelli et al., 2018a). We show here that deletion of TRP53 rescues proliferation and reduces DNA damage accumulation in *Pole4*<sup>-/-</sup> cells, via an unanticipated increase in Pole subunit levels. Cycloheximide and MG132 experiments showed that loss of POLE4 leads to proteasome-dependent degradation of Pole in the soluble but not the chromatin fraction of *Pole4*<sup>-/-</sup> cells. Hence, once engaged with the CMG, it is likely that Pole remains sufficiently stable on replicating DNA, even in the absence of its POLE4 subunit. Loss of TRP53 in *Pole4*-deficient cells had no impact on the half-life of Pole, but instead sustained increased transcription levels of Pole subunits as revealed by RNA

expression analysis. In particular, RNA-seq analysis in *Pole4*<sup>+/+</sup> *Trp53*<sup>-/-</sup> and *Pole4*<sup>-/-</sup> *Trp53*<sup>-/-</sup> cells supports a model where, under unchallenged conditions, loss of TRP53 dysregulates CDKN1A/P21 expression, leading to uncontrolled Cyclin-CDK activity, enhanced E2F-dependent transcription, and inappropriate origin activation. This phenomenon might be particularly important at the G1/S transition and in early S phase, where highly transcribed regions of the genome have to be replicated. Accordingly, work from several laboratories have established an important role for regulated CDKN1A/P21 degradation at S-phase onset (Abbas et al., 2008; Coleman et al., 2015).

P53 and P21 have been previously involved in several DNA metabolic transactions (for review see Sengupta and Harris, 2005; Cazzalini et al., 2010). Indeed, P53 can directly bind to RPA and RAD51 and suppress homologous recombination, while P21 can modulate translesional DNA synthesis by interacting with the polymerase processivity factor PCNA (Sengupta and Harris, 2005; Cazzalini et al., 2010). In addition to this, evidence has suggested a role for P53 and P21 in the control of replication origin activation or fork elongation in cancer cell lines. For instance, expression of P53 oncogenic variants has been recently reported to increase replication origin activation by controlling Cyclin A or CDC7 levels (Singh et al., 2017; Datta et al., 2017). Our findings in a genetic KO system clearly show that loss of TRP53 transcriptional activity itself promotes deregulated CDK activity and inappropriate origin activation. Our transcriptome analysis pointed to *Cdkn1a/p21* as the gene by far more downregulated upon genetic deletion of *Trp53*. In addition to this, the fact that transient or stable KO of CDKN1A/P21 recapitulates the altered replication dynamics of *Trp53*-deficient cells strongly suggests that loss of CDKN1A/P21 plays a major role in this phenomenon. While we cannot exclude that the functions reported for P53 and P21 in replication fork repair and restart might play additional roles in specific genomic contexts and/or in the presence of replication stressing agents or oncogenic

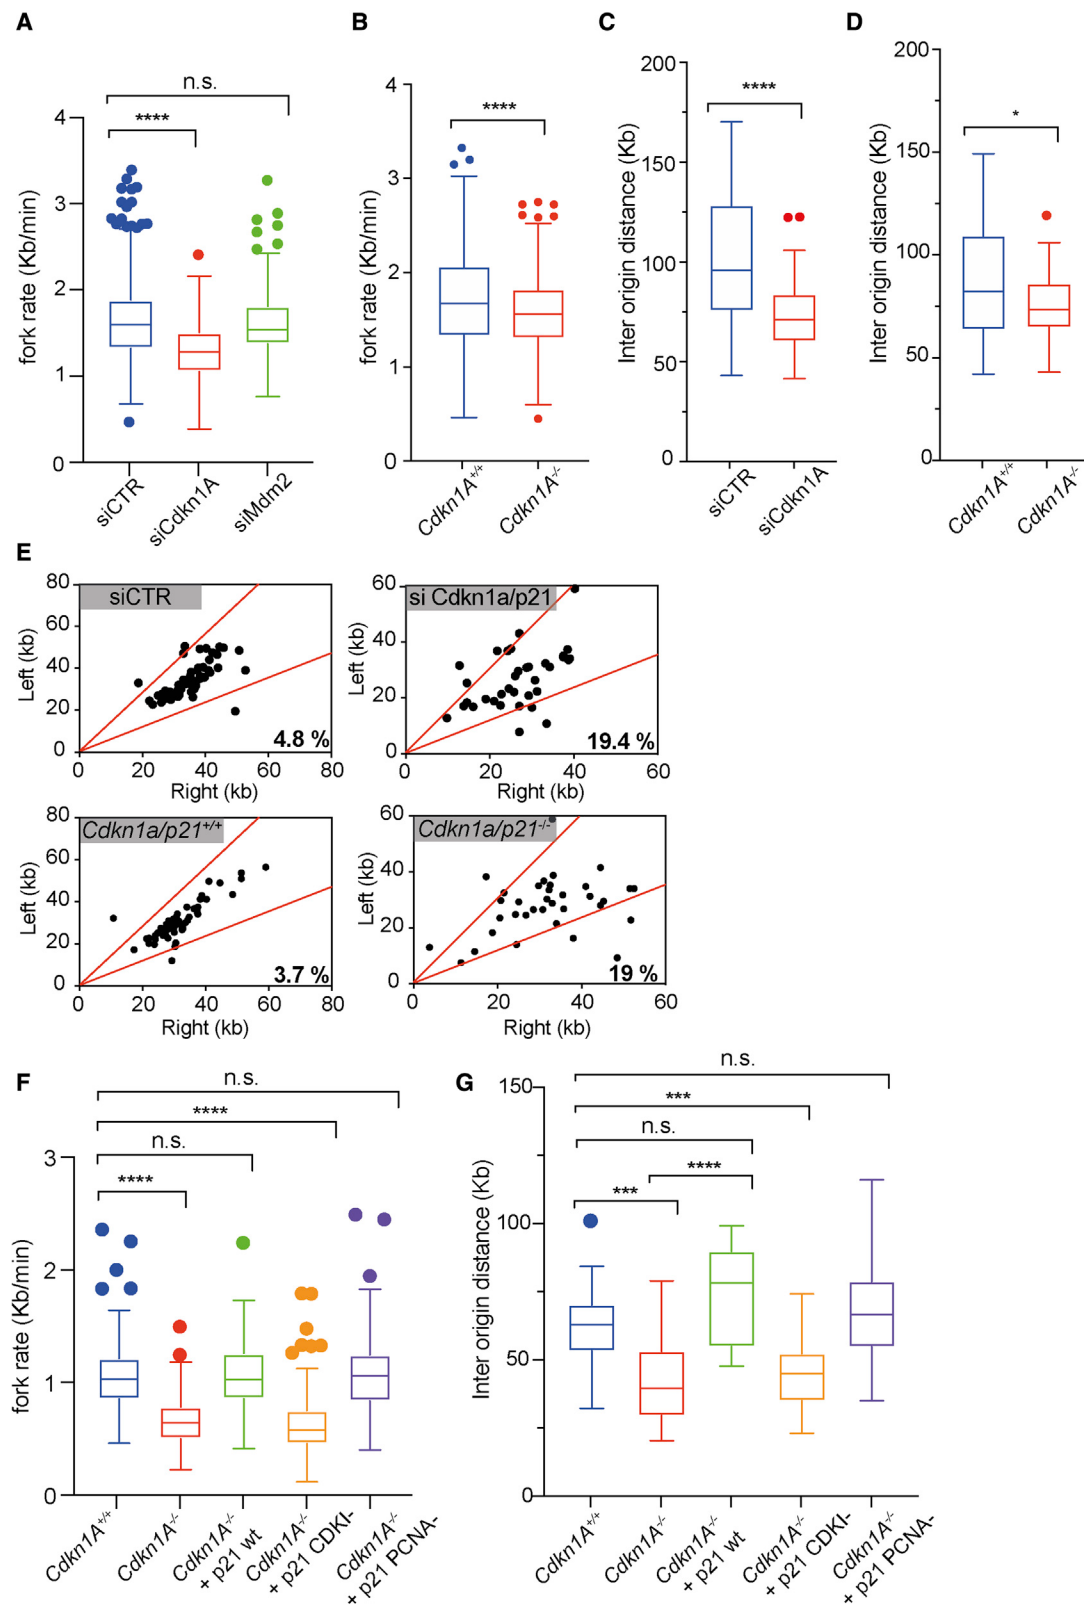

(legend on next page)

stimuli, the rescue of replication fork rates by chemical inhibition of CDC7 suggests a major contribution of dysregulated origin activation in primary mammalian cells (Klusmann et al., 2016; Mansilla et al., 2016; Yeo et al., 2016; Maya-Mendoza et al., 2018; Roy et al., 2018). In line with this hypothesis, expression of a mutant of CDKN1A/P21 unable to inhibit CDKs (Chen et al., 1995; Cayrol et al., 1998) failed to restore replication fork rates as well as interorigin distance in primary *Cdkn1a/p21* KO cells. In contrast, expression of the PCNA binding mutant of P21 restored normal replication dynamics, similar to the WT counterpart (Chen et al., 1995; Abbas et al., 2008). Consistent with this, previous work had suggested that disruption of the PCNA binding domain of P21 has no major effect on the S phase of the cell cycle even in human cancer cells, in contrast to its N-terminal CDK inhibitory one (Nakanishi et al., 1995; Ogryzko et al., 1997).

Both *Trp53* and *Cdkn1a/p21* primary KO cells showed prominent signs of fork asymmetry, indicating the occurrence of transient and/or permanent fork stalling events. While we cannot completely exclude other possibilities, we speculate that increased origin activation and the consequent consumption of nucleotides and replication factors might represent the main mechanism to explain this phenomenon, in line with what was reported upon oncogene overexpression *in vitro* (Bester et al., 2011; Macheret and Halazonetis, 2015; Técher et al., 2017).

Finally, increased replication origin activation upon loss of TRP53-CDKN1A/P21 represents a therapeutic vulnerability for cancer cells. For instance, chemical ATR inhibition dysregulates origin activation and is particularly effective upon loss of P53 (Toledo et al., 2011). Accordingly, loss of TRP53 results in embryonic lethality in an ATR hypomorphic mouse model (Murga et al., 2009), which suggests that combined dysregulation of replication origin activation might be particularly toxic in this context.

In conclusion, our work provides a mechanistic explanation for a group of human genetic diseases affecting CMG activation and also establishes dysfunctional replication origin activation as a prominent mechanism inducing genome instability upon loss of the TRP53 and CDKN1A/P21 tumor suppressors.

### Limitations of the study

This work has been performed in primary murine cells grown under low oxygen conditions. While we took advantage of clean genetic KO systems, we cannot exclude that the expression of mutant forms of p53 in cancer cells might compromise DNA replication in additional manners.

Our HU-EdU-seq experiments show a strong reduction of origin activation in *Pole* hypomorphic cells. This technique detects origin activation in large replication initiation zones, in cell populations. Thus, it is possible that differential effects on initiation at individual origins are not significantly detected.

Furthermore, while our data showed a reduction in origin activation in *Pole* hypomorphic cells, exactly which step of origin activation is affected remains to be identified. Indeed, while studies in budding yeast have shown that loss of *Pole* compromises CMG formation (Bell and Labib, 2016), we cannot exclude that in mammalian cells origin activation is affected at a later stage (e.g., at the CMG activation step). In addition to this, while *Pole* levels are clearly limiting for replication origin activation in *Pole* hypomorphic cells, whether *Pole* acts as a limiting factor for origin activation in primary WT cells remains to be investigated.

Finally, by using CSK-Triton extraction methods, we observed destabilization of *Pole* in the soluble but not the chromatin fraction of *Pole4*<sup>-/-</sup> cells. Since the soluble fraction is constituted by both cytoplasm and nucleoplasm, we cannot completely exclude that, in the absence of POLE4, *Pole* is degraded in the nucleoplasm upon unstable binding to chromatin.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mouse strains and cell lines
- METHOD DETAILS
  - Mouse embryonic fibroblasts (MEFs) isolation and culture
  - Nascent DNA sequencing (HU-EdU-seq)
  - Western blot analysis of mouse tissues and cells
  - Cycloheximide chase and treatment with MG-132
  - siRNA transfection
  - Chromatin fractionation
  - Immunofluorescence staining
  - Retroviral transduction of primary MEFs
  - Generation of pBABE *Cdkn1a/p21* mutants

### Figure 7. Analysis of replication fork dynamics upon loss of CDKN1A/P21 and its CDK inhibitory and PCNA binding domains

(A) Graph showing replication fork elongation rates in primary MEFs transfected with siRNAs against *Cdkn1a/p21*, *Mdm2*, or control siRNA.  
 (B) Graph showing replication fork elongation rates of primary MEFs from *Cdkn1a/p21*<sup>+/+</sup> and *Cdkn1a/p21*<sup>-/-</sup> mice.  
 (C) Graph showing IOD (interorigin distance) values in primary MEFs transfected with siRNAs against *Cdkn1a/p21* or control siRNAs.  
 (D) Graph showing IOD values in primary MEFs from *Cdkn1a/p21*<sup>+/+</sup> or *Cdkn1a/p21*<sup>-/-</sup> mice.  
 (E) Analysis of replication fork symmetry in primary *Cdkn1a/p21*<sup>+/+</sup> or *Cdkn1a/p21*<sup>-/-</sup> MEFs or cells transfected with siRNAs against *Cdkn1a/p21* or control siRNA. Data are reported as left/right moving forks ratio.  
 (F) Graphs showing replication fork elongation rates of primary *Cdkn1a/p21*<sup>-/-</sup> MEFs infected with retroviruses expressing CDKN1A/P21 WT or mutants unable to inhibit CDKs (CDKI<sup>-</sup>) or bind PCNA (PCNA<sup>-</sup>).  
 (G) Graph showing IOD values of primary MEFs infected with retroviruses expressing CDKN1A/P21 WT or mutants unable to inhibit CDKs (CDKI<sup>-</sup>) or bind PCNA (PCNA<sup>-</sup>); unpaired t test analysis: \*p < 0.05; \*\*\*p < 0.001; \*\*\*\*p < 0.0001; n.s., not significant. Fiber experiments were performed four times and results are reported as box-and-whiskers plots using the Tukey method.

- Cell cycle analysis
- Fiber stretching assay
- RNA extraction and bulk RNA-Seq
- **QUANTIFICATION AND STATISTICAL ANALYSIS**

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2022.110871>.

## ACKNOWLEDGMENTS

We would like to sincerely thank Valery Krizhanovsky for providing *CDKN1a/p21*<sup>−/−</sup> MEFs, Vincenzo D'angiola for the pBABE E2F1 construct, Li Wang for retroviral expression constructs and experimental suggestions, and Julian Stingle for comments on the manuscript and constructive feedback. Work in the R.B. lab is funded by the Barts Charity and Queen Mary University of London and by seed grants from the Royal Society (RGS\R2\202163) and CRUK City of London (C7893/A26233). Work in the S.J.B. lab is supported by the Francis Crick Institute, which receives its core funding from Cancer Research UK (FC0010048), the UK Medical Research Council (FC0010048), and the Wellcome Trust (FC0010048); a European Research Council (ERC) Advanced Investigator grant (TelMetab); and a Wellcome Trust Senior Investigator and collaborative grants. The A.N. laboratory is supported by the Intramural Research Program of the NIH, an Ellison Medical Foundation Senior Scholar in Aging award (AG-SS- 2633-11), the Department of Defense Idea Expansion (W81XWH-15-2-006) and Breakthrough (W81XWH-16-1-599) awards, the Alex's Lemonade Stand Foundation award, and an NIH Intramural FLEX award.

## AUTHOR CONTRIBUTIONS

R.B. and V.B. conceived the project and performed the majority of the experiments. J.P.-L. and R.G. performed RNA-seq under R.G.'s supervision. S.B. performed RNA-seq bioinformatic analysis. B.R.H. performed cell biology experiments during the revision under R.B.'s supervision, while L.O. performed FACS analysis. N.V.W. and S.S. performed HU-EdU-seq and bioinformatic analysis under A.N.'s supervision. R.B. wrote the manuscript with input from V.B. and S.J.B.

## DECLARATION OF INTERESTS

S.J.B. is a scientific co-founder of and Vice President of Science Strategy at Artios Pharma Ltd., Babraham Research Campus, Cambridge, UK.

Received: April 7, 2021

Revised: February 16, 2022

Accepted: May 4, 2022

Published: May 31, 2022

## REFERENCES

Fragkos, M., Ganier, O., Coulombe, P., and Méchali, M. (2015). DNA replication origin activation in space and time. *Nat. Rev. Mol. Cell Biol.* 16, 360–374. <https://doi.org/10.1038/nrm4002>.

Burgers, P.M.J., and Kunkel, T.A. (2017). Eukaryotic DNA replication fork. *Annu. Rev. Biochem.* 86, 417–438. <https://doi.org/10.1146/annurev-biochem-061516-044709>.

Bell, S.P., and Labib, K. (2016). Chromosome duplication in *Saccharomyces cerevisiae*. *Genetics* 203, 1027–1067. <https://doi.org/10.1534/genetics.115.186452>.

Bellelli, R., and Boulton, S.J. (2021). Spotlight on the replisome: aetiology of DNA replication-associated genetic diseases. *Trends Genet.* 37, 317–336. <https://doi.org/10.1016/j.tig.2020.09.008>.

Pachlopnik Schmid, J., Lemoine, R., Nehme, N., Cormier-Daire, V., Revy, P., Debeurme, F., Debré, M., Nitschke, P., Bole-Feysot, C., Legeai-Mallet, L., et al. (2012). Polymerase  $\epsilon$ 1 mutation in a human syndrome with facial dysmorphism, immunodeficiency, livedo, and short stature ("FILS syndrome"). *J. Exp. Med.* 209, 2323–2330. <https://doi.org/10.1084/jem.20121303>.

Logan, C.V., Murray, J.E., Parry, D.A., Robertson, A., Bellelli, R., Tarnauskaitė, Ž., Challis, R., Cleal, L., Borel, V., Fluteau, A., et al. (2018). DNA polymerase epsilon deficiency causes IMAGe syndrome with variable immunodeficiency. *Am. J. Hum. Genet.* 103, 1038–1044. <https://doi.org/10.1016/j.ajhg.2018.10.024>.

Frugoni, F., Dobbs, K., Felgentreff, K., Aldhekri, H., Al Saud, B.K., Amaout, R., Ali, A.A., Abhyankar, A., Alroqi, F., Gillani, S., et al. (2016). A novel mutation in the POLE2 gene causing combined immunodeficiency. *J. Allergy Clin. Immunol.* 137, 635–638.e1. <https://doi.org/10.1016/j.jaci.2015.06.049>.

Técher, H., Koundrioukoff, S., Nicolas, A., and Debatisse, M. (2017). The impact of replication stress on replication dynamics and DNA damage in vertebrate cells. *Nat. Rev. Genet.* 18, 535–550. <https://doi.org/10.1038/nrg.2017.46>.

Macheret, M., and Halazonetis, T.D. (2015). DNA replication stress as a hallmark of cancer. *Annu. Rev. Pathol.* 10, 425–448. <https://doi.org/10.1146/annurev-pathol-012414-040424>.

Macheret, M., and Halazonetis, T.D. (2018). Intragenic origins due to short G1 phases underlie oncogene-induced DNA replication stress. *Nature* 555, 112–116. <https://doi.org/10.1038/nature25507>.

Fouad, S., Hauton, D., and D'Angiola, V. (2021). E2F1: cause and consequence of DNA replication stress. *Front. Mol. Biosci.* 7, 599332. <https://doi.org/10.3389/fmolb.2020.599332>.

Hampp, S., Kiessling, T., Buechle, K., Mansilla, S.F., Thomale, J., Rall, M., Ahn, J., Pospiech, H., Gottfredi, V., and Wiesmuller, L. (2016). DNA damage tolerance pathway involving DNA polymerase  $\iota$  and the tumor suppressor p53 regulates DNA replication fork progression. *Proc. Natl. Acad. Sci. U S A* 113, E4311–E4319. <https://doi.org/10.1073/pnas.1605828113>.

Mansilla, S.F., Bertolin, A.P., Bergoglio, V., Pillaire, M.J., González Besteiro, M.A., Luzzani, C., Miriuka, S.G., Cazaux, C., Hoffmann, J.S., and Gottfredi, V. (2016). Cyclin Kinase-independent role of p21<sup>CDKN1A</sup> in the promotion of nascent DNA elongation in unstressed cells. *Elife* 5, e18020. <https://doi.org/10.7554/elife.18020>.

Yeo, C.Q.X., Alexander, I., Lin, Z., Lim, S., Aning, O.A., Kumar, R., Sangthongpitag, K., Pendharkar, V., Ho, V.H.B., and Cheok, C.F. (2016). p53 maintains genomic stability by preventing interference between transcription and replication. *Cell Rep.* 15, 132–146. <https://doi.org/10.1016/j.celrep.2016.03.011>.

Datta, A., Ghatak, D., Das, S., Banerjee, T., Paul, A., Butti, R., Gorain, M., Ghuwalewala, S., Roychowdhury, A., Alam, S.K., et al. (2017). p53 gain-of-function mutations increase Cdc7-dependent replication initiation. *EMBO Rep.* 18, 2030–2050. <https://doi.org/10.15252/embr.201643347>.

How the deposited data were processed for this re-analysis (not part of the article)

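RNA-seq was carried out on primary MEFs at passage 1, grown at 5% oxygen, from embryos of 6 genotypes: *Pole4*+/+ *Trp53*+/+, *Pole4*+/+ *Trp53*+/-, *Pole4*+/+ *Trp53*-/-, *Pole4*-/- *Trp53*+/+, *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*-/-, with 3 libraries each. The authors extracted RNA, prepared paired-end libraries with an Ovation kit and sequenced them on an Illumina HiSeq. They trimmed the reads with Trim Galore, aligned them with STAR to GRCm38 with Ensembl's annotation, and counted them per gene with RSEM, in the versions the methods name. The values used here are RSEM's expected counts (the expected_counts column of the authors' table), for 51912 genes in the 18 libraries; per the file headers, the authors joined RSEM's per-gene results of the libraries into 1 table, and the values are as deposited. The values were checked against that description: 6.14% of them are not whole numbers, which fits fractional assignment of reads, and the library totals differ. The authors' own tests (DESeq2) and gene set enrichment analysis start from these counts and were not used here.

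Library totals ran from 9535971 to 35319918 counts, with a median of 22781543. Ribosomal RNA genes (*Gm42418*, *CT010467.1*, *AY036118*, *mt-Rnr1* and *mt-Rnr2*) took from 0.968% to 42.5% of them. Sex was read from *Xist* and from *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*: 7 of the 18 libraries are male. All 3 *Pole4*+/+ *Trp53*+/+ and all 3 *Pole4*+/+ *Trp53*-/- libraries are female, all 3 *Pole4*+/+ *Trp53*+/- libraries are male, and the other genotypes are mixed. Replicate numbers were not treated as pairs, since the numbering is not said to link cultures across genotypes. The first library of every genotype held the most counts, however, so the number may track a difference that was not recorded. A model with the number as a block was an alternative. No pair of libraries within a genotype looked like repeat sequencing of the same RNA.

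Gene identifiers were matched to symbols and positions with GENCODE's annotation of GRCm38, the build the authors aligned to; 51633 of the identifiers matched. Counts were rounded and genes filtered with edgeR's filterByExpr, which left 15710 genes. The genes were tested in R 4.3.3 with edgeR 4.0.16: TMM scaling, 1 mean per genotype over all 18 libraries (12 residual degrees of freedom), robust quasi-likelihood fits and quasi-likelihood F-tests. A gene is called where its Benjamini-Hochberg adjusted p over all genes tested is under 0.05, the level in the paper's statistics section. The SE of a log2 fold change is its size divided by the square root of F. Genotypes were compared in 6 pairs: *Trp53*-/- and *Trp53*+/- against *Trp53*+/+ in each *Pole4* background, and *Pole4*-/- against *Pole4*+/+ in *Trp53*+/+ and *Trp53*-/- cells. The difference of the *Trp53*-/- effects between the *Pole4* backgrounds was tested as an interaction; that of the *Trp53*+/- effects was added after the data had been seen. Levels are TMM-scaled CPM; per-library levels of lists use log2 CPM with a prior count of 2. For single genes, exact two-sided permutation tests of 3 libraries against 3 were also run, whose smallest p is 0.1. A group whose libraries all hold 3 counts or fewer is taken as at the floor, and the fold against it is computed from 3 counts as a lower bound.

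Lists of genes were written from memory before the data were examined: 200 E2F targets after the hallmark set, 96 TRP53 targets, 43 S-phase and 54 G2/M genes, 40 interferon-stimulated genes, and markers of macrophages, skeletal muscle, endothelium, epithelium, neurons and erythroid cells. The 32 genes of Fig. 3D were copied from the figure. Lists were tested with camera at a preset correlation of 0.01, with *Cdkn1a*, *Trp53* and *Pole4* left out, and adjusted over the 14 list tests planned; limma's fry and camera with an estimated correlation were alternatives (limma 3.58.1). Other list tests were adjusted over all 80 that were run. The enrichment score was computed with fgsea 1.28.0 on genes ranked by log2 fold change. The genes named one by one are those the paper names in its RNA-seq results; the cyclin, CDK and E2F genes *Ccne1*, *Ccne2*, *Ccna2*, *Cdk1*, *Cdk2* and *E2f1*; the genes used to read sex; and, in each *Trp53*-/- comparison, the 5 called genes with the lowest, the 5 with the highest log2 fold change whose groups do not overlap, and the 5 with the lowest p (3 of each for the *Pole4* comparisons and the interaction). Genes named outside this rule were chosen after their values were seen: *Brca1*, *Bub1b*, *Top2a* and *Trip13* among the E2F targets, *Krt8* and *Krt18* among the epithelial markers, *Cyb5d1* and *Lars2*.

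Alternatives were DESeq2 1.42.0; scaling by library totals alone or by upper quartiles; no filter on low counts, or a mean of at least 50 counts; a fit of only the libraries compared; replicate number as a block; limma's voom with quality weights; log2 *Xist* as a covariate without the genes used to read sex; an adjusted p under 0.01; an absolute log2 fold change of at least 1; another ranking for the enrichment score; and leaving out each library in turn. Added after the data had been seen were the log2 share of ribosomal RNA as a covariate, leaving out the ribosomal RNA genes, offsets for GC content and gene length (loess with a span of 0.5), thinning of each library to the smallest total outside ribosomal RNA, and the limits drawn in Fig. 3A (adjusted p under 0.01 and an absolute log2 fold change of at least 2). The method was tested on a single set of simulated counts, drawn from edgeR's own estimates of the spread. Its false shares need not hold for the real data, where far more genes are called. In the simulated counts, 200 genes with many reads were changed by the same size, up or down. edgeR recovered 94.5% of them, with 5.97% of its calls false; voom recovered 92%, with 4.66% false; DESeq2 recovered 97.5%, with 12.9% false, and made 5 calls in a comparison without changed genes, where the others made 0. Splits of the libraries other than by genotype were counted for each result of a model over all genes: all 10 splits of 6 libraries (each scored in the direction with the larger result, as the order of the groups is arbitrary), and 100 random regroupings for the interactions and for pairs of comparisons. Reads were not realigned, and proteins, DNA replication and mouse data are not analysed here.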

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

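The lists, the comparisons and most alternatives were chosen before the data were examined. Chosen only after the results had been seen were the tests without the first *Pole4*+/+ *Trp53*-/- library, the tests of the *Trp53*+/- effects between *Pole4* backgrounds and of the E2F list outside the *Trp53*-/- comparisons, the test of lower E2F transcripts in *Pole4*-/- *Trp53*+/+ cells, and the counts over other splits of the libraries; the ribosomal RNA, GC and length, and thinning alternatives were added after the data had been seen. In this part, the *Pole4*-/- comparison is *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs and the *Pole4*+/+ comparison is *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs.

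Loss of *Trp53* changed more genes in *Pole4*-/- than in *Pole4*+/+ cells, and a test of the difference itself called 52 genes. Of these, 24 had a lower and 28 a higher log2 fold change in *Pole4*-/- cells; 4453 genes had an unadjusted p under 0.05. The genes with the lowest p were *Fam111a* (difference 1.05), *Parpbp* (1.13) and *Cst3* (−1.12), each with an adjusted p of 0.0313. *Nkain4* (−4.70), *Pamr1* (−3.95) and *Igtp* (−3.95) had the lowest, and *Gm15731*, *Sgo1* (1.37) and *Trip13* (1.34) the highest differences; no value is given for *Gm15731*, which had 3 counts or fewer in every *Pole4*+/+ *Trp53*-/- library. *Cdkn1a* differed by −1.13 (adjusted p 0.0616) and was not called; it was called in 4 of the alternatives and without the third *Pole4*+/+ *Trp53*-/- library. The count of 52 is not stable: across alternatives it ran from 0 to 1755, and it was 3242 without the third *Pole4*+/+ *Trp53*-/- library. Of 100 regroupings of the 12 libraries, 5 gave at least as many genes, so an accidental grouping of libraries may give such a count. The regroupings mix *Trp53*-/- with *Trp53*+/+ libraries, whose true differences can end up in the tested contrast, so neither this count nor those of the lists below decides much.

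The 6699 genes called in the *Pole4*-/- and 723 in the *Pole4*+/+ comparison give a ratio of 9.27. The ratio was 9.49 with the ribosomal RNA share as a covariate, 10.1 with all libraries thinned to the smallest, 8.98 with offsets for GC content and gene length, and 8.70 with *Xist* as a covariate. These values argue against ribosomal RNA, depth, GC or length bias and embryo sex as the whole cause. The size of the ratio depends on the method: it was 2.74 with voom, 5.22 with DESeq2, 19.4 with scaling by library totals alone and 79.9 with only the libraries compared. Without the first *Pole4*+/+ *Trp53*-/- library, 7595 and 2700 genes were called, a ratio of 2.81, so that library may account for part of the gap but not all of it. Of the 10 splits of the 6 libraries, counting the real one, 1 gave as many genes in the *Pole4*-/- comparison and 2 did in the *Pole4*+/+ comparison; the other one there set the first *Pole4*+/+ *Trp53*-/-, the first *Pole4*+/+ *Trp53*+/+ and the third *Pole4*+/+ *Trp53*+/+ library against the rest, with 1517 genes. A design of 3 against 3 cannot go below 1 of 10. A larger response of *Pole4*-/- cells stays open as a hypothesis, as does a difference between the embryos of each genotype, which was not tested.

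The E2F target list rose more with *Trp53* loss in *Pole4*-/- cells, with a median difference of 0.76 (adjusted p 1.25e-43), against a pooled SD between replicates of 0.186. The difference was 0.67 with the ribosomal RNA share as a covariate, 0.70 with thinned libraries, 0.73 with GC and length offsets, 0.73 with *Xist* as a covariate and 0.58 without the first *Pole4*+/+ *Trp53*-/- library. Each lies above the SD and argues against that explanation as the whole cause. The *Trp53*+/- effects differed in the same direction, by a median of 0.44 (adjusted p 2.37e-22 over 80 list tests). With edgeR over all 18 libraries, no single gene was called for them (0, with 1591 at an unadjusted p under 0.05). DESeq2 called 27 genes for them, and the fit of only the libraries compared called 40. Regroupings gave a median as large in 11 of 100 cases for the *Trp53*-/- and in 15 of 100 for the *Trp53*+/- effects, but these regroupings also take in the rise of the list on *Trp53* loss and would give large medians whether or not the difference is real. fry calls the first (adjusted p under 0.05) but not the second (adjusted p 0.172), and an estimated correlation calls neither (adjusted p 0.153 and 0.346).

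Read between *Pole4* genotypes, the same difference can be placed but not explained: for each gene, it is the change with *Pole4* loss in *Trp53*-/- cells minus that in *Trp53*+/+ cells, in the same libraries. The E2F list was lower in *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+ cells by a median of −0.58 (adjusted p 1.48e-47 over 80 list tests), in 3 of 3 libraries, and 79 of its 200 genes were called lower. These calls are fragile: in all, 0 genes were called in this comparison with *Xist* as a covariate (2619 at an unadjusted p under 0.05) and 8 without the second *Pole4*+/+ *Trp53*+/+ library. The median held better, at −0.56 with *Xist* as a covariate and from −0.68 to −0.53 with a library left out. With *Trp53* lost, *Pole4*-/- *Trp53*-/- cells were not lower than *Pole4*+/+ *Trp53*-/- cells (median 0.16, higher than every *Pole4*+/+ *Trp53*-/- library in 1 of 3 libraries). The difference is thus found more among *Trp53*+/+ than among *Trp53*-/- cells. Whether *Pole4* loss lowers E2F transcripts only where *Trp53* is intact, and the larger rise follows from that, cannot be told apart from the difference itself, as the median of −0.58 is part of it. The list rose between *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*+/+ cells by a median of 0.51 (adjusted p 9.43e-37), again in 3 of 3 libraries and against the same *Pole4*-/- *Trp53*+/+ libraries; this rise was 0.59 with the ribosomal RNA share as a covariate, 0.49 with *Xist* as a covariate, 0.49 with thinned libraries and 0.53 with GC and length offsets. Its median in *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ cells was 0.10. As large a median was found in 1 of the 10 splits for *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+, 1 for *Pole4*-/- *Trp53*+/- against *Pole4*-/- *Trp53*+/+, 5 for *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ and 6 for *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells. All 3 *Pole4*-/- *Trp53*+/+ libraries carry the contrast. The paper reports fewer population doublings of *Pole4*-/- *Trp53*+/+ MEFs. It describes a partial rescue in *Trp53*+/- cells and no difference between *Pole4* genotypes in *Trp53*-/- cells. The E2F list runs in the same order, so a difference in growth stays a candidate. Neither growth nor unrecorded differences between embryos were tested here.

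Interferon-stimulated genes, which the paper does not discuss, differed between genotypes over the 31 listed genes that could be tested. The median was 0.85 in the *Pole4*+/+ comparison (adjusted p 3.99e-06, but higher than every *Pole4*+/+ *Trp53*+/+ library in 1 of 3 libraries), 0.44 in *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ cells and 0.60 in *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+ cells (3 of 3 libraries each), and −0.57 in *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells (1 of 3). In the *Pole4*-/- comparison it was −0.36 (adjusted p 0.125, below every *Pole4*-/- *Trp53*+/+ library in 3 of 3 libraries). In *Pole4*-/- *Trp53*+/- against *Pole4*-/- *Trp53*+/+ cells it was −0.23 (adjusted p 0.452, 2 of 3). The *Trp53*-/- effects differed between *Pole4* backgrounds by −1.20 and the *Trp53*+/- effects by −0.60. Without the first *Pole4*+/+ *Trp53*-/- library the median in the *Pole4*+/+ comparison was 0.071 and that in *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells −0.054. These values indicate that the rise in *Pole4*+/+ *Trp53*-/- cells rests on 1 library. The difference of the *Trp53*-/- effects was −0.61 without it. Leaving out the first *Pole4*-/- *Trp53*+/+ library brought the difference of the *Trp53*+/- effects to −0.35. It brought the median in *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+ cells to 0.40.

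fry and an estimated correlation call none of these interferon medians. Of the 10 splits, a median as large was found in 2 for the *Pole4*+/+ comparison, 1 for *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+, 1 for *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+, 6 for *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/-, 2 for the *Pole4*-/- comparison and 3 for *Pole4*-/- *Trp53*+/- against *Pole4*-/- *Trp53*+/+ cells. Of 100 regroupings, 4 gave a difference as large for the *Trp53*-/- effects and 4 for the *Trp53*+/- effects, close to the 5 found for the count of genes, and with fry calling neither an accidental grouping stays open. Both differences use the *Pole4*+/+ *Trp53*+/+ libraries, on average the lowest in these genes, so they are not independent of each other. An activation of interferon signalling in some cultures was not tested.

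The paper's RNA-seq results give no numbers of genes called in heterozygous cells or between *Pole4*-/- and *Pole4*+/+ cells. Between *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*+/+ cells 805 genes were called, 340 lower and 465 higher (4082 at an unadjusted p under 0.05), and 1 of the 10 splits gave as many. The count rests on single libraries, with 17 genes without the second *Pole4*-/- *Trp53*+/- library, and fell to 101 with *Xist* as a covariate. Between *Pole4*+/+ *Trp53*+/- and *Pole4*+/+ *Trp53*+/+ cells 142 genes were called (1610 at an unadjusted p under 0.05), and 1 of the 10 splits gave as many. All *Pole4*+/+ *Trp53*+/- libraries are male and all *Pole4*+/+ *Trp53*+/+ libraries female; with log2 *Xist* as a covariate 39 of the 142 genes were still called, and 6 of the 142 lie on chromosome X or Y. Embryo sex and genotype cannot be told apart in this comparison, since they coincide.

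Between *Pole4*-/- *Trp53*+/+ and *Pole4*+/+ *Trp53*+/+ cells 626 genes were called, 424 lower and 202 higher (4101 at an unadjusted p under 0.05), and 1 of the 10 splits gave as many. The lowest log2 fold changes were those of *Kcnip1* (−2.10), *Cntnap4* (−1.86) and *2810429I04Rik* (adjusted p 0.0401). *Fbxw24* (at least 5.88-fold higher), *Elobl* (3.22) and *Pamr1* (3.07) had the highest, and *Col10a1* (2.04), *Adcy5* (2.50) and *Ulbp1* (−1.48) the lowest p. No gene was called with *Xist* as a covariate (0, with 2619 at an unadjusted p under 0.05); *Pole4*+/+ *Trp53*+/+ libraries are all female and 2 of the 3 *Pole4*-/- *Trp53*+/+ libraries male. It fell to 8 without the second *Pole4*+/+ *Trp53*+/+ library. Only *Tbx20* was called between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells (1 gene; log2 fold change 1.99, adjusted p 0.0469, with 1636 genes at an unadjusted p under 0.05). There, 2 of the 10 splits gave as many genes, and the other one, with the first *Pole4*-/- *Trp53*-/- and the first and second *Pole4*+/+ *Trp53*-/- libraries against the rest, gave 109. No explanation for the genes of these comparisons was tested beyond those given.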

How the results depend on the processing

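The tests in this part that were chosen only after the results had been seen are those with ribosomal RNA, GC content and length, thinned counts and the limits drawn in Fig. 3A, and those of the E2F list outside the *Trp53*-/- comparisons. Results are given for *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs (the *Pole4*-/- comparison), *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ (the *Pole4*+/+ comparison), *Pole4*-/- *Trp53*+/- against *Pole4*-/- *Trp53*+/+, *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+, *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+, *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/-, the difference of the *Trp53*-/- effects between *Pole4* backgrounds, and the genes shared by the first pair. Unless a construction is named, the cause of a change was not tested.

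Some results kept their direction and their side of the threshold under all alternatives that were run: the log2 fold changes of *Cdkn1a* in the *Pole4*-/- and *Pole4*+/+ comparisons, and, apart from an estimated correlation between genes, the E2F, S-phase and G2/M lists in both comparisons. These lists pass fry over the 14 planned tests, but over all 80 list tests that were run its adjusted p in the *Pole4*+/+ comparison was 0.0509 for the E2F list and 0.0522 for each of the others. With all libraries kept, the list medians ran from 1.09 to 1.23 (E2F), 1.43 to 1.57 (S phase) and 1.46 to 1.60 (G2/M) in the *Pole4*-/- comparison, and from 0.42 to 0.53, 0.51 to 0.67 and 0.52 to 0.63 in the *Pole4*+/+ comparison. With a library left out, they ran from 1.13 to 1.22, 1.43 to 1.58 and 1.46 to 1.63 in the *Pole4*-/- comparison, and more widely in the *Pole4*+/+ comparison, from 0.30 to 0.58, 0.37 to 0.73 and 0.41 to 0.71. Counts of genes moved far more.

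Stricter limits lower counts by construction. At an adjusted p under 0.01, 4361, 265, 45, 22 and 12 genes were called in the first 5 comparisons, 0 between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells and 0 for the difference of effects (1636 and 4453 have an unadjusted p under 0.05), and 238 were shared; 1 gene of Fig. 3D was higher in the *Pole4*+/+ comparison. With an absolute log2 fold change of at least 1, 2295, 268, 236, 71 and 166 genes were called and 196 shared; 31 TRP53 targets were lower in the *Pole4*-/- comparison, 1 gene of Fig. 3D higher in the *Pole4*+/+ comparison, and the share of raised genes on the E2F or Fig. 3D lists there, 0.855%, lay below that of tested genes, the reverse of the share without the limit. Under the limits drawn in Fig. 3A, 427, 38, 6, 7 and 3 genes were called, 0 between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells and 0 for the difference (with the same unadjusted counts), and 32 were shared. TRP53 targets lowered numbered 12 and 6, genes of Fig. 3D raised 1 and 0 (26 at an unadjusted p under 0.05 in the *Pole4*+/+ comparison), and the share of listed genes among those raised was 2.41% (p 0.320) and 0%, the latter reversed.

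DESeq2 called 1290 genes in the *Pole4*+/+ comparison, 1717 between *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*+/+, 405 between *Pole4*+/+ *Trp53*+/- and *Pole4*+/+ *Trp53*+/+, 1605 between *Pole4*-/- *Trp53*+/+ and *Pole4*+/+ *Trp53*+/+, 27 between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells and 1755 for the difference, with 1014 shared and 12 genes of Fig. 3D higher in the *Pole4*+/+ comparison. On a single set of simulated data, 29 of its calls were false (12.9%), against 12 with edgeR (5.97%). That set was drawn from edgeR's own estimates of the spread with 200 genes changed. Its shares therefore need not hold for the counts given here. limma's voom called 2977, 3865, 1120, 5259 and 1192 genes in the *Pole4*+/+ comparison, the 3 comparisons after it and the difference, with 2630 shared and 28 genes of Fig. 3D; between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells the medians of the interferon list (−0.11, adjusted p 0.0852) and the E2F list (0.012, adjusted p 0.416) were no longer past the threshold.

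Under scaling by library totals alone, the median of all genes stood at 0.12 in the *Pole4*+/+ comparison, 0.29 in *Pole4*-/- *Trp53*+/- against *Pole4*-/- *Trp53*+/+, −0.28 in *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+, −0.44 in *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells and −0.15 for the difference, where TMM had left it between −0.020 and 0.032. Where it stood at 0.29 and −0.28, directions follow this median. Of the genes called, 97.0% were higher in *Pole4*-/- *Trp53*+/- cells and 2.54% higher in *Pole4*-/- *Trp53*+/+ cells, against 57.8% and 32.3% with TMM. In the *Pole4*+/+ comparison directions did not follow it: 47.9% of the genes called were higher, against 48.5% with TMM. The counts were 3722, 192, 2163, 39 and 2244, then 0 (5708 at an unadjusted p under 0.05) and 0 (2436), with 165 shared and 1 gene of Fig. 3D. The interferon list between *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*+/+ cells reversed to 0.061 (adjusted p 0.0529) and the E2F list between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells to −0.24; relative to the median of all genes, they stand on the side they had. Under upper-quartile scaling that median stood at −0.11 in the *Pole4*-/- comparison and for the difference; 0 genes were called between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells (1821 unadjusted) and 308 for the difference.

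Without a filter on low counts, 2 genes were called between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells and 339 for the difference, and the enrichment score was 0.732. With a mean of at least 50 counts, there were 0 (1396 unadjusted) and 490 genes, the enrichment score was 0.796, and the interferon list in the *Pole4*-/- comparison was past the threshold (−0.69, adjusted p 0.0258; over all alternatives the adjusted p ran from 0.0258 to 0.709). Ranked by the signed root of F, the enrichment score was 0.823. Fitting only the libraries compared changes the estimate of the spread between replicates: 90, 2682, 217 and 3358 genes were called from the *Pole4*+/+ comparison on, then 0 (419 unadjusted) and 0 (3661), with 85 shared. TRP53 targets lowered in the *Pole4*+/+ comparison were 14, genes of Fig. 3D raised 0 (12 unadjusted), and the share of listed genes 0%, reversed; the interferon list in the *Pole4*-/- comparison was past the threshold (−0.29, adjusted p 0.0376).

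With replicate number as a block, 0 genes (1833 unadjusted) were called between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells and 548 for the difference. With *Xist* as a covariate, 101, 52 and 0 genes (2619 unadjusted) were called between *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*+/+, *Pole4*+/+ *Trp53*+/- and *Pole4*+/+ *Trp53*+/+, and *Pole4*-/- *Trp53*+/+ and *Pole4*+/+ *Trp53*+/+ cells, and 0 (3985) for the difference. With the share of ribosomal RNA as a covariate, the counts were 1952 between *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*+/+ and 1914 between *Pole4*-/- *Trp53*+/+ and *Pole4*+/+ *Trp53*+/+ cells, 0 (3264) for the difference, and the E2F list between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells was at 0.056 (adjusted p 0.117). Leaving out ribosomal RNA genes gave 0 (1669) between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells and 326 for the difference. GC and length offsets gave 0 (1180) and 0 (4304), with an enrichment score of 0.767. Thinned counts gave 0 (1300) and 116; fewer counts lower the number of genes that can be called.

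With the correlation between genes estimated, no list was past the threshold apart from the TRP53 targets. The adjusted p of the E2F, S-phase and G2/M lists was 0.124 in the *Pole4*-/- (medians 1.18, 1.52 and 1.55) and 0.243 in the *Pole4*+/+ comparison (0.44, 0.53 and 0.54), and that of the E2F difference (0.76) 0.153. For the E2F list it was 0.244 in *Pole4*-/- *Trp53*+/- against *Pole4*-/- *Trp53*+/+ (0.51), 0.812 in *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ (0.10), 0.219 in *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+ (−0.58), 0.535 in *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells (0.16) and 0.346 for the difference of *Trp53*+/- effects (0.44). For the interferon list it was 0.293 in the *Pole4*+/+ comparison (0.85), *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ (0.44) and *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells (−0.57), 0.312 in *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+ cells (0.60), and 0.282 and 0.535 for the differences (−1.20 and −0.60). fry also left the interferon list short of the threshold, with adjusted p of 0.0855, 0.172, 0.170, 0.113, 0.0590 and 0.345 in that order, and the E2F list in *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ (0.598), *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells (0.385) and the difference of *Trp53*+/- effects (0.172).

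Leaving out 1 library at a time gave 325 to 2700 genes in the *Pole4*+/+ comparison (2700 without the first *Pole4*+/+ *Trp53*-/- library), 17 to 553 between *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*+/+, 17 to 101 between *Pole4*+/+ *Trp53*+/- and *Pole4*+/+ *Trp53*+/+, 8 to 799 between *Pole4*-/- *Trp53*+/+ and *Pole4*+/+ *Trp53*+/+ (8 without the second and 799 without the third *Pole4*+/+ *Trp53*+/+ library), 0 to 2 between *Pole4*-/- *Trp53*-/- and *Pole4*+/+ *Trp53*-/- cells, 0 to 3242 for the difference (3242 without the third *Pole4*+/+ *Trp53*-/- library), and 291 to 2522 shared. In the *Pole4*-/- comparison the range was 5108 to 6007 when any 1 of its own 6 libraries was left out. Without the first *Pole4*+/+ *Trp53*-/- library, which is not part of that comparison, 7595 genes were called. Genes of Fig. 3D raised in the *Pole4*+/+ comparison numbered from 1 to 28, and the enrichment score was from 0.768 to 0.780. The interferon list ran from 0.071 (without the first *Pole4*+/+ *Trp53*-/- library) to 1.20 in the *Pole4*+/+ comparison, from −0.82 to −0.054 (without the same library) in *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells, and from −0.28 to 0.12 (without the first *Pole4*-/- *Trp53*+/+ library) in *Pole4*-/- *Trp53*+/- against *Pole4*-/- *Trp53*+/+ cells. The E2F list ran from 0.015 (without the third *Pole4*+/+ *Trp53*+/+ library) to 0.15 in *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ cells and from −0.015 (without the first *Pole4*+/+ *Trp53*-/- library) to 0.30 in *Pole4*-/- *Trp53*-/- against *Pole4*+/+ *Trp53*-/- cells. In the *Pole4*+/+ comparison, the log2 fold change ran from −0.038 to 0.34 for *Pole4* and from −0.21 to 0.36 for *Ccne1*.

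*Cdkn1a* was not called between *Pole4*-/- *Trp53*+/+ and *Pole4*+/+ *Trp53*+/+, *Pole4*-/- *Trp53*+/- and *Pole4*-/- *Trp53*+/+, or *Pole4*+/+ *Trp53*+/- and *Pole4*+/+ *Trp53*+/+ cells, but it was in the fit of only the libraries compared (0.57, −0.44 and −0.49) and with voom (0.56, −0.40 and −0.49).

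Of 79 results for single genes, 24 were weaker, 13 stronger and 0 reversed in some alternative that kept all libraries. With a library left out, 20 were weaker, 7 stronger, 2 reversed and 5 moved, and 47 were never weaker, reversed or moved. These 79 were picked from a larger set after its values, including reversals, had been seen, so the 0 is not a neutral count. Over all 206 log2 fold changes of named genes, apart from *Cdkn1a* in the *Trp53*-/- comparisons, 42 were weaker, 57 stronger and 26 reversed in some alternative with all libraries, and 36, 43 and 27 with a library left out. Of the 35 that reversed in any fit, 0 had been called. Depth limits what can be said of genes with few reads: where every library of a group holds 3 counts or fewer, only a lower bound of the fold can be given.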

Differences from the paper's values

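All values of the paper in this part were read by eye from figures. Tests beyond those set before the data were examined are marked as such.

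For *Mdm2* in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs, the log2 fold change here was −1.72, against the paper's about −1.8 in Fig. 3A. Of the 15 alternatives set before the data were examined, 3 came within the spread between replicates of the paper's value: upper-quartile scaling (−1.82), a mean of at least 50 counts (−1.77) and leaving out the first *Pole4*-/- *Trp53*-/- library (−1.75); the other 12 did not. The GC and length offsets, chosen after seeing the values, gave −1.82.

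For *Cdkn1a* in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs, the log2 fold change here was −4.59, against the paper's about −3.8 in Fig. 3B. None of the 15 alternatives set before the data were examined closed the gap; they ran from −4.75 to −4.36.

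For *Ccng1* in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs, the log2 fold change here was −3.23, against the paper's about −2.8 in Fig. 3B. Of the 15 alternatives, voom (−3.06) and leaving out the third *Pole4*+/+ *Trp53*-/- library (−3.05) came within the spread between replicates of the paper's value; the other 13 did not.

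For the E2F target list in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs, the enrichment score here was 0.785, against the paper's about 0.75 in Fig. 3C, with a list written from memory in place of the published one. None of the 16 alternatives set before the data were examined came within the spread between replicates of the paper's value; they ran from 0.732 to 0.823. The score was compared as a signed value, a choice made after it had been seen.

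The paper names *Cdkn1a* as the most downregulated gene in *Pole4*-/- *Trp53*-/- cells and again as the most affected gene in *Pole4*+/+ *Trp53*-/- cells. Here, 21 called genes had a lower log2 fold change in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs and 10 in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs; no alternative put *Cdkn1a* first by log2 fold change, with the best place 6th and 7th. By p it stood 4th and 6th, and it was 1st in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs under some alternatives. The paper describes few TRP53 targets as changed in these cells. Here, 48 of 91 tested targets were called lower in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs and 33 in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs; under the limits drawn in Fig. 3A, chosen after seeing the values, 12 and 6 were.

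The paper describes most raised genes as E2F targets, and most as genes of replication initiation. Here, 5.84% of raised genes in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs and 9.69% in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs were on either list. Together the lists hold 218 tested genes. In *Pole4*-/- MEFs 200 of them were among the 3427 raised genes, so the lists were too short to reach a majority. The share there thus cannot decide on the paper's description. In *Pole4*+/+ MEFs, with 351 raised genes, a majority was possible. Fig. 3D shows its genes as raised in *Trp53*-/- cells, by level and not by a call. Here *Orc3* was not called in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs. In *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs, 28 of the 32 were not called. The direction was that of the figure: 31 of the 32 had a positive log2 fold change there (median 0.56). Adjusted over the list alone, 25 of the 32 were called higher. voom called 28 of them higher there, as did the fit without the first *Pole4*+/+ *Trp53*-/- library, and DESeq2 called 12.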

Other observations

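Chosen only after the results had been seen were the tests of the share of cycling cells, of the first *Pole4*+/+ *Trp53*-/- library, of *Gm6685*, of the genes near *Trp53*, of the macrophage markers, of the ribosomal RNA share by genotype and of *Lars2*, and the counts over other splits of the libraries.

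Splits of the 6 libraries other than by genotype were set beside the main results. For *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs, 1 of the 10 splits, the real one, gave as large a result for the TRP53 targets lowered, the genes of Fig. 3D raised, the share of listed genes among those raised, the E2F, S-phase and G2/M lists, and the enrichment score. The same held in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs for the TRP53 targets (1 of the 10 splits). There, 2 of the 10 splits gave as many genes of Fig. 3D and 2 as large a share; the other one, which sets the first *Pole4*+/+ *Trp53*-/-, the first *Pole4*+/+ *Trp53*+/+ and the third *Pole4*+/+ *Trp53*+/+ library against the rest, gave 21 genes and 12.5%. Of the 10 splits, 3 gave as large a median for the E2F, the S-phase and the G2/M lists. A share under 1 of 10 cannot be reached with 3 libraries against 3. For the 613 genes called the same way in both comparisons, 2 of 100 combinations of splits gave as many: the real one, and the real split of the *Pole4*-/- libraries with that other split of the *Pole4*+/+ libraries, which shared 1361. No gene was shared in any other combination, since most splits call few genes or none, so this count does not show that the sharing rests on *Trp53* genotype.

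The rise of E2F targets in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ cells came with a rise of later cell cycle genes. G2/M genes outside the E2F list rose by a median of 1.54, which argues against a rise of replication genes alone. Their median exceeded that of the genes of Fig. 3D by 0.0149, within the spread between replicates of 0.191. The values are consistent with a larger share of cycling cells in *Pole4*-/- *Trp53*-/- cultures, as one hypothesis; a stronger transcription of cell cycle genes in each cell would give the same values. The paper reports flow cytometry of these genotypes (Fig. S2A and Fig. S2B). It states that the rise of POLE1 was not due to a higher percentage of cells in S phase. That speaks against the hypothesis as far as S phase goes, though those cells were at a later passage than the cells sequenced. The flow measurements are not analysed here.

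The first *Pole4*+/+ *Trp53*-/- library was lower in E2F target transcripts than its replicates, by −0.62 on the log2 scale, and highest of all libraries in interferon-stimulated genes. It held 7.20 CPM of genes from the Y chromosome, where other female libraries held at most 0.302 CPM and male libraries 166 to 202 CPM. RNA of male cells may be present at 4.34% of the lowest male level; a share of that size could lower a transcript by at most −0.064, which argues against it as the cause of the E2F difference. Its *Trp53* level, 11.5 CPM, argues against cells with intact *Trp53* under this label, and its ribosomal RNA share, 1.82%, is near that of the third *Pole4*+/+ *Trp53*-/- library, which was not low in E2F transcripts. Its *Pole4* level of 14.2 CPM lies between those of *Pole4*-/- libraries (9.26 to 12.0 CPM) and other *Pole4*+/+ libraries (16.3 to 26.4 CPM), so a difference in *Pole4* genotype or a mixture cannot be told apart from variation between *Pole4*+/+ cultures. A biological difference between embryos was not tested.

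The genes that rose most in *Trp53*-/- cells, among those whose groups do not overlap, include several with few reads. They were, in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs, *Gm13394* (at least 3.03-fold higher), *Gm32255* (at least 2.02-fold), *Gm6685* (at least 12.1-fold), *U90926* (log2 fold change 5.28) and *AI606473* (at least 5.77-fold). Those in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs were *Gm6685* (at least 21.7-fold), *Necab2* (at least 2.96-fold), *Egfl6* (log2 fold change 5.17, with 3.94 ± 6.04 CPM in *Pole4*+/+ *Trp53*-/- cells), *Sfrp2* (3.87) and *Grm7* (at least 2.81-fold). Some depend on a single library. Without the first *Pole4*+/+ *Trp53*-/- library, *Egfl6* fell to 2.03 and was not called, *Sfrp2* fell to 2.16, and the bound of *Grm7* fell to 1.26-fold. The call of *Egfl6* was lost in 4 of the 6 fits that left out 1 library and in 6 of 12 alternatives that kept all libraries. The bound of *Gm13394* fell to 1.42-fold without the third *Pole4*-/- *Trp53*-/- library, and *U90926* was not called without the first *Pole4*-/- *Trp53*+/+ library.

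*Gm6685* (chromosome 11, positions 28339104 to 28339867) shares reads with *Cyb5d1* (chromosome 11, positions 69391925 to 69395631), near *Trp53*. The counts of both genes added to a whole number in 18 of 18 libraries. Only the 14 libraries in which the count of *Gm6685* was not whole test this; in all of them the sum was whole, as it is where reads are divided between the genes. The share of the pair's counts that fell on *Gm6685* was at most 0.606% with 0 *Trp53* null alleles, from 8.55% to 13.5% with 1 and from 21.5% to 28.6% with 2. These steps are consistent with a sequence variant in *Cyb5d1* that is carried with the null allele and sends reads to *Gm6685*. The rise of *Gm6685* is then no change in its transcription; reads were not examined.

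Sequence of another strain carried along with the null allele could change genes near *Trp53*. Of 291 tested genes within 10 Mb, 11 were called in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ MEFs, no more than elsewhere (one-sided Fisher's exact test, p 0.789), and 125 in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ MEFs (p 0.479). A few such genes cannot be told apart from others by this count, since it can show only an excess. Within 10 Mb of *Pole4*, 5 of 145 genes were called in *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+ MEFs.

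Macrophage markers (10 of 10 tested) differed between replicates of a genotype and moved together: the lowest correlation of a marker with the median of the others, across genes' deviations in the 18 libraries, was 0.933, and *Lyz2*, the most abundant, ran from 1.72 to 28.2 CPM. Macrophages in some cultures may be the source. The list's median was −1.57 in *Pole4*-/- *Trp53*+/+ against *Pole4*+/+ *Trp53*+/+ cells (adjusted p 0.0382, below every *Pole4*+/+ *Trp53*+/+ library in 0 of 3 libraries; fry 0.411) and 1.52 for the difference of *Trp53*+/- effects (adjusted p 0.0484; fry 0.582). Neuronal markers (6 of 8 tested) had a median of 0.68 in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ (adjusted p 0.00363, 3 of 3 libraries; fry 0.00302), 0.45 in *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ (adjusted p 0.0181, 3 of 3) and 0.75 in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ cells (adjusted p 0.166, 3 of 3; fry 0.00582). Skeletal muscle markers (9 of 10 tested) had a median of −0.83 in *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ cells (adjusted p 0.00342, 3 of 3; fry 0.132), or −0.15 with genes at the floor set to their bound. Endothelial markers (5 of 8 tested) passed the threshold in no comparison; 3 of 8 epithelial and 0 of 7 erythroid markers could be tested, too few for a test of the list. As single genes, the epithelial markers *Krt8* (log2 fold change 4.59) and *Krt18* were called higher in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ cells. No epithelial marker was called in any other comparison. Other cell types were not tested further.

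The share of ribosomal RNA had a median of 24.1% in *Pole4*-/- and 5.81% in *Pole4*+/+ libraries. An exact permutation test of 9 libraries against 9 gave a two-sided p of 0.049, and 0.098 after adjustment for a second test across the *Trp53* genotypes (p 0.413). Genotype and chance cannot be told apart here, as the adjusted value does not pass 0.05. *Lars2* ran from 62.0 to 37638 CPM across libraries and followed the share of ribosomal RNA: the log2 shares of both among all counts had a correlation of 0.974 within genotypes, and normalized *Lars2* followed the ribosomal RNA share more closely (correlation 0.983) than any of the other 15705 genes compared. Ribosomal RNA reads counted at *Lars2* are a candidate source. A constant fraction of them is argued against, as the slope between the log2 shares was 1.48 (95% confidence interval 1.25 to 1.70) rather than 1, and *Lars2* counts ran from 0.745% to 7.42% of the ribosomal RNA counts. How the reads align was not analysed here.

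The TRP53 target list as a whole had a median of −0.56 in *Pole4*-/- *Trp53*-/- against *Pole4*-/- *Trp53*+/+ and −0.30 in *Pole4*+/+ *Trp53*-/- against *Pole4*+/+ *Trp53*+/+ cells (adjusted p 4.78e-16 and 2.23e-40 over 80 list tests, 3 of 3 libraries each), and both hold under fry and under an estimated correlation (adjusted p 0.00270 and 6.84e-05). It was lower in *Pole4*-/- *Trp53*+/- against *Pole4*-/- *Trp53*+/+ cells, at −0.08 (adjusted p 0.0440; fry 0.0507) and in *Pole4*+/+ *Trp53*+/- against *Pole4*+/+ *Trp53*+/+ cells, at −0.12 (adjusted p 1.75e-04; fry 0.0169), below every *Trp53*+/+ library in 3 of 3 libraries each; with the correlation estimated, neither holds (adjusted p 0.356 and 0.216).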
